# TET1-mediated DNA hydroxymethylation regulates adult remyelination in mice

**DOI:** 10.1038/s41467-021-23735-3

**Published:** 2021-06-07

**Authors:** Sarah Moyon, Rebecca Frawley, Damien Marechal, Dennis Huang, Katy L. H. Marshall-Phelps, Linde Kegel, Sunniva M. K. Bøstrand, Boguslawa Sadowski, Yong-Hui Jiang, David A. Lyons, Wiebke Möbius, Patrizia Casaccia

**Keywords:** DNA methylation, Oligodendrocyte, Molecular neuroscience, Myelin biology and repair

## Abstract

The mechanisms regulating myelin repair in the adult central nervous system (CNS) are unclear. Here, we identify DNA hydroxymethylation, catalyzed by the Ten-Eleven-Translocation (TET) enzyme TET1, as necessary for myelin repair in young adults and defective in old mice. Constitutive and inducible oligodendrocyte lineage-specific ablation of *Tet1* (but not of *Tet2*), recapitulate this age-related decline in repair of demyelinated lesions. DNA hydroxymethylation and transcriptomic analyses identify TET1-target in adult oligodendrocytes, as genes regulating neuro-glial communication, including the solute carrier (*Slc*) gene family. Among them, we show that the expression levels of the Na^+^/K^+^/Cl^−^ transporter, SLC12A2, are higher in *Tet1* overexpressing cells and lower in old or *Tet1* knockout. Both aged mice and Tet1 mutants also present inefficient myelin repair and axo-myelinic swellings. Zebrafish mutants for *slc12a2b* also display swellings of CNS myelinated axons. Our findings suggest that TET1 is required for adult myelin repair and regulation of the axon-myelin interface.

## Abstract (web summary)

Myelin formation is regulated by epigenetic mechanisms and ensures proper neuronal function during development and after demyelination. Here, the authors show that TET1, a DNA hydroxymethylase, regulates myelin repair in adult mice, but is defective with aging.

## Introduction

New myelin formation in the adult brain is critical for repair of damaged or lost myelin, which is impaired in several neurological and psychiatric disorders^1–4^. Myelin is the specialized membrane of oligodendrocytes (OLs), whose differentiation from oligodendrocyte progenitor cells (OPCs) results from the interplay of transcription factors and epigenetic regulators that can be influenced by diverse external stimuli^5,6^. Most of these mechanisms have been studied in the context of developmental myelination or in primary cultured cells^7–10^. However, the epigenetic marks in each cell type, are affected by external conditions, age and disease states^3,11–15^. We and others have reported the role of several epigenetic marks at distinct stages of oligodendrocyte cell lineage and discussed the importance of specific chromatin modulators for developmental myelination^8,10,16,17^ and remyelination^18,19^. In particular, DNA methylation, catalyzed by DNA methyltransferases (DNMTs), is the single most significative epigenetic mark predictive of biological age^14–20^. We recently reported an age-dependent role of DNMT1 regulating proliferation and differentiation of neonatal OPCs (nOPCs)^16^ and having only minor effects on the differentiation of adult OPCs (aOPCs) during myelin repair^19^. However, our genome-wide DNA methylation dataset was obtained using bisulfite-conversion sequencing^16^, and therefore could not distinguish between two distinct modifications on cytosine residues, with opposing transcriptional outcomes: DNA methylation (5mC), an epigenetic modification generally associated with transcriptional repression, and DNA hydroxymethylation (5hmC), mainly associated with transcriptional activation^21,22^. Together with the distinct roles of DNMTs in developmental myelination and adult remyelination, this raised the question on the genome-wide distribution and functional role of DNA hydroxymethylation in adult myelin repair, that is addressed in this study.

DNA hydroxymethylation refers to the oxidation of methylated cytosine residues in the DNA (5mC), in a multi-step reaction catalyzed by enzymes called Ten-Eleven Translocation (TETs)^21–25^. These enzymes act as methyl-cytosine dioxygenases, which convert a hydrogen atom at the C5-position of cytosine to a hydroxymethyl group (5hmC), through oxidation of 5mC^23–25^. As such, this reaction has been suggested to serve as an intermediate step to promote DNA demethylation and favor gene expression^21,22,24–27^. The TET family includes proteins that are particularly enriched in brain tissue and differentially expressed in neuronal and glial cells^21,26–28^. In neuronal progenitors, TETs are necessary for their differentiation during cortical development^29^, and later for axonal growth and functional neuronal circuits formation^30,31^. In glial cells, although their expression has been reported in cultured glial cells^28^ and dysregulated in glioblastomas^32^, a thorough molecular and functional analysis of DNA hydroxymethylation in the adult brain and in myelin repair is lacking.

Here, we combined unbiased sequencing approaches and in silico data analysis, with immunohistochemical and phenotypic characterization of lineage specific constitutive and inducible mouse mutants to identify TET1 as an enzyme responsible for the expression of genes regulating the axon–myelin interface during myelin repair.

## Results

### Age-dependent DNA hydroxymethylation during myelin regeneration

To start characterizing the distinct contribution of DNA methylation and hydroxymethylation to spinal cord OLIG2 + oligodendroglial cells at postnatal day 7 (P7) and adulthood (P60), we assessed nuclear immunoreactivity to antibodies specific for the DNA methylation mark 5 methylcytosine (5mC) (Fig. 1a, b) or for the DNA hydroxymethylation mark 5 hydroxymethylcytosine (5hmC) (Fig. 1c, d). The levels of immunoreactivity were expressed as the ratio of intensity of either 5mC or 5hmC to the nuclear area of OLIG2 + cells (expressed in pixels/µm^2^) and the proportion of OLIG2 + cells with low (<5 pixels/µm^2^), medium (between 5 and 10 pixels/µm^2^) and high (>10 pixels/µm^2^) was calculated. The proportion of OLIG2 + cells with high levels of DNA methylation increased from 4.33 ± 1.23 in the neonatal spinal cord to 28.84 ± 3.75% in the adult tissue (Fig. 1b). The time-dependent increase in the proportion of OLIG2 + cells with high levels of DNA hydroxymethylation was even more striking, ranging from 1.84 ± 1.03% in the neonatal spinal cord to 35.50 ± 8.12% in the adult tissue (Fig. 1d). Since hydroxymethylation requires the presence of a methyl group on the DNA as substrate, the higher proportion of OLIG2 + cells with high levels of 5mC and 5hmC in the adult compared to the neonatal spinal cord, set the premise for a deeper investigation on the functional role of this mark in adult myelin formation.

**Fig. 1:**
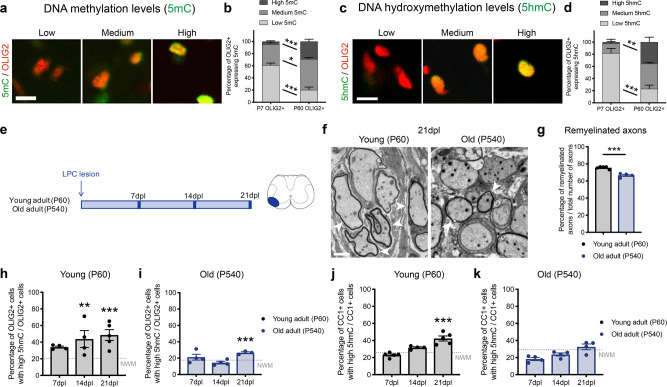
Age-dependent DNA hydroxymethylation during new myelin formation. **a** Nuclear immunoreactivity specific for 5 methylated cytosine (5mC, green) and OLIG2 (red) in adult mouse spinal cord sections. Scale bar = 10 µm. **b** Bar graphs showing the relative proportion of OLIG2 + cells with low, medium, or high levels of 5mC immunoreactivity in the neonatal (P7) and adult (P60) spinal cord. Error bars represent SEM for *n* = 4 mice (*p < 0.05 and ***p < 0.001, two-way ANOVA, for age and 5mC immunoreactivity). **c** Nuclear immunoreactivity specific for hydroxymethylated cytosines (5hmC, green) and for OLIG2 (red) in adult mouse spinal cord sections. Scale bar = 10 µm. **d** Bar graphs showing the relative proportion of OLIG2 + cells with low, medium, or high levels of 5hmC immunoreactivity in the neonatal (P7) and adult (P60) spinal cord. Error bars represent SEM for *n* = 4 mice (**p < 0.01 and ***p < 0.001, two-way ANOVA, for age and 5hmC immunoreactivity). **e** Schematic experimental timeline of lysolecithin lesion experiment in young and old mice. **f** Electron micrographs of lesioned spinal cord sections from young (P60) and old (P540) mice at 21 days post-lesion (21dpl). Remyelination in young and old adult samples shown by white arrowheads. Scale bar = 5 µm. **g** Data indicate the average remyelinated axons in young and old spinal cord 21dpl. Error bars represent SEM for *n* = 5 young mice and *n* = 4 old mice (***p = 0.0002, Student’s *t* test two-tailed). **h**, **i** Quantification of the percentage of OLIG2 + cells with high levels of 5hmC in spinal cord lesions at 7dpl, 14dpl, and 21dpl, in young (**h**) and old (**i**) mice. Dotted line indicates the relative percentage of OLIG2 + cells with high level of 5hmC in unlesioned white matter tracts (NWM). Data represent the average of 3 sections/mouse. Error bars represent SEM for *n* = 5 young mice and *n* = 4 old mice (**p < 0.01 and ***p < 0.001, one-way ANOVA, for time after lesion). **j**, **k** Quantification of the percentage of CC1 + cells with high level of 5hmC in spinal cord lesions in young (**j**) and old (**k**) mice analyzed at 7dpl, 14dpl, and 21dpl. Dotted line indicates the relative percentage of CC1 + cells with high level of 5hmC in unlesioned white matter tracts (NWM). Data points indicate the average 3 sections/mouse. Error bars represent SEM for *n* = 5 young mice and *n* = 4 old mice (***p < 0.001, one-way ANOVA, time after lesion).

As a major function of adult OPCs is myelin repair in response to a demyelinating injury, we opted to use the lysolecithin (LPC)-induced model of demyelination in the spinal cord of young (P60) and old (P540) adult mice (Fig. 1e). The selection of this experimental model was due to the fact that the temporal pattern of demyelination and remyelination has been extensively reported to decline with age^33–38^. Consistent with previous reports^37^, remyelination after LPC injection was efficient in young P60 adult mice 21 days after lesion (21dpl), and impaired in old P540 mice, as indicated by the lower number of remyelinated axons (Fig. 1f, g). The age-dependent decline in remyelination was also assessed on cryosections, using Fluoromyelin staining at 7, 14, and 21dpl (Supplementary Fig. 1a–d). In young adults, the intensity of the Fluoromyelin staining gradually recovered after lesion, reaching the same levels of intensity as unlesioned white matter tracts by 21dpl (Supplementary Fig. 1a, b), while the recovery was delayed and less effective in older mice (Supplementary Fig. 1c, d). The successful recovery in young mice was preceded by a progressive increase in the percentage of OLIG2 + cells with high levels of 5hmC starting at 14dpl (Fig. 1h and Supplementary Fig. 1e). Old mice, in contrast, showed a delayed and impaired response, characterized by a lower percentage of OLIG2 + cells with high 5hmC (Fig. 1i), although the overall density of OLIG2 + cells remained constant between young and old mice (Supplementary Fig. 1f). As previously described, adult OPC in young and old mice started proliferating in response to a demyelinating lesion, although the response was less prominent in old mice (Supplementary Fig. 1g). Differentiation of OLIG2 + cells into CC1 + oligodendrocytes, was also much more pronounced in young mice (Fig. 1j), than old ones (Fig. 1k). Together, these data support an overall age-dependent decline of DNA hydroxymethylation and remyelination.

### TET1 and TET2 are the most abundant isoforms in the oligodendrocyte lineage, although only TET1 shows an age-dependent decline

DNA hydroxymethylation is catalyzed by the Ten-Eleven Translocation (TET) family of enzymes, which includes TET1, TET2, and TET3. We therefore started characterizing the presence of these distinct isoforms by performing immunohistochemistry in cryosections of adult spinal cord (Fig. 2a) and corpus callosum (Fig. 2b). Of the three enzymes, TET1 and TET2 showed clear immunoreactivity in OLIG2 + cells in the adult spinal cord, with TET3 being detected only in a very small percentage of OLIG2 + cells (Fig. 2c). To further address the impact of aging on the levels of these enzymes, we sorted OPCs from neonatal (P5), young (P60) and old (P540) *Pdgfra-H2BEGFP* reporter mice, and used a single-cell suspension capture method, based on microfluidics (C1 Fluidigm), to amplify transcripts by real-time quantitative PCR (rt-qPCR) of the three preparations (Fig. 2d). Transcripts for *Tet1* (Fig. 2e) and the percentage of TET1 expressing OLIG2 + cells (Fig. 2f) were the most dramatically decreased by aging. *Tet2* transcript levels and the percentage of TET2 expressing OLIG2 + cells, in contrast, were only minimally impacted by age (Fig. 2e, f). The age-dependent differences in TET1 (Supplementary Fig. 2a–d), but not TET2 (Supplementary Fig. 2e–h) levels, persisted in the lesioned adult spinal cord during repair from demyelinating lysolecithin injections (Supplementary Fig. 2). Together, these findings identify the levels of TET1, and not of TET2, to decline with age, concurrently with the levels of 5hmC in oligodendroglial lineage cells.

**Fig. 2:**
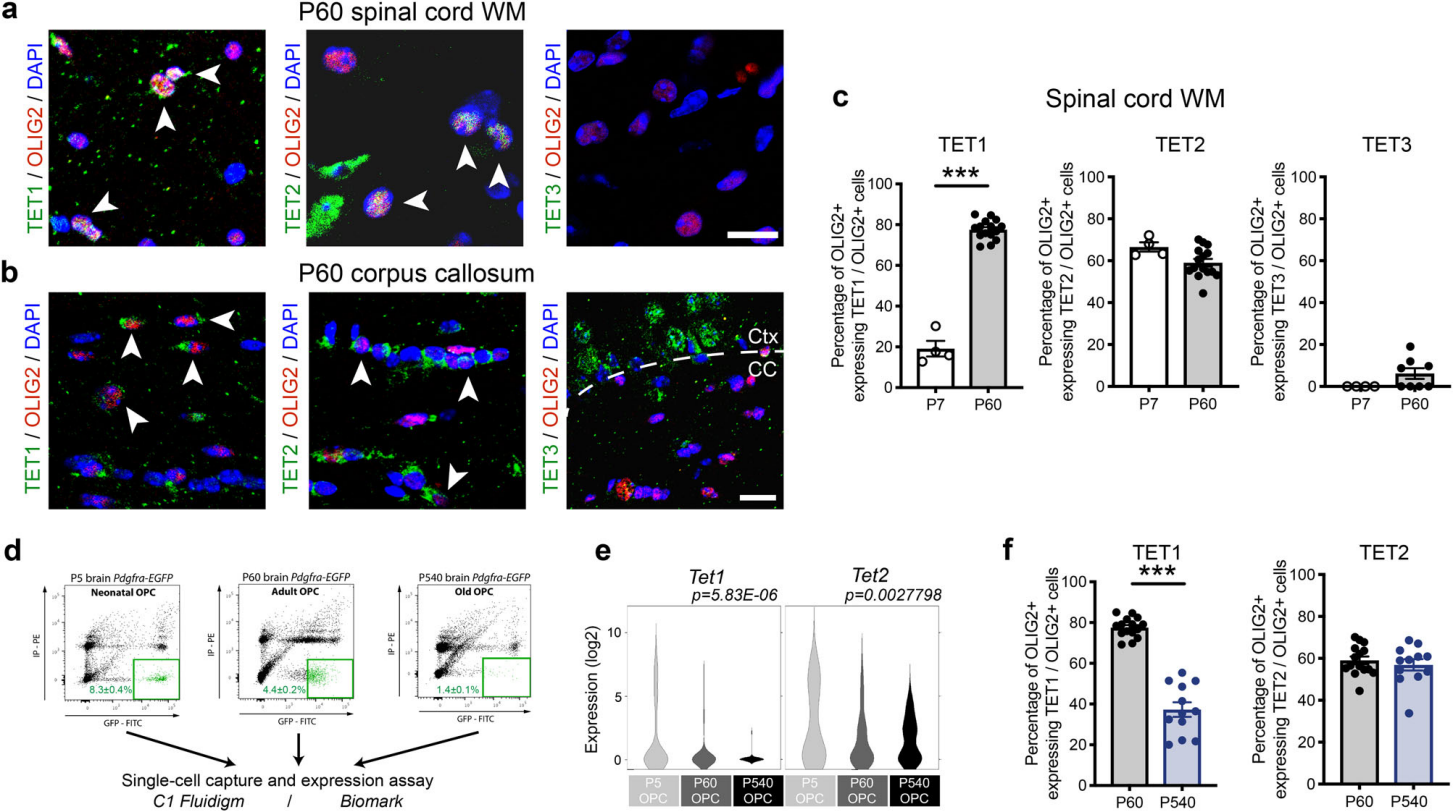
TET1 and TET2 are the most abundant isoforms in OLIG2 + cells in the adult spinal cord, with only TET1 displaying an age-dependent decline. **a**, **b** Representative confocal images of coronal spinal cord (**a**) and brain (**b**) sections from adult mice (P60) stained with antibodies specific for the indicated TET isoforms (green) and for OLIG2 (in red). White arrowheads indicate co-labeled cells. Scale bar = 50 μm. **c** Percentage of OLIG2 + cells expressing TET1, TET2, or TET3 in postnatal P7 and adult P60 spinal cord. Error bars represent SEM for *n* = 4 (for neonates) and *n* = 22 (for adult) samples (***p < 0.001 for TET1, *p* = 0.0640 for TET2, *p* = 0.1281 for TET3, Student’s *t* test two-tailed). **d** Representative fluorescence-activated cell sorting plots of oligodendrocyte progenitor cells isolated from *Pdgfrα-H2BEGFP* reporter mice at neonatal (P5, nOPC), adult (P60, aOPC), and old (P540, oOPC) age. Single-cells were captured and RNA extracted using microfluidics (C1Fluidigm), coupled to RT-qPCR for single-cells, using Biomark. **e** Violin plots of *Tet1* and *Tet2* in nOPC (*n* = 61), aOPC (*n* = 76), and oOPC (*n* = 51) reveal a significant and sharp age-dependent decline of *Tet1* and to a much lesser extent of *Tet2* expression. Data represent log2 expression, derived from Ct (one-way ANOVA, factors age). **f** Bar graphs show the percentage of TET1 or TET2 expressing OLIG2+ cells in young and old spinal cord sections. Average counts in 3–4 sections per mouse for *n* = 22 (young) and *n* = 6 (old) mice, error bars represent SEM (***p < 0.001 for TET1, *p* = 0.5050 for TET2, Student’s *t* test two-tailed).

### Constitutive or inducible ablation of *Tet1* in OPCs mimics the events leading to defective myelin regeneration detected in old mice

As aging resulted in the progressive decline of *Tet1*, we asked whether a lineage specific constitutive conditional knock-out for *Tet1* would mimic the inefficient remyelination phenotype observed in old mice. We therefore crossed *Olig1-cre* mice^39^ with the *Tet1-flox* line (gift from Pr. Yong-Hui Jiang)^40^ (Fig. 3) or with the *Tet2-flox* line^41^ to further address the specificity of the isoform (Supplementary Fig. 3). Both crosses generated truncated and catalytically inactive TET1 or TET2 isoforms (see Methods for details). Survival, body size, and weight of *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ (*Tet1* mutants) or *Olig1*^*cre/+*^*;Tet2*^*fl/fl*^ (*Tet2* mutants) mice did not differ from their respective controls (*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*+/+*^*;Tet2*^*fl/fl*^) (Fig. 3a–c, Supplementary Fig. 3a–c) and no overt motor phenotype was detected.

**Fig. 3:**
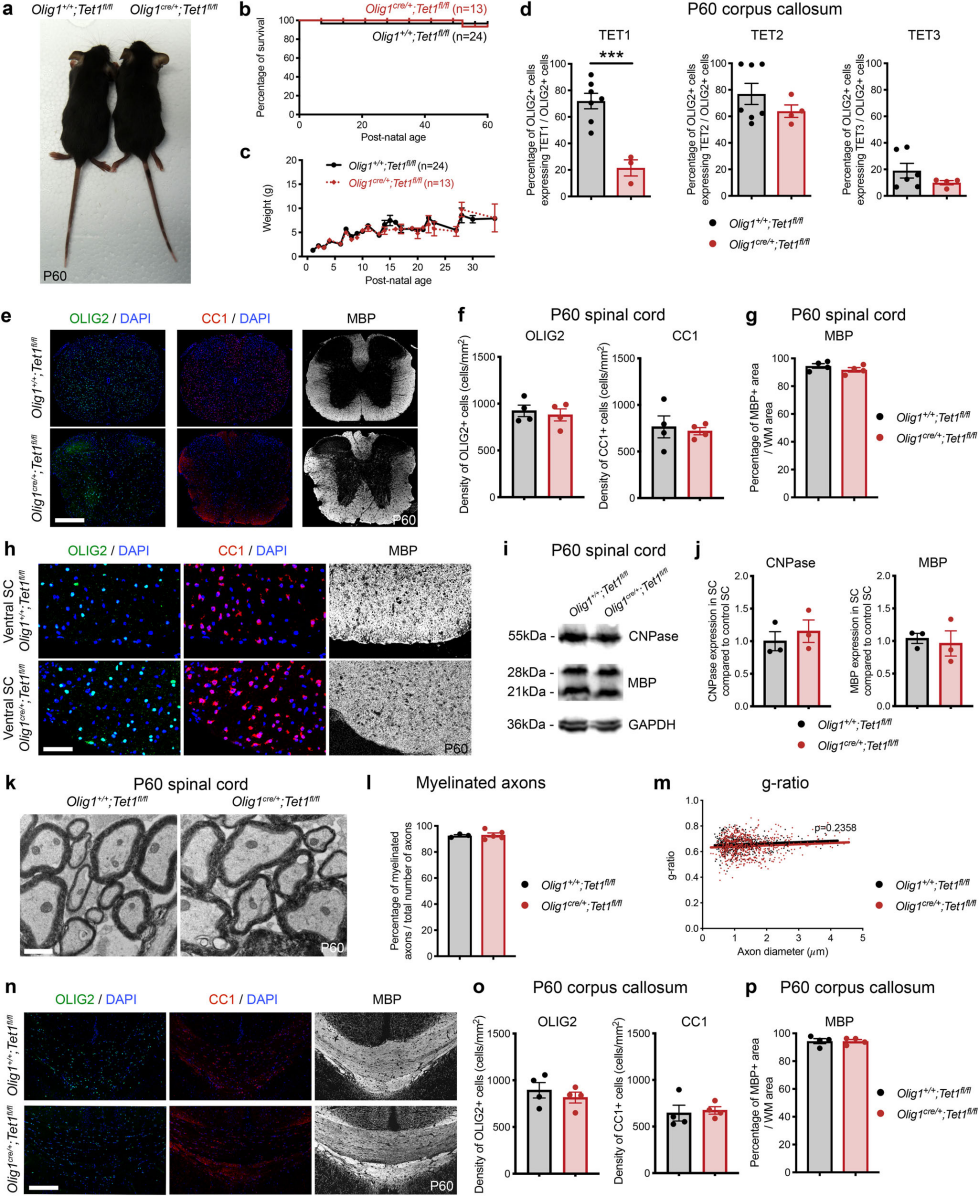
Ablation of *Tet1* during development is compatible with normal myelination in the adult central nervous system. **a** Photograph of adult controls (*Olig1*^*+/+*^*;Tet1*^*fl/fl*^) and Tet1 mutant (*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^) mice reveals no difference in body size. **b** Kaplan–Meier survival curve and **c** body weight for controls (*n* = 24) and *Tet1* mutants (*n* = 13). Error bars represent SEM. **d** Percentage of TET1, TET2, and TET3 expressing OLIG2 cells in the corpus callosum of mice of the two genotypes. Note decreased percentage of OLIG2 + cells expressing TET1 without compensatory increase of TET2 or TET3 expressing cells. Error bars represent SEM for *n* = 7 control mice and *n* = 4 *Tet1* mutants (***p = 0.0010 for TET1, *p* = 0.2801 for TET2, *p* = 0.2338 for TET3, Student’s *t* test two-tailed). **e** Representative P60 coronal sections of *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ spinal cords, stained for OLIG2 (green), CC1 (red), MBP (white), DAPI (blue). Scale bars = 500 µm. **f** Quantification of OLIG2 + and CC1 + cell density (number of cells per mm^2^) in the spinal cord of mice of the indicated genotypes. Error bars represent SEM for *n* = 4 mice (*p* = 0.6482 for OLIG2, *p* = 0.7252 for CC1, Student’s *t* test two-tailed). **g** Average MBP + area relative to total white matter (WM) area in coronal spinal cord sections. Error bars represent SEM for *n* = 4 mice (*p* = 0.2693, Student’s *t* test two-tailed). **h** Representative confocal micrograph of adult ventral spinal cord in coronal sections from mice of the indicated genotype, stained for OLIG2 (green), CC1 (red), MBP (white), DAPI (blue). Scale bars = 100 µm. **i** Representative Western blot of protein extract from control and *Tet1* mutants reveals similar levels of the myelin proteins CNPase, and MBP. GAPDH used as loading control. Molecular weight indicated on the left. **j** Average levels of the myelin proteins CNPase (left) and MBP (right), relative to GAPDH, quantified in three independent experiments. Error bars represent SEM for *n* = 3 spinal cords (*p* = 0.5347 for CNPase, *p* = 0.7295 for MBP, Student’s *t* test two-tailed). **k** Representative ultra-micrograph of adult ventral white matter spinal cords from mice of the indicated genotype revealing no difference in myelination between controls and mutants. Scale bar = 5 µm. **l** Percentage of myelinated axons relative to total axons in sections of P60 *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ white matter spinal cords. Error bars represent SEM for *n* = 3 control mice and *n* = 5 *Tet1* mutants (*p* = 0.8009, Student’s *t* test two-tailed). **m** Scatter plot of the g-ratio in myelinated axons of the indicated caliber, in adult control (black) and *Tet1* mutant (red) spinal cords. A total of *n* = 116 axons in 3 control mice and *n* = 199 axons in 5 *Tet1* mutants were quantified (non-linear regression, *p* = 0.2358, comparison of slopes with sum-of-squares F Test). **n** Representative confocal image of P60 coronal sections from *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ corpus callosum, stained for OLIG2 (green), CC1 (red), MBP (white), DAPI (blue). Scale bar = 500 µm. **o** Quantification of OLIG2 + and CC1 + cell density (number of cells per mm^2^) in the corpus callosum of mice of the indicated genotypes. Error bars represent SEM for *n* = 4 mice (*p* = 0.4644 for OLIG2, *p* = 0.7750 for CC1, Student’s *t* test two-tailed). **p** Average MBP + area relative to total white matter (WM) area in corpus callosum. Error bars represent SEM for *n* = 4 mice (*p* = 0.9960, Student’s *t* test two-tailed).

Immunohistochemistry validated the cell lineage specificity of *Tet1* (Supplementary Fig. 4a) or *Tet2* (Supplementary Fig. 4b) ablation in OLIG2 + cells, and not in ISLET1 + neurons (Supplementary Fig. 4c, d) or GFAP + astrocytes (Supplementary Fig. 4e, f). We also validated the absence of any compensatory upregulation of other TET isoforms in each of the mutants, compared to controls (Fig. 3d, Supplementary Fig. 3d).

Quantification of immunostained spinal cord (Fig. 3e, h) from *Tet1* mutants did not reveal any difference in OLIG2 + or CC1 + cell density (Fig. 3f) or in the extent of MBP + areas (Fig. 3g), compared to controls. Quantification of myelin protein levels in P60 spinal cord extracts did not show significant differences between the two genotypes (Fig. 3i, j). Ultrastructural analysis of ventral white matter spinal cord sections revealed the same number of myelinated fibers (Fig. 3k, l) and g-ratio (Fig. 3m) in control and *Tet1* mutants. Similar cell density (Fig. 3n, o) and extent of MBP immunoreactivity (Fig. 3p) were detected in the corpus callosum of *Tet1* mutants compared to controls, suggesting no regional differences. *Tet2* mutants did not reveal any difference in myelin content compared to controls (Supplemental Fig. 3e–j).

To further ascertain that lack of *Tet1* did not impact the critical period of developmental myelination, we conducted immunohistochemical analysis of spinal cord sections at earlier developmental time points (postnatal day 14, P14) (Supplementary Fig. 5a). Also, at this time point, the density of OLIG2 + cells and CC1 + oligodendrocytes (Supplementary Fig. 5b) and the extent of immunoreactive MBP areas (Supplementary Fig. 5c) were similar between *Tet1* mutants and controls. Those findings were further validated by electron microscopy on postnatal day 14 spinal cords (Supplementary Fig. 5d, e) and optic nerves (Supplementary Fig. 5g, h) from controls and *Tet1* mutants, which revealed similar numbers of myelinated axons (Supplementary Fig. 5e, h) and similar g-ratio (Supplementary Fig. 5f, i) in mice of the two genotypes. Overall, we conclude that adult myelination was not impacted by the loss of *Tet1* or *Tet2* during development.

To address the functional consequences of *Tet1* ablation on myelin repair, we then induced demyelination by LPC injection in the spinal cord of mice with either constitutive (*Olig1-cre;Tet1-flox*) (Fig. 4a) or tamoxifen-inducible ablation (*Pdgfra-creER*^*(T)*^*;Tet1-flox*) of *Tet1* in oligodendrocyte progenitors^42^ (Fig. 4n). Constitutive *Tet2* mutants (*Olig1-cre;Tet2-flox*) were used as control for specificity (Fig. 4a). At 14dpl, a lower proportion of OLIG2 + with high 5hmC (Fig. 4b, c), was detected within the area surrounding the lesion in constitutive *Tet1* mutants compared to controls, while no difference was detected in the *Tet2* mutants (Fig. 4d, e). Constitutive *Tet1* mutant mice with defective DNA hydroxymethylation also showed impaired myelin regeneration compared to controls (Fig. 4f, g and Supplementary Fig. 6a), while *Tet2* mutants were virtually indistinguishable from wild-type mice (Fig. 4h, i and Supplementary Fig. 6a). Impaired remyelination in the *Tet1* mutants was validated by electron microscopy (Fig. 4j), which revealed fewer remyelinated axons (Fig. 4k) but unaltered g-ratio (Fig. 4l), compared to controls. The inefficient remyelination in the *Tet1* mutants could not be explained by defective proliferation (Supplementary Fig. 6b) or decreased early differentiation, as the percentage of OLIG2 + and CC1 + cells was the same in mutants and controls at 14dpl (Supplementary Fig. 6c). We therefore reasoned that the changes detected during the repair process were likely consequent to altered gene expression in differentiating CC1 + oligodendrocytes, due to impaired DNA hydroxymethylation (Fig. 4m).

**Fig. 4:**
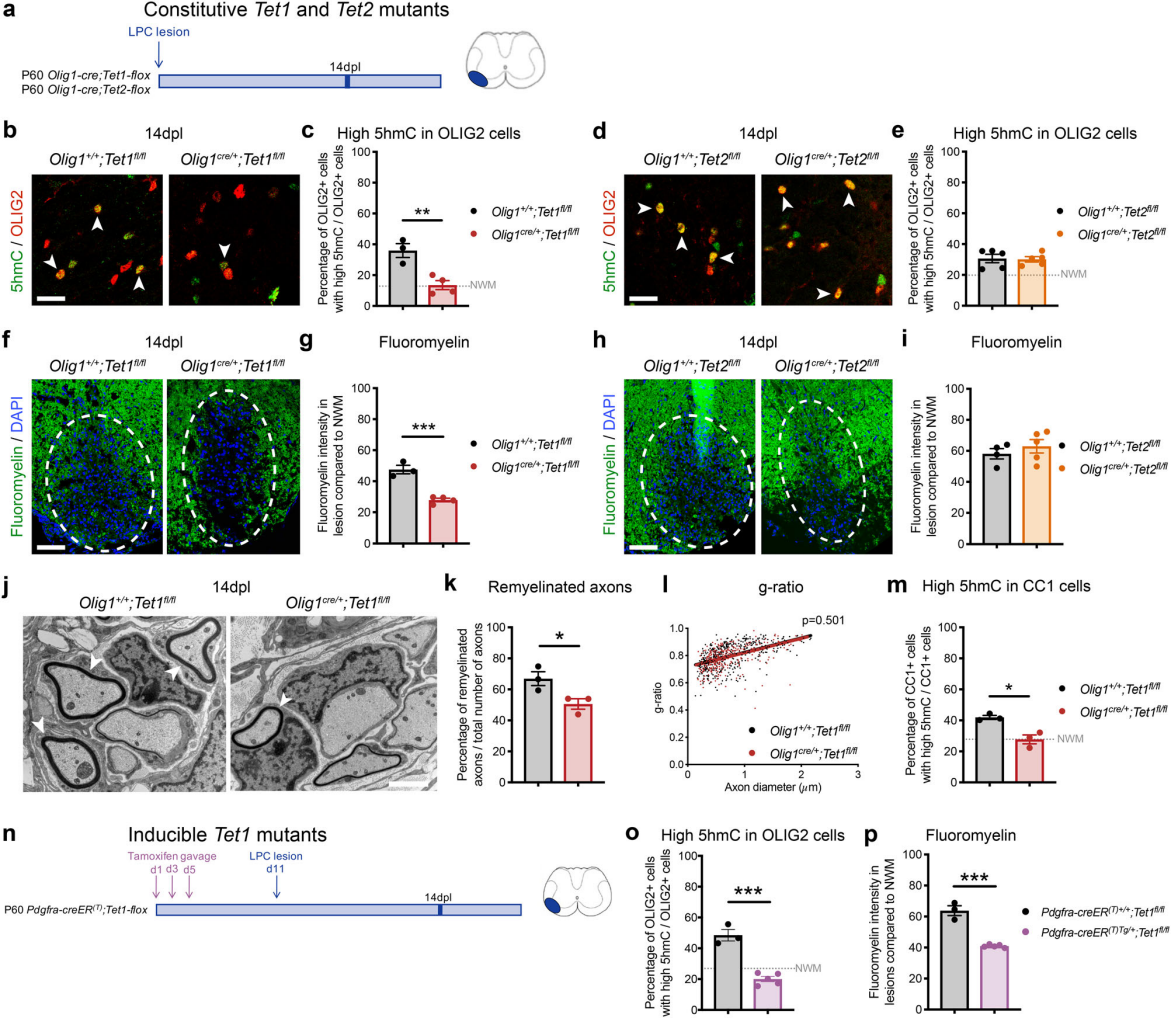
Constitutive or inducible ablation of *Tet1* in OPC mimic the inefficient myelin repair detected in old mice. **a** Experimental design in constitutive *Tet1* or *Tet2* knockout mice and controls. **b**, **d** Representative confocal image of spinal cord sections stained for 5hmC (green) and OLIG2 (red) at 14dpl in *Tet1* (**b**) or *Tet2* (**d**) mutant mice. White arrowheads indicate OLIG2 + cells with high levels of 5hmC immunoreactivity. Scale bar = 50 μm. **c**, **e** Percentage of OLIG2 + cells with high level of 5hmC in lesioned spinal cord sections at 14dpl in *Tet1* (**c**) or *Tet2* (**e**) mutants compared to that in wild-type mice. Dotted line indicates relative percentages in unlesioned white matter in the spinal cord (NWM). Average counts quantified in 3–4 sections/mouse for *n* = 3 control mice, *n* = 4 *Tet1* mutants (**c**) and *n* = 5 for control and *Tet2* mutants (**e**). Error bars represent SEM (**p = 0.0070 for (**c**), *p* = 0.8713 for (**e**), Student’s *t* test two-tailed). **f**, **h** Representative confocal images of spinal cord lesions stained for Fluoromyelin (green) at 14dpl in controls and *Tet1* (**f**) or *Tet2* (**h**) mutants (lesion area as white dashed line). Scale bar = 100 µm. **g**, **i** Fluoromyelin average intensity in control (gray bars) and *Tet1* (red bar in **g**) or *Tet2* (orange bar in **i**) lesions relative to the levels in unlesioned white matter (NWM) calculated for *n* = 3 control mice, *n* = 4 *Tet1* mutants (**g**) and *n* = 5 for control and *Tet2* mutants (**i**). Error bars represent SEM (***p = 0.0007 for **g**, *p* = 0.4304 for **i**, Student’s *t* test two-tailed). **j** Electron micrographs of remyelination (remyelinated axons indicated by white arrowheads) at 14dpl in *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ spinal cords. Scale bar = 5 µm. **k** Percentage of remyelinated axons in controls (gray) and *Tet1* mutants (red) at 14dpl, relative to total number of axons. Error bars represent SEM for *n* = 3 mice (*p = 0.0433, Student’s *t* test two-tailed). **l** Scatter plot of the g-ratio in myelinated axons of the indicated caliber in the lesioned spinal cord of wild-type mice (black) and *Tet1* mutants (red) at 14dpl. A total of 107–150 axons were quantified for each mouse and *n* = 3 mice for each genotype were assessed (non-linear regression *p* = 0.501, comparison of slopes with sum-of-squares F Test). **m** Percentage of CC1 + cells with high level of 5hmC in lesioned spinal cord evaluated at 14dpl in mice of both genotypes. Dotted line indicates the percentage of CC1 + cells with high level of 5hmC in unlesioned tracts. Average counts from 3 quantified sections/mouse. Error bars represent SEM for *n* = 3 mice (*p = 0.0109, Student’s *t* test two-tailed). **n** Experimental design in inducible P60 *Pdgfra-creER*^*(T)+/+*^*;Tet1*^*fl/fl*^ and *Pdgfra-creER*^*(T)Tg/+*^*;Tet1*^*fl/fl*^ mice, after tamoxifen induction. **o** Percentage of OLIG2 + cells with high levels of 5hmC at 14dpl in *Pdgfra-creER*^*(T)+/+*^*;Tet1*^*fl/fl*^ and *Pdgfra-creER*^*(T)Tg/+*^*;Tet1*^*fl/fl*^ spinal cords, after tamoxifen induction. Dotted line indicates values in unlesioned tracts. Error bars represent SEM for *n* = 3 control mice and *n* = 5 inducible *Tet1* mutants (***p = 0.0002, Student’s *t* test two-tailed). **p** Quantification of Fluoromyelin intensity in lesioned spinal cord at 14dpl, compared to normal white matter (NWM), in *Pdgfra-creER*^*(T)+/+*^*;Tet1*^*fl/fl*^ and *Pdgfra-creER*^*(T)Tg/+*^*;Tet1*^*fl/fl*^ after tamoxifen induction. Data represent the average intensity in lesioned compared to unlesioned areas. Error bars represent SEM for *n* = 3 control mice and *n* = 5 inducible *Tet1* mutants (***p < 0.001, Student’s *t* test two-tailed).

To rule out that the observed phenotype could be linked to any residual effect of *Tet1* loss-of-function during developmental myelination, we repeated these critical experiments in the tamoxifen-inducible lineage-specific *Pdgfra-creER*^*(T)*^*;Tet1-flox* line (Fig. 4n). Adult P60 inducible *Tet1* mutants and control mice received one week of tamoxifen induction by gavage prior to LPC-injection in the spinal cord (Fig. 4n). Immunohistochemistry was used to validate specific recombination, and confirm the lower protein levels of TET1 in OLIG2 + cells—but not in any other cell type—in the inducible *Tet1* mutants compared to controls (Supplementary Fig. 6d). Lower TET1 expression in OLIG2 + cells was associated with decreased 5hmC immunoreactivity at 14dpl (Fig. 4o), and inefficient remyelination, assessed by Fluoromyelin staining (Fig. 4p) and MBP immunoreactivity in lesioned spinal cords (Supplementary Fig. 6f). Also, in the *Tet1* inducible mutants, the inefficient remyelination could not be attributed to decreased numbers of OLIG2 + and CC1 + cells as the population size was similar in mice of the two genotypes (Supplementary Fig. 6e). Collectively, these results suggest that the inability of adult OPCs to reach high levels of DNA hydroxymethylation, as seen in old mice and in the *Tet1* constitutive mutants, did not impair the competence of adult OPCs to either proliferate or start differentiating, although it possibly impaired the expression of other genes regulated by DNA hydroxymethylation and critical for myelin repair.

### DNA hydroxymethylation modulates the expression of genes important for myelin repair

To define the identity of the genes regulated by DNA hydroxymethylation during myelin repair in the adult CNS, we adopted a combination of experimental strategies using adult reporter mice^43–45^ and unbiased DNA and RNA sequencing approaches. The *Pdgfra-EGFP* mice expressing EGFP-tagged histone H2B^44^ were used to sort adult OPCs, following a modified protocol for the removal of meninges and blood vessels (Supplementary Fig. 7a)^38^. This allowed the isolation of a 90% pure population of progenitors identified by immunoreactivity for PDGFRα and NG2 (Supplementary Fig. 7b) and expression of OPC-specific transcripts (Supplementary Fig. 7c). The *Plp-EGFP* mice^43,45^ were used to isolate adult OLs, using a similar protocol (Supplementary Fig. 7d). The sorted cell population was characterized by 93% of cells with MBP and MOG immunoreactivity (Supplementary Fig. 7e) and enrichment for myelin transcripts (Supplementary Fig. 7f).

The genome-wide distribution of the 5hmC mark was determined by Reduced Representation Hydroxymethylation Profiling (RRHP) of DNA samples from these two characterized populations of sorted adult OPCs and adult OLs. The transcriptional profiles were defined by RNA-sequencing analysis of RNA samples extracted from the same sorted cells (Fig. 5a). RRHP provides an assessment of 5hmC levels at single base resolution, as the method relies on the glucosylation of 5hmC by a specific enzyme, which renders that specific cytosine insensitive to digestion by *MspI* (an enzyme recognizing and digesting the internal cytosine of CCGG sites regardless of methylation) and therefore allows for adapter ligation, amplification, and further sequencing. We verified that an equivalent number of CpGs was present in the DNA samples isolated from aOPC and aOL samples (Supplementary Fig. 8a). We also checked that the hydroxymethylation coverage was similar among distinct biological replicates, although as expected, higher sequencing reads were detected in samples with greater levels of 5hmC (Supplementary Fig. 8b).

**Fig. 5:**
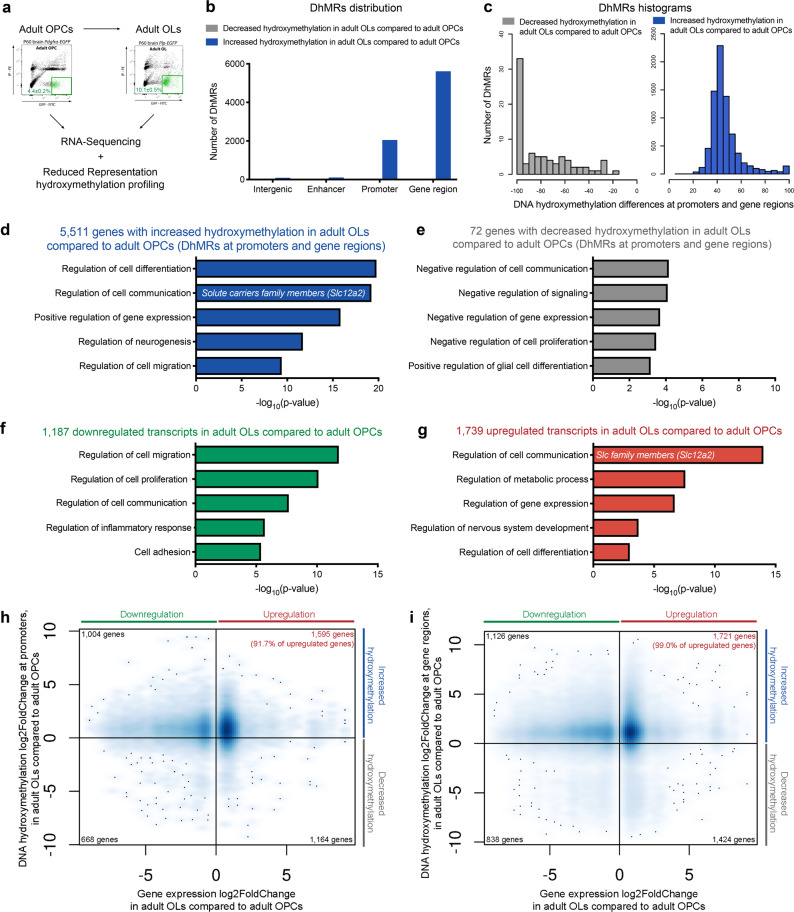
DNA hydroxymethylation and gene expression in sorted adult oligodendrocyte progenitors and adult oligodendrocytes. **a** Flow-activated cell-sorting of adult OPCs from *Pdgfra-H2BEGFP* and adult OLs from *Plp-EGFP* mice followed by RNA and DNA extraction and processing for RNA-Sequencing and RRHP DNA hydroxymethylation analysis. **b** Gene features distribution of differentially hydroxymethylated (DhMR) regions in aOLs relative to aOPCs. The bar graphs indicate the number of regions with increased (blue) or decreased (gray) hydroxymethylation at intergenic, enhancer, promoter, and gene regions. **c** Histograms of the overall distribution of hypo- (gray) and hyper- (blue) hydroxymethylated regions between aOLs and aOPCs samples. The bar graphs identify the number of DhMR at each level of decile DNA hydroxymethylation difference. **d** Ontology categories of the 5511 genes with increased hydroxymethylation, corresponding to the following GO, in decreasing order (from top to bottom: GO:0030154, GO:0010646, GO:0010628, GO:0050767, GO:0030334 (blue). **e** Only 72 genes showed decreased hydroxymethylation (gray), in aOLs compared to aOPCs, as defined by the RRHP analysis. **f** Gene ontology categories of the 1187 transcripts downregulated (green) in aOLs compared to aOPCs. From top to bottom, GO:0030334, GO:0042127, GO:0010646, GO:0050727, GO:0007155. **g** Gene ontology categories of the 1739 transcripts upregulated (red) in aOLs compared to aOPCs, as identified by RNA Sequencing analysis. From top to bottom, GO:0050794, GO:0019222, GO:0010468, GO:0051960, GO:0045595. **h**, **i** Quadrant plot of the relationship between genes with differential hydroxymethylation at promoters (**h**) or gene regions (**i**) and differential transcript (aOLs vs. aOPCs). The *x* axis indicates log2 fold change of transcript levels. The *y* axis refers to DNA hydroxymethylation differences. Note the “hot spot” (blue cloud of dots) identifying the abundance of genes with increased hydroxymethylation at promoters and gene regions associated with upregulated transcripts.

We detected a total of 5583 genes with statistically significant (*q*-value < 0.05) differentially hydroxymethylated regions (DhMR, defined by the presence of at least two concordant CpGs within 2 kb) in aOL compared to aOPC. The overwhelming majority of the genes differentially hydroxymethylated during the transition from adult OPC to OL (5511 out of 5583 genes) was characterized by a 40–60% increase of hydroxymethylation, mostly distributed at promoters and gene regions (Fig. 5b, c). Those hydroxymethylated genes included ontology categories involved in positive regulation of differentiation and cell communication (Fig. 5d). The remaining few genes (72 out of 5583 genes), with decreased hydroxymethylation levels, included those involved in negative regulation of cell communication (Fig. 5e). Overall, these data identified hydroxymethylation as an epigenetic mark regulating the expression of genes involved in communication between myelinating cells and neurons. To further define the transcriptional consequences of hydroxymethylation, we analyzed the RNA-sequencing datasets from the same samples of sorted cells (Fig. 5a) and identified transcripts that were either downregulated (*n* = 1187, Fig. 5f) or upregulated (*n* = 1739, Fig. 5g) in adult OLs compared to adult OPCs (*p*-value < 0.01, *q*-value < 0.05). Among the downregulated gene ontology categories we identified cell migration, proliferation, communication, and cell adhesion (Fig. 5f), while the upregulated GO categories included cell communication and metabolic processes (Fig. 5g). Among the significantly upregulated transcripts involved in regulation of cell communication, we identified the solute carrier family, such as the anion and cation transporters *Slc12a2*, *Slc22a2*3, and *Slc9a6* (Fig. 5g). By intersecting the transcriptomic datasets with the list of genes differentially hydroxymethylation at promoters (Fig. 5h) and at gene regions (Fig. 5i), we were able to conclude that 91.7% of the transcripts upregulated in adult OLs compared to adult OPCs were characterized by hydroxymethylation at promoters and 99.0% at gene regions, with several genes showing DNA hydroxymethylation at both genomic locations. We therefore combined the two lists (1595 genes with increased hydroxymethylation at promoter regions and 1721 at gene body regions) to obtain a total of 1726 unique genes with increased expression and increased hydroxymethylation in adult OLs, compared to OPCs. Among those genes we identified the solute carrier gene family (Fig. 5h, i and Supplementary Table 1). As the distribution of hydroxymethylation at gene body regions raised the potential issue of a bias of this DNA modification for larger genes, we conducted a correlation analysis between the number of hydroxymethylated CpGs and gene size (Supplementary Fig. 8c). This analysis revealed that the hyper-hydroxymethylation detected in adult OLs, in particular for the solute carrier gene family, was specific to the stage of differentiation of the cells and not of the result of large gene size. It is also worth noting that this DNA modification was not uniquely linked to transcriptional activation, as 1142 genes with increased DNA hydroxymethylation (1004 at promoters and 1126 at gene regions) were characterized by lower transcript levels in adult OLs compared to adult OPCs (Fig. 5h, i), suggesting a more global role for DNA hydroxymethylation on gene regulation.

To better understand the relationship between TET1-dependent DNA hydroxymethylation and gene expression in adult OLs during the remyelination process, we then compared these lists of unique genes with the differential transcriptomic dataset obtained from preparation of spinal cord samples isolated four days post-LPC (4dpl) injection of either wild-type control mice (*Olig1*^*+/+*^*;Tet1*^*fl/fl*^) or *Tet1* mutants (*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^) (Fig. 6a). Samples isolated from the unlesioned contralateral side of the spinal cords, were used as additional control, in both wild-type mice and *Tet1* mutants (Fig. 6a). 

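RNA was sequenced from 4 groups with 3 libraries in each, the control and the Tet1 mutant, at 4 days after injection of lysolecithin (LPC), a lipid that removes myelin at the injection site, and unlesioned, from the opposite side of the cord. The tissue was dissociated and passed over a Percoll density gradient, which discards blood vessels and meninges and enriches for oligodendroglial cells without sorting them. Tet1, on chromosome 10 of GRCm38 from 62804570 to 62908996, was counted in every library, and its level is given here as CPM, counts scaled to library size after TMM normalization. It was 16.1 ± 1.93 (SD, n = 3) in the control unlesioned libraries and 12.8 ± 3.28 (SD, n = 3) in the libraries labelled mutant unlesioned. At 4dpl it was 12.1 ± 0.39 (SD, n = 3) in the control and 15.2 ± 5.55 (SD, n = 3) in the libraries labelled mutant, where replicate 3 had 21.5. The gene-level count of Tet1 thus did not separate the genotypes, either unlesioned (exact permutation test, two-sided, p = 0.3) or at 4dpl (exact permutation test, two-sided, p = 0.5), where 0.1 is the smallest p that 3 libraries against 3 allow. Olig1, the locus that carries the cre allele, lies on chromosome 16 from 91269772 to 91271933. In unlesioned tissue Olig1 was at 261 ± 67.6 CPM (SD, n = 3) in the control and 193 ± 102 CPM (SD, n = 3) in the libraries labelled mutant. At 4dpl Olig1 was at 196 ± 6.71 CPM (SD, n = 3) in the control. It was at 349.5 ± 238 CPM (SD, n = 3) in the libraries labelled mutant, where replicate 3 had 623. The count covers the whole gene and all cells of the preparation, and the genotype is taken from the labels throughout.
The authors counted uniquely aligned reads on the exons of Ensembl genes and deposited these counts without normalization. The total count per library was between 39383778 and 60497880 (median 41411700) in the control unlesioned group and between 47713138 and 67251544 (median 67090272) in the control 4dpl group. In the libraries labelled mutant it was between 34805086 and 45797435 (median 45458751) unlesioned and between 46226566 and 64423475 (median 47204848) at 4dpl. The paper's own numbers of mapped reads are higher, from 62825397 to 77725400, from 60822630 to 82184360, from 61103989 to 71967927 and from 56857377 to 78129031 in the same order, and the values here use the counts. All 37 mitochondrial genes have a count of 0 in every library. The paper numbers its samples 1, 2 and 3, or 2, 3 and 4, or 1, 3 and 4 depending on the group, whereas the sample labels number each group 1 to 3, and replicate numbers here are those of the labels. The counts of all 12 libraries were fitted together with edgeR after its filter on low counts kept 31109 genes. A gene was called at the paper's thresholds, a p-value of 0.01 and an adjusted p-value of 0.05.

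**Figure D1:**
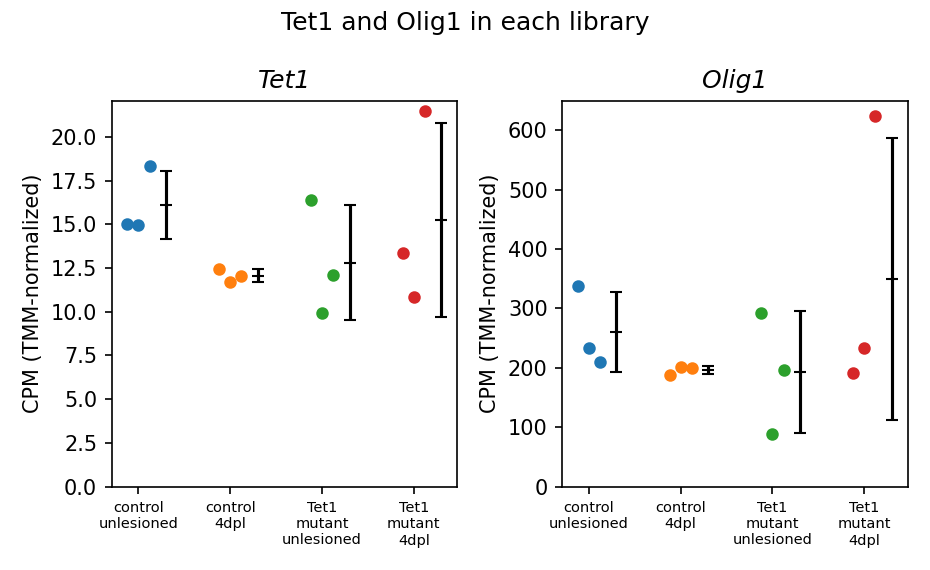
TMM-normalized CPM of Tet1 and Olig1 (vertical axes) in the 12 libraries by group, with the mean and SD of the 3 libraries of each group in black. In the mutant 4dpl group, replicate 3 has the highest Tet1, at 21.5 CPM, and the highest Olig1, at 623 CPM.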

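Between the unlesioned libraries labelled mutant and the unlesioned control libraries, 0 of the 31109 genes tested were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 0.693. At an unadjusted p-value under 0.05, 1624 genes differed, of which 534 were higher and 1090 lower in the libraries labelled mutant, where chance alone gives about 1555. Tet2, on chromosome 3 from 133463679 to 133545139, had a log2 difference of 0.03 (standard error 0.25). Tet3, on chromosome 6 from 83362373 to 83459084, had a log2 difference of -0.28 (standard error 0.20). With DESeq2 in place of edgeR, 33 genes were called in a fit to all 12 libraries and 12 in a fit to the unlesioned libraries.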

Consistent with the previously described normal levels of adult myelin, the transcriptome of unlesioned spinal cord samples from mice of the two genotypes, was remarkably similar, with only 7 transcripts being differentially expressed (*p* value < 0.01, *q* value < 0.05). In contrast, the transcriptome of spinal cord samples isolated during the myelin repair phase, was dramatically different between the two genotypes. 

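Between the genotypes at 4dpl, 0 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p-value being 0.185, and 2153 genes had an unadjusted p-value under 0.05 where chance gives about 1555. Of these, 1602 were higher and 551 lower in the libraries labelled mutant. DESeq2, the tool the paper names, called 218 genes when fitted to all 12 libraries and 566 when fitted to the 6 libraries at 4dpl. The smallest p-values were those of Jund (log2 difference 2.24, standard error 0.34), Sox4 (2.04, standard error 0.33), Psip1 (1.38, standard error 0.23), Smtnl2 (1.87, standard error 0.34) and Nsmce4a (1.35, standard error 0.24), all higher in the libraries labelled mutant and each with an adjusted p-value of 0.185 from the same test. In a principal component analysis of the 2000 most variable genes, the leading component held 59.0% of the variance and placed the 6 unlesioned libraries between -77.9 and -5.6 and the 6 libraries at 4dpl between 28.0 and 72.1. Control unlesioned replicate 1 stood apart at -5.6, with the other unlesioned libraries at -40.4 or below. On that axis the mutant libraries at 4dpl, at 28.0, 44.1 and 69.6, lay within the range of the control libraries at 35.1, 69.0 and 72.1 except for replicate 1.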

Preparations obtained from wild-type mice at 4dpl were characterized by a substantial reorganization of gene expression during myelin repair, with 2469 upregulated and 1609 downregulated transcripts compared to unlesioned tissue (*p* value < 0.01, *q* value < 0.05). 

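In the control, 1592 genes were higher and 1558 lower at 4dpl than in unlesioned tissue by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4733 genes had an unadjusted p-value under 0.01. The largest rises among called genes with separated libraries were those of Gpnmb (log2 fold change 3.89, standard error 1.11, adjusted p = 0.0447), Akr1b8 (3.67), Atp6v0d2 (3.63), Htr2b (3.42) and Mcoln3 (3.34). Gpnmb, on chromosome 6 from 49036546 to 49070929, went from 324 ± 421 CPM (SD, n = 3), an SD above the mean, to 4798 ± 347 CPM (SD, n = 3). The largest falls were those of 5 immunoglobulin genes, among them Ighg3 and Ighg1, with log2 fold changes from -7.75 to -6.12. These belong to families whose near-identical members can share reads, and Ighg3 was at 16.5 ± 28.1 CPM (SD, n = 3) in unlesioned tissue, where 1 library carried nearly all of its counts. With control unlesioned replicate 2 left out, 1 gene rose and 0 fell, and with control unlesioned replicate 1 left out, 4124 rose and 3277 fell. With the replicate number of the labels as a block, 2337 genes rose and 1507 fell, and with the number the paper gives its samples as a block, 761 rose and 241 fell. By the paper's number some libraries have no same-numbered partner, so that fit rests on fewer pairs. Lesioned and unlesioned tissue came from opposite sides of the cord, and the deviations of same-numbered control libraries from their group means had a mean correlation of 0.14 by label number and -0.06 by the paper's number, across genes, which are not independent replicates.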

Preparations obtained from *Tet1* mutants after lesion, in contrast, were characterized by much smaller changes, with only 121 upregulated and 498 downregulated transcripts (*p* value < 0.01, *q* value < 0.05), compared to unlesioned tissue. 

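In the libraries labelled Tet1 mutant, 7 genes were higher and 35 lower at 4dpl than in unlesioned tissue by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number of genes with an unadjusted p-value under 0.01 was 3990. The adjusted p-values lay close to the threshold, with 1785 genes under 0.06 and 6402 under 0.10, against 4146 and 7565 in the control. The largest rises among called genes were those of Angptl4 (log2 fold change 3.00, standard error 0.47, adjusted p = 0.0445), Serpina3n (2.80), Cxcl14 (2.34), Fabp5 (1.93) and Gpx3 (1.80). Angptl4, on chromosome 17 from 33773750 to 33781830, went from 1.01 ± 0.52 CPM (SD, n = 3) to 8.1 ± 3.39 CPM (SD, n = 3). The largest falls were those of the predicted genes Gm11168, Gm10719, Gm21738, Gm10800 and Gm10718, between -3.74 and -3.68 on the log2 scale, of which 3 lie on chromosome 9 between 3003346 and 3025218, and such copies could have shared reads in the authors' counting. With the label number as a replicate block, 4 genes rose and 0 fell, the mean correlation of same-numbered mutant libraries being -0.01. DESeq2 fitted to all 12 libraries called 1124 genes up and 3994 down.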

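Of the 1592 genes called up in the control, 1585 (99.6%) were not called up in the libraries labelled Tet1 mutant and 7 were called up in both. Among the 1585, the median log2 fold change was 1.11 in the control and 0.79 in the mutant, and 1579 had a mutant log2 fold change above 0, 1326 of them with an unadjusted p-value under 0.05. The log2 fold change was smaller in the mutant than in the control for 1437 of the 1585. Because these genes were chosen for their rise in the control, smaller values in any other libraries could follow in part from the choice. How much of the gap this accounts for was not settled here. Whether the mix of cells in the preparations adds to the gap was not tested. The difference between the genotypes in the change after lesion, tested as an interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was called for 0 of the 31109 genes and for 0 of the 1585, and 56 of the 1585 had an unadjusted interaction p-value under 0.05. Over all 31109 genes, the log2 fold changes after lesion in the 2 genotypes had a Pearson correlation of 0.708 and a Spearman correlation of 0.799, across genes, which are not independent replicates. The share of control genes not called in the mutant was 71.6% with DESeq2 fitted to all 12 libraries, where 1789 of 2498 genes were control-only. It was 73.8% with DESeq2 and 96.4% with edgeR on the groups compared, 87.4% without a filter and 46.7% with voom and sample weights. With RLE size factors, at least 10 counts in every library, an absolute log2 fold change of 1 or the replicate block by label number it was between 99.4% and 99.8%. Settings chosen after seeing the data gave a share of 66.8% with edgeR's newer quasi-likelihood option, 86.4% with voom without weights and 48.3% at an adjusted p-value of 0.10. Among the fits with one library left out, it was 45.5% without mutant unlesioned replicate 1, 58.0% without control unlesioned replicate 1, 66.7% (2 of 3 genes) without control 4dpl replicate 1, 95.1% without control unlesioned replicate 3 and 98.8% without control 4dpl replicate 3. Without control unlesioned replicate 2, the 1 gene called up in the control was also called in the mutant. In the other leave-outs and with the paper's number as a replicate block, 0 genes were called up in the mutant, so that the share there is 100% whatever the control calls.

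**Figure D2:**
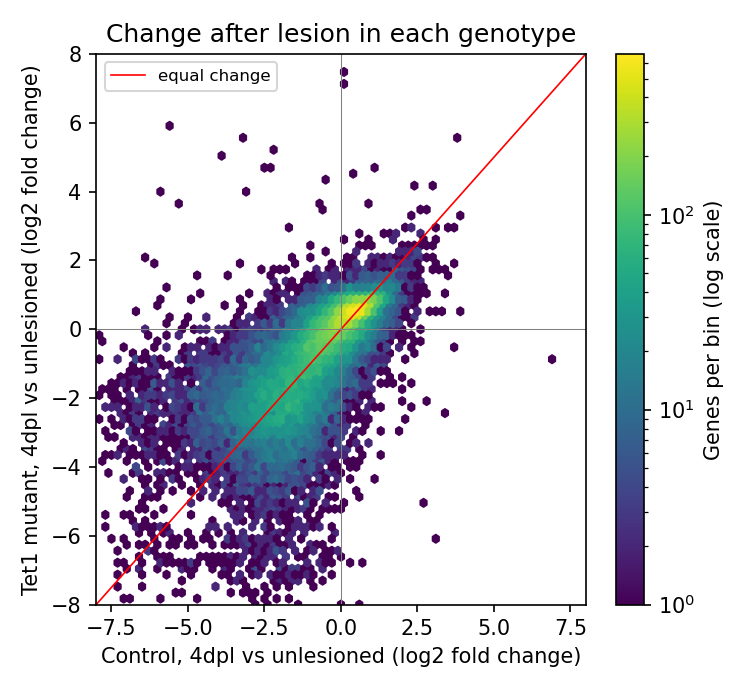
Log2 fold change at 4dpl against unlesioned tissue in the control (horizontal axis) and in the libraries labelled Tet1 mutant (vertical axis) for the genes tested, coloured by the number of genes per bin on a log scale, with the line of equal change in red. The correlation is 0.708 across genes, and 12 genes fall outside the axes, which end at 8.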

The fact that 2369 (95.9%) of the 2469 transcripts with increased expression after LPC injection in wild-type spinal were not detected in the *Tet1* mutants, clearly suggested a blunted transcriptional response during myelin repair in the absence of DNA hydroxymethylation (Fig. 6b). Those transcripts included several gene categories related to lipid metabolism (GO:008160), inflammation, autophagy, glial cell activation, cell migration, cellular homeostasis, and response to stress (Fig. 6b). 

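Gene Ontology annotation was not used here, and lists of up to 30 genes per category, written by hand before the counts were seen, stand in for the paper's terms. Of the list for lipid metabolism, 18 of 30 genes were among the 1585 control-only genes (odds ratio 28.2, 95% confidence interval 12.8 to 64.3, Fisher's exact test, two-sided, adjusted p = 1.67e-15 over the 7 lists). The corresponding numbers were 9 of 30 for ion and metabolite homeostasis (odds ratio 8.02, adjusted p = 4.3e-05), 8 of 30 for cell migration (6.80, adjusted p = 0.000224) and 7 of 30 for glial cell activation (5.68, adjusted p = 0.00112), by the same exact test. Those for response to stress (4 of 30, adjusted p = 0.0901), inflammation (3 of 30, adjusted p = 0.195) and autophagy (3 of 29, adjusted p = 0.195) did not pass the adjustment in the same exact test. Against random lists matched to the control-only genes on mean expression, a comparison chosen after seeing the data, the lipid list passed the adjustment, with 5.23 genes on average in place of the 18 (permutation test, one-sided, adjusted p = 0.0007). Those for ion and metabolite homeostasis (4.95 on average, adjusted p = 0.155), cell migration (4.78, adjusted p = 0.21) and glial cell activation (4.99, adjusted p = 0.383) did not pass in the same permutation test. With voom and sample weights, recomputed after seeing the data, 5 genes of the lipid list were control-only and the list did not pass (Fisher's exact test, adjusted p = 0.0734). In the lipid list the smallest p-values in the control were those of Lipa, Pld3 and Hexa. Lipa, on chromosome 19 from 34492318 to 34527474, went from 68.2 ± 25.0 to 358 ± 93.3 CPM (SD, n = 3) in the control and from 62.6 ± 11.6 to 237 ± 87.4 CPM (SD, n = 3) in the libraries labelled mutant. Gfap, in the glial activation list, on chromosome 11 from 102887336 to 102900912, went from 37.3 ± 18.3 to 157 ± 52.2 CPM (SD, n = 3) in the control and from 49.4 ± 3.12 to 159.6 ± 39.4 CPM (SD, n = 3) in the libraries labelled mutant.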

Since hydroxymethylation regulates the expression of genes needed for adult myelin formation, we then asked whether those genes overlapped with the ones regulated by increased hydroxymethylation during the differentiation of adult OPCs into adult OLs (Fig. 5h–i). This analysis detected a statistically significant overlap in 442 genes (*p* = 2.202774e^−33^, Fisher test), which we identified as TET1-gene targets, regulated by DNA hydroxymethylation during myelin repair (Fig. 6d). 

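Of the 1726 entries of Supplementary Table 1, 1634 genes could be matched by symbol and 90 symbols as read from the supplement's text could not. Among the genes tested here, 246 of the 1585 control-only genes were in that table, where 83.2 would be shared by chance (odds ratio 3.73, 95% confidence interval 3.21 to 4.32, Fisher's exact test, two-sided, p = 2.67e-55, universe of 31082 genes with a symbol). With the paper's universe of 15614 genes the odds ratio was 1.67 (Fisher's exact test, p = 4.99e-11). Random lists matched to the control-only genes on mean expression shared 212 genes with the table on average, and 38 of 10000 such lists shared 246 or more (permutation test, one-sided, p = 0.004), so the observed overlap was 1.16 times that of genes of similar expression. From this overlap the paper identifies the shared genes as targets of TET1 regulated by hydroxymethylation during myelin repair. The hydroxymethylation data themselves were not analysed here.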

Among them we found several genes encoding for anion and cation transporters, such as those belonging to the solute carrier family. 

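Of the 388 solute carrier genes tested, 49 were control-only, where 19.8 would be by chance (odds ratio 2.74, 95% confidence interval 1.98 to 3.73, Fisher's exact test, two-sided, p = 6.66e-09). Random lists matched on mean expression, a comparison chosen after seeing the data, held 27.8 solute carriers on average. Of 10000 such lists, 0 held 49 or more (permutation test, one-sided, p = 0.0001). The observed number was 1.76 times that of genes of similar expression. The members of Supplementary Table 1 with the smallest p-values in the control were Slc17a5, Slc36a4, Slc33a1, Slc11a2 and Slc39a14. Slc17a5, on chromosome 9 from 78536488 to 78588041, had a log2 fold change of 1.41 (standard error 0.26, adjusted p = 0.0244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the control and 1.05 (standard error 0.26, adjusted p = 0.0544 from the same test) in the libraries labelled mutant. Slc39a14 rose by 1.62 on the log2 scale in the control and by 1.64 in the libraries labelled mutant, with adjusted p-values of 0.0316 and 0.0539 from the same test. Slc12a2 and Slc22a23, which the paper names elsewhere, were not called in the control. Slc12a2, on chromosome 18 from 57878678 to 57946821, had a log2 fold change of -0.23 (standard error 0.39) in the control and 0.93 (standard error 0.40) in the libraries labelled mutant, where replicate 3 had 428 CPM and the others 133 and 160. Slc22a23, on chromosome 13 from 34179158 to 34345182, had -0.01 (standard error 0.43) in the control, a sign that changed with the processing, and 1.00 (standard error 0.43) in the libraries labelled mutant. In the mutant, leaving out one library at a time gave from 0.24 to 1.27 for Slc12a2 and from 0.19 to 1.33 for Slc22a23.

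**Figure D3:**
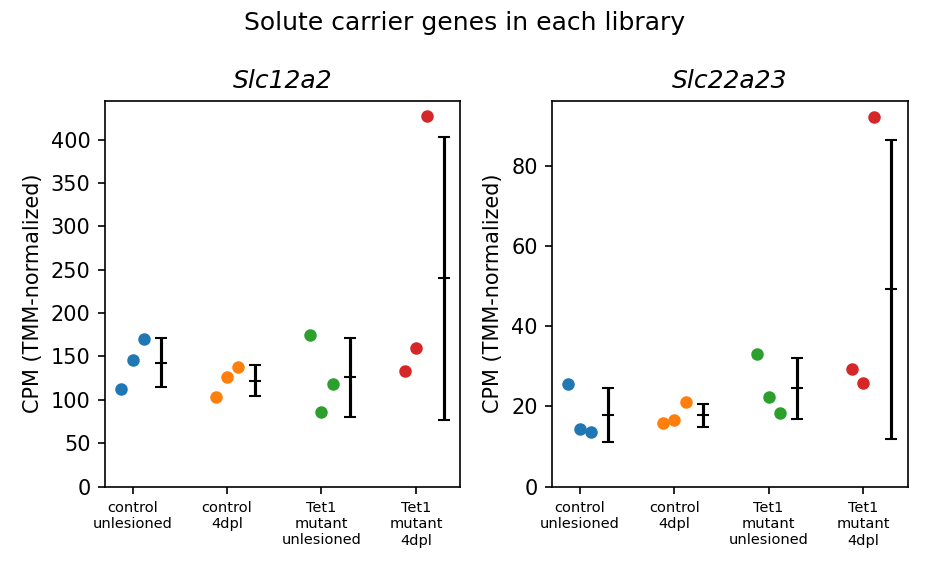
TMM-normalized CPM of Slc12a2 and Slc22a23 (vertical axes) in the 12 libraries by group, with the mean and SD of 3 libraries in black. For Slc12a2 and Slc22a23, mutant 4dpl replicate 3, at 428 and 92.4 CPM, lies above the other 11 libraries.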

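In the control, 1533 genes were called down at 4dpl and were not called down in the libraries labelled Tet1 mutant. Their median log2 fold change was -3.29 in the control and -2.04 in the mutant, and 1464 of them also had a log2 fold change below 0 in the mutant. The list of genes with lower expression and increased hydroxymethylation in adult oligodendrocytes was not used here, so the overlap with it was not computed. Of these 1533 genes, 9 were in Supplementary Table 1, which lists genes with higher expression in adult oligodendrocytes, where 80.4 would be by chance (odds ratio 0.10, Fisher's exact test, two-sided, p = 3.08e-25). Random lists matched on mean expression, a comparison chosen after seeing the data, shared 18.2 genes with it on average. Of 10000 such lists, 89 shared 9 or fewer (permutation test, one-sided, p = 0.009).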

As predicted, a similar analysis for the genes that were downregulated in wild type but not in *Tet1* mutants (Fig. 6c) did not reveal a statistically significant overlap (*n* = 52 genes, *p* = 1, Fisher test) (Fig. 6e). These results define TET1 function as dispensable for developmental myelination, but essential for the activation of a transcriptional program associated with myelin repair after demyelination.

**Fig. 6:**
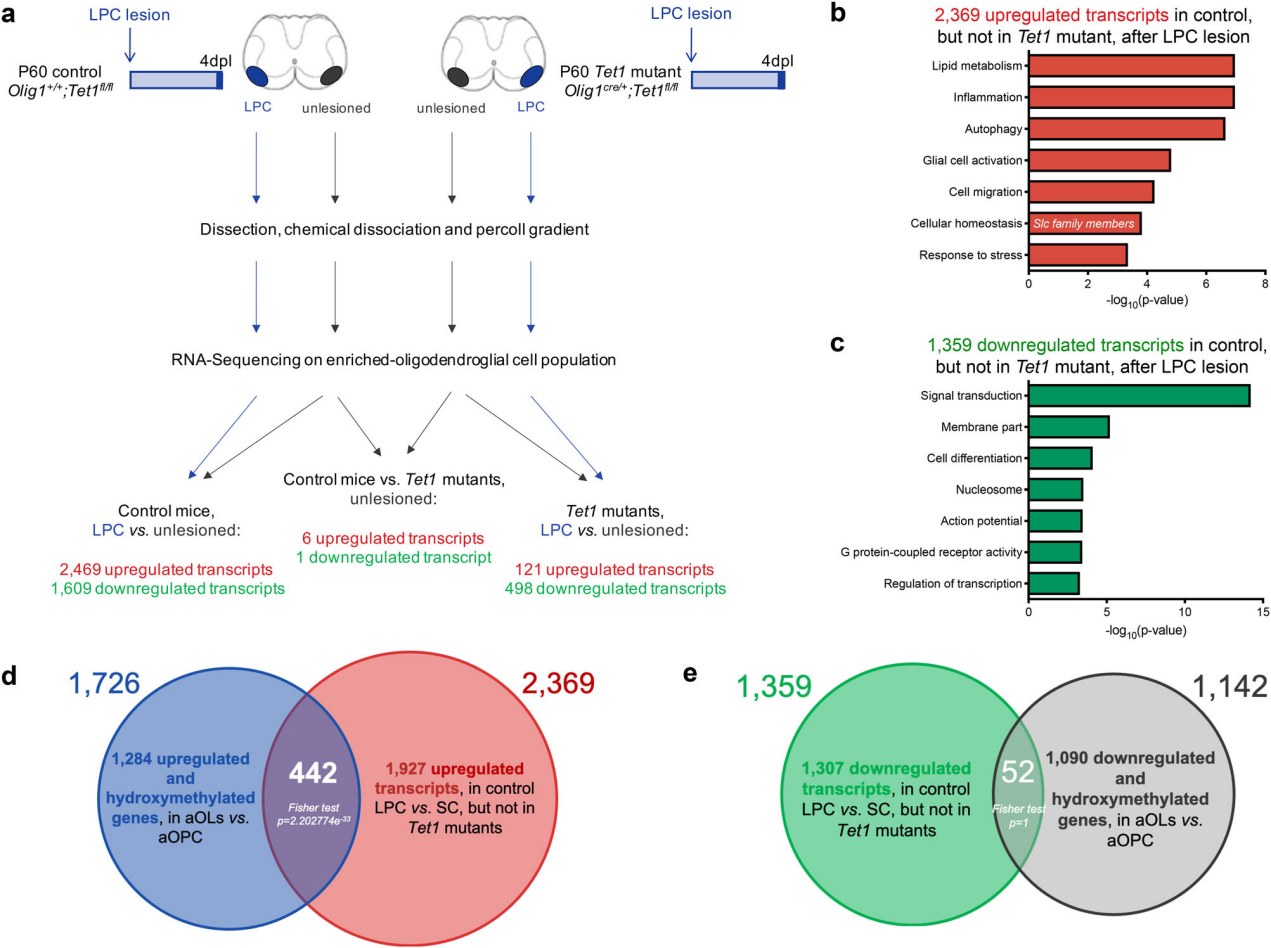
Identification of TET1-target genes during new myelin formation in adult CNS. **a** Schematic of the experimental design to identify TET1 target genes during myelin repair in young adult mice. Control (*Olig1*^*+/+*^*;Tet1*^*fl/fl*^) and *Tet1* mutant (*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^) mice were injected with lysolecithin. At 4 day-post-lesion (4dpl), the demyelinated region and contralateral unlesioned tissue were used for oligodendroglial enriched preparation followed by RNA-sequencing. Arrows identify the comparisons that were performed to identify differential gene expression among samples. Myelin repair in control mice was associated with 2469 up- (red) and 1609 down- (green) regulated genes in lesioned tissue compared to unlesioned. In *Tet1* mutants, 121 transcripts were up- (red) and 498 down- (green) regulated. Unlesioned tissue of controls and *Tet1* mutants showed a total of 7 genes as differentially expressed (6 up- and 1 downregulated). **b** Ontology categories of the 2369 genes that were upregulated during myelin repair only in control spinal cord, but not in *Tet1* mutants. Corresponding GO numbers listed in order from top to bottom: GO:0044242, GO:0032675, GO:0006914, GO:0061900, GO:0030335, GO:0019725, GO:0006950. **c** Ontology categories of the 1359 genes that were downregulated during myelin repair only in control spinal cords, but not in *Tet1* mutants. Corresponding GO numbers listed in order from top to bottom: GO:0007165, GO:0021515, GO:0001508, GO:0003257, GO:0008528, GO:0044459, GO:0000786. **d** Venn diagram comparing genes upregulated and with increased hydroxymethylation (at promoters and gene regions) in aOLs vs. aOPCs (blue circle) with genes upregulated in lesioned vs. unlesioned spinal cord in control but not in *Tet1* mutants (red). Note the significant overlap (*p* = 2.202774e^−33^, Fisher test two-tailed), of 442 common genes with increased hydroxymethylation and expression levels in newly formed aOLs. **e** Venn diagram comparing genes downregulated and with increased hydroxymethylation (at promoters and gene regions) in aOLs vs. aOPCs (gray) with genes downregulated in lesioned vs. unlesioned spinal cord in control but not in *Tet1* mutants (green). The overlap of 52 genes was not statistically significant (*p* = 1, Fisher test two-tailed).

### The TET1-target gene SLC12A2 is localized at the axon–myelin interface

As a proof-of-principle, we decided to focus on a TET1-target gene and selected one of the members of the solute carrier gene family regulating anion and cation transport (Fig. 5d, g, Supplementary Table 1). We opted for the sodium/potassium/chloride symporter SLC12A2 (also known as NKCC1), since it was previously reported to regulate the response of oligodendrocyte lineage cells to GABAergic signals^46^ and to be enriched in newly formed OLs in four distinct transcriptomic datasets^47^, including those from OL directly sorted from the brain^48–51^, and in proteomic datasets from mature oligodendrocytes^51^. The enrichment of this transcript and protein in oligodendroglial cells urged us to further characterize its expression and regulation by TET1.

To verify that *Slc12a2* expression was indeed regulated by TET1, we induced the overexpression of the human TET1 catalytic domain (hTET1-CD) in vitro on immunopanned oligodendroglial cultures (Fig. 7a, b). TET1 overexpression was sufficient to induce upregulation of *Slc12a2* transcripts in cultured cells (Fig. 7b, c), confirming that *Slc12a2* is a TET1-target gene.

**Fig. 7:**
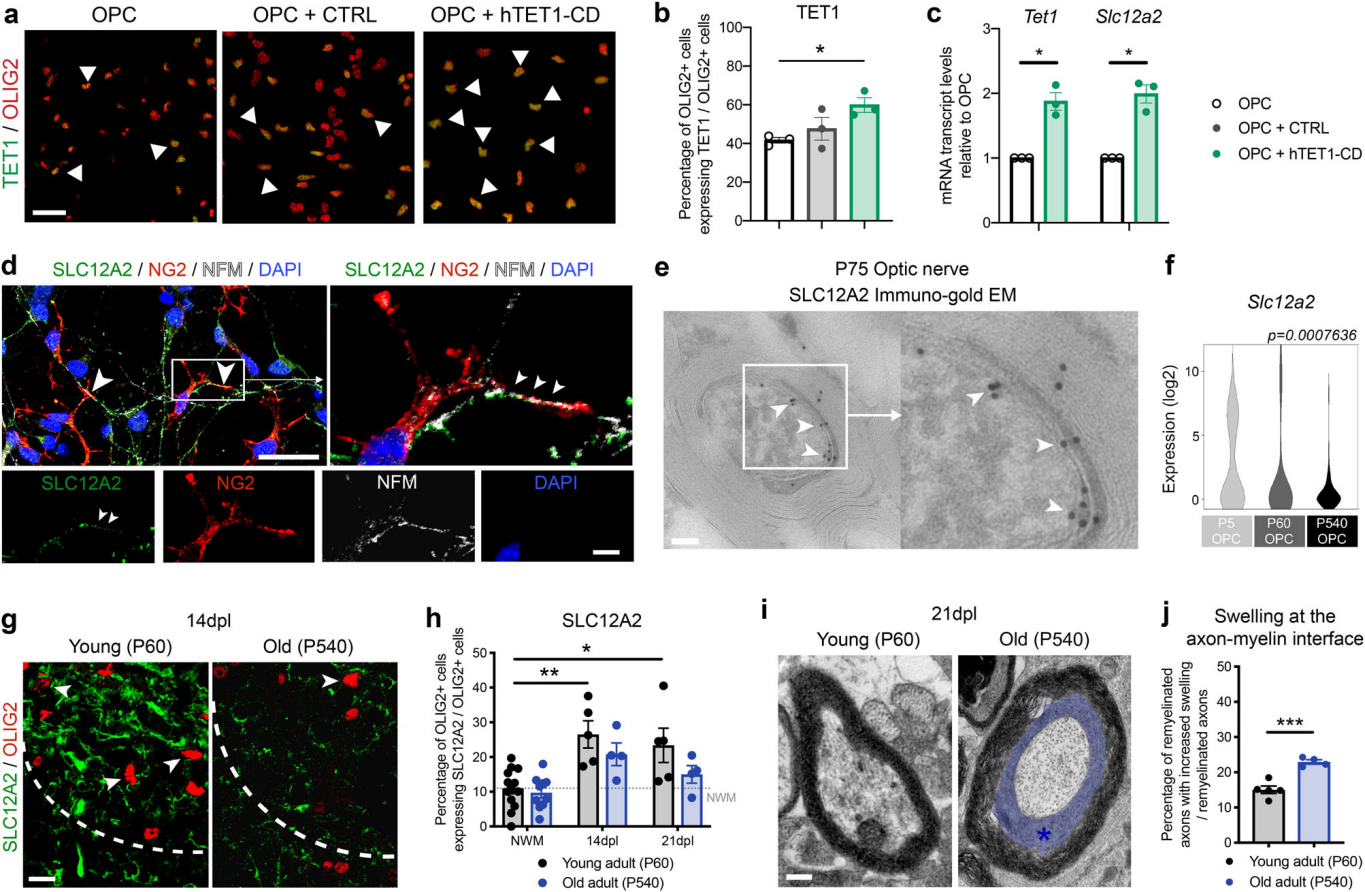
The protein encoded by the TET1-target gene Slc12a2 is localized at the axon–myelin interface. **a** Representative images of cultured OPCs, transduced with the indicated lentiviral vectors and then stained for TET1 (green) and OLIG2 (red). White arrowheads indicate co-labeled cells. Scale bar = 25 µm. **b** Quantification of the percentage of OLIG2 + cells expressing TET1 in untransduced OPC and in cells transduced either with CTRL or hTET1-CD lentiviral vectors. Error bars represent SEM in *n* = 3 independent experiments (*p < 0.05, one-way ANOVA). **c** Quantitative real-time PCR analysis of *Tet1* and *Slc12a2* transcript levels in immunopanned OPCs after transfection with hTET1-CD lentivirus. Data represent average transcript levels relative to untransfected OPCs in *n* = 3 independent experiments. Error bars represent SEM (*p = 0.0232 for *Tet1*, *p = 0.0192 for *Slc12a2*, Student’s *t* test two-tailed). **d** Confocal image of mixed neuronal/glial cortical cultures. SLC12A2 (in green) is expressed by differentiating oligodendrocyte progenitors (co-stained with NG2, in red), and localized at contact points with axons (stained with NFM, in white). DAPI (blue) used as nuclear counterstain. White arrowheads indicate NFM + and NG2 + neuron-glial contact points co-labeled with SLC12A2. Scale bars = 50 µm and scale bars = 10 µm for high magnification images. **e** Immunogold staining for SLC12A2 on EM imaging in adult P75 WT optic nerves, showing the localization of SLC12A2 at the axon–myelin interface (white arrow-heads). Scale bar = 5 µm and scale bar = 1 µm for high magnification images. **f** Violin plots of *Slc12a2* transcript levels in nOPC at P5 (*n* = 61 single cells), aOPC at P60 (*n* = 76 single cells), and oOPC at P540 (*n* = 51 single cells). Note the age-dependent decline of *Slc12a2* transcripts (one-way ANOVA, for age). **g** Representative confocal image of young and old spinal cord sections, stained 14 days after lesion for SLC12A2 (green) and OLIG2 (red). The dotted white line indicates the lesion border. White arrowheads indicate co-labeled cells. Scale bar = 50 μm. **h** Quantification of in the percentage of OLIG2 + cells expressing also SLC12A2 in young and old lesioned spinal cords at 14dpl and 21dpl. Dotted gray line across indicates the percentage of OLIG2 + cells expressing SLC12A2 in unlesioned white matter tracts (NWM). Data represent average values quantified in 4 sections/mouse for *n* = 5 young and *n* = 4 old mice (*p < 0.05 and **p < 0.01, two-way ANOVA, for age and time after lesion). **i** Representative electron micrographs of young and old spinal cord sections at 21dpl, revealing increased swelling at the axo-myelinic interface (blue area and * asterisk). Scale bar = 10 µm. **j** Quantification of the percentage of remyelinated axons with swelling at the neuro-glial interface in young and old spinal cord lesions at 14dpl. Data represent the average values. Error bars represent SEM for *n* = 5 young and *n* = 4 old mice (***p = 0.0005, Student’s *t* test two-tailed).

SLC12A2 protein expression was first assessed by immunocytochemistry in mixed glial and neuronal cultures, where it was detected at low levels as differentiating OPCs contacted neuronal processes (Fig. 7d). We then assessed SLC12A2 expression in vivo, using immuno-gold electron microscopy of adult optic nerve sections, which unequivocally localized this transporter at the axon–myelin interface, within the first myelin wraps in close proximity to the axon (Fig. 7e). Single-cell rt-qPCR of oligodendrocyte lineage cells sorted from neonatal (P5), young adult (P60), and old (P540) brain, further confirmed that the *Slc12a2* transcripts followed the same age-related decline as *Tet1* (Fig. 7f). Consistent with SLC12A2 being the product of one of the TET1-target genes, its protein expression also declined in the spinal cord of older mice (Fig. 7g). The time course of SLC12A2 expression during myelin repair in young mice was consistent with the temporal occurrence of DNA hydroxymethylation and the generation of new OL, whereas the inefficient remyelination in older mice was associated with reduced DNA hydroxymethylation and decreased SLC12A2 immunoreactivity (Fig. 7g, h). The localization of SLC12A2 at the axo-myelin interface in young adult mice (Fig. 7e) and the detection of swellings at the axon–myelin interface in older wild type mice (Fig. 7i, j), suggested the importance of TET1-target genes in regulating fluid accumulation at this interface.

### Ablation of the TET1-target gene *Slc12a2* in zebrafish induces swellings in myelinated axons, reminiscent of those detected in old wild type and young *Tet1* mutant mice

As expected from a TET1-target gene, the levels of SLC12A2—as measured by using immuno-gold EM—were reduced in the optic nerve of *Tet1* mutants compared to wild type (Fig. 8a, b). We also noted that the increased SLC12A2 immunoreactivity detected in wild type during myelin repair after demyelination, was not detected either in constitutive (Fig. 8c, d) or inducible (Supplementary Fig. 6g) *Tet1* mutants. We also showed that the lower levels of *Slc12a2* in *Tet1* mutants, were associated with significantly enlarged and swollen space at the axon–myelin interface (Fig. 8e, f), a feature that was reminiscent of the swollen axo-myelinic interface detected in old mice (Fig. 7i, j).

**Fig. 8:**
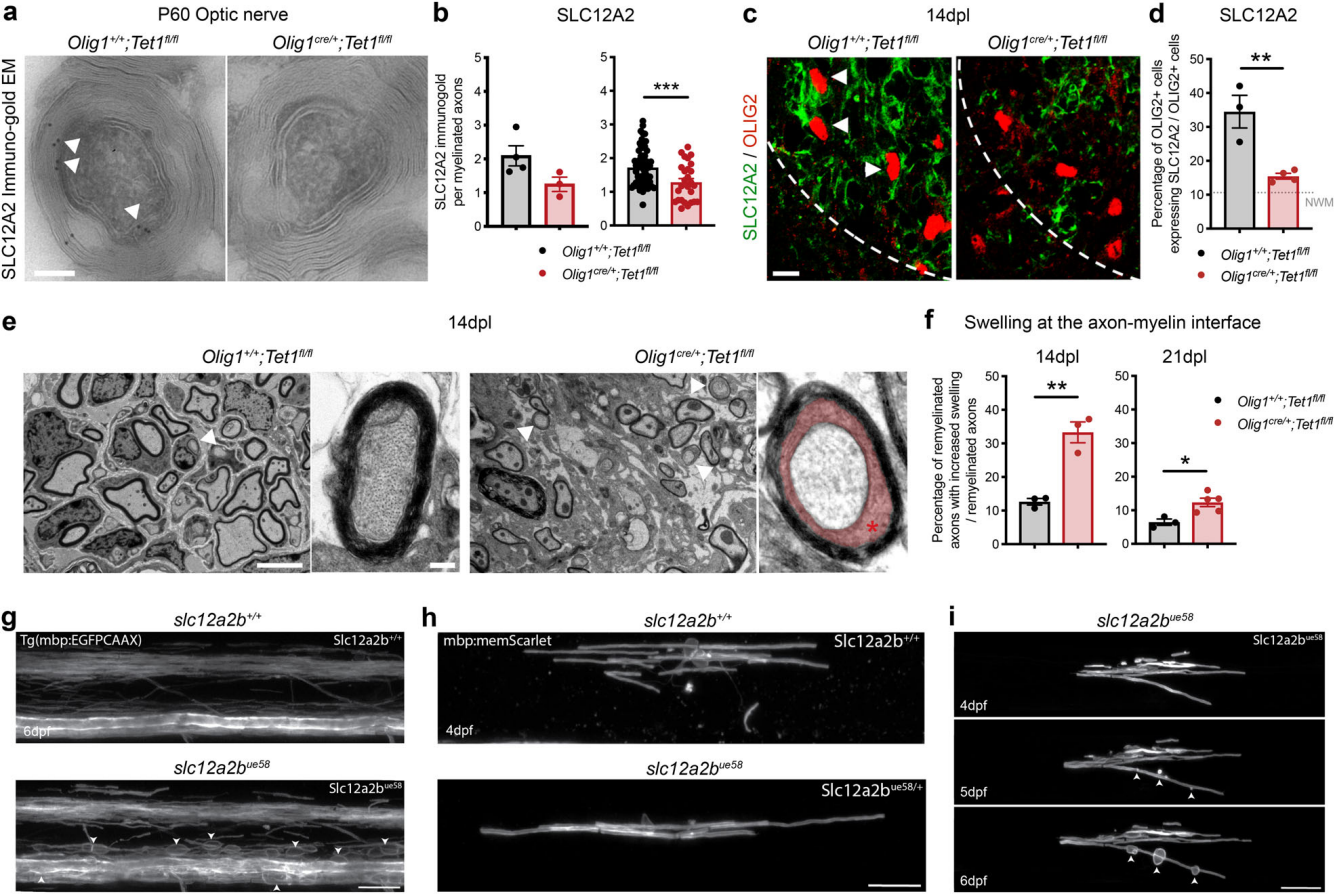
Ablation of *Slc12a2b* in zebrafish induces myelin swellings reminiscent of those detected in old mice. **a** Ultra-micrograph of immunogold staining for SLC12A2 in P60 *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ optic nerves SLC12A2 immunoreactive particles localized at the axon–myelinic interface in control tissue(white arrowheads). Scale bar = 5 µm. **b** Quantification of the SLC12A2 particles in optic nerves. Data represent of the average number of SLC12A2 gold particles per mouse (left) and per axon (right). Error bars represent SEM for myelinated axons, quantified in *n* = 4 control and *n* = 3 mutant mice (total of at least 27 and at maximum 64 myelinated axons quantified in one replicate) (*p* = 0.0866, ***p = 0.0008, Student’s *t* test two-tailed). **c** Representative confocal image of spinal cord at 14dpl stained for SLC12A2 (green) andOLIG2 + (red), in mice of the indicated genotype. White arrowheads indicate co-labeled cells. Scale bar = 50 μm. **d** Percentage of OLIG2 + cells expressing SLC12A2 in lesioned spinal cords in mice of the two genotypes, at the 14dpl time point. Dotted line refers to the percentage of OLIG2 + cells expressing SLC12A2 in unlesioned tracts. Error bars represent SEM for *n* = 3 control mice and *n* = 4 *Tet1* mutants (**p = 0.0059, Student’s *t* test two-tailed). **e** Representative electron micrographs of spinal cord sections from wild type and mutants at 14dpl. Low and high magnification (inset) are shown for *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^. Note the swelling of the axomyelinic space in *Tet1* mutants (red area and asterisk). Scale bar = 10 µm. **f** Quantification of the percentage of remyelinated axons with increased swelling in *Olig1*^*+/+*^*;Tet1*^*fl/fl*^ and *Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ lesions at 14dpl and 21dpl. Data are average counts. Error bars represent SEM for *n* = 3 control mice and *Tet1* mutants at 14dpl, *n* = 3 control mice and *n* = 5 *Tet1* mutants at 21dpl (**p = 0.0032 at 14dpl, *p = 0.0164 at 21dpl, Student’s *t* test two-tailed). **g** Lateral views of the spinal cord in 6dpf Tg(mbp:EGFP-CAAX) zebrafish where myelinating glia in the CNS are labeled. Compared to wild-type sibling controls (left panel), larvae homozygous for the *slc12a2b*^*ue58*^ mutation (right panel) show disrupted myelin morphology (white arrowheads). Scale bars = 20 µm. **h** Single mbp:mem Scarlet-expressing oligodendrocytes in wild-type (left panel) and *slc12a2b*^*ue58*^ heterozygote siblings (right panel) at 4dpf. Scale bars = 20 µm. **i** Example time course showing the development of the myelin phenotype in single mbp:mem Scarlet-expressing oligodendrocytes in *slc12a2b*^*ue58*^ homozygous mutants from 4 to 6dpf. White arrowheads point to localized areas of myelin disruption. Scale bar = 20 µm.

To further define a relationship between swelling at the axon–myelin interface and decreased SLC12A2 levels, we used the zebrafish model system for additional loss-of-function studies. Zebrafish mutants, characterized by a loss of function mutation (*ue58*) in the gene encoding for a homologue of *Slc12a2* (*slc12a2b*), were identified in an ENU-based forward genetic screen^52^. Myelin formation was first assessed using the stable transgenic reporter Tg(mbp:EGFP-CAAX) in *slc12a2b*^*ue58*^ mutants and compared it to sibling controls. While myelin formed normally in mutants, we noted the appearance of abnormal fluorescent profiles, indicative of swellings around myelinated axons in the CNS (Fig. 8g). To further characterize this pathology, we carried out time-course analyses of single oligodendrocytes labeled with mbp:mem-Scarlet, which allowed to assess the cellular morphology in better detail (Fig. 8h, i). This analysis showed that although *slc12a2b*^*ue58*^ mutant and control cells looked similar at early stages of myelin formation (4 day-post fertilization, 4dpf) (Fig. 8h), a clear pathology, characterized by the appearance of localized swellings associated with individual myelin sheaths, emerged over time in *slc12a2b*^*ue58*^ mutant cells (Fig. 8i). These results provided further evidence in support of the role of solute carriers in the regulation of the axon–myelin interface.

Taken together, our data support DNA hydroxymethylation as an epigenetic modification critical for proper myelin repair in the CNS of young adult mice, which declines with aging. TET1 is identified as the specific enzyme responsible for this process, as lower TET1 levels, detected with aging or after genetic ablation, result in lower expression of its target genes and impaired myelin repair. Importantly, TET1 function is not essential for the “default” myelination program, as white matter tracts in the adult central nervous system of mutants and wild-type mice are virtually indistinguishable. In contrast, TET1 function regulated the expression of several genes involved in myelin repair, including the expression of solute carriers, which regulate ion transport at the axon–myelin interface. Thus, the age-dependent decline of TET1 in mice, results in an overall decreased transcriptional program, which prevents efficient repair of demyelinated lesions.

## Discussion

Myelin formation is a well-studied process in the developing central nervous system. Neonatal OPCs globally reorganize their transcriptome to repress genes involved in the regulation of proliferation and migration, as well as transcriptional inhibitors of myelin genes^5,6^. We and others reported on the importance of this developmental process and identified several epigenomic regulators responsible for this transition, including histone deacetylases^9,18,53^, repressive histone methyltransferases^8,54^, and DNA methyltransferases^16^, which repress gene expression and favor a model of nOPC differentiation due to de-repression of myelin gene expression.

In the adult CNS, aOPCs retain the ability to form new myelin in response to damage or loss, a process that becomes less efficient with aging^1,17,18^. Several groups have attempted to understand the underlying causes for this age-dependent decline in myelin repair. External factors, such as declining growth factor concentrations or changes in stiffness of the extracellular matrix, for instance, have been suggested as potential culprits for the age-dependent decline in remyelination^1,2,33–37^. However, it has been long recognized that nOPC and aOPC are also characterized by a different ability to proliferate, migrate, and differentiate^38,55–61^. For example, aOPCs show decreased responsiveness to the same concentration of growth factors and cytokines compared to nOPCs^62^. From a molecular standpoint, these results support intrinsic differences in the properties of nOPC and aOPC, a concept which is supported by the transcriptional heterogeneity of OPCs at different ages^2,49,51^. Despite the large number of studies supporting age-dependent differences in OPC, there is still relatively little information regarding the epigenetic landscape of aOPC, especially during the age-dependent decline observed in myelin repair.

As DNA methylation is the single most significant epigenetic mark predictive of biological age^20^, and yet ablation of the DNMTs in oligodendroglial cells only modestly impacted myelin repair^19^, we focused this study on DNA hydroxymethylation, catalyzed by the TET enzymes. These enzymes are methyl-cytosine dioxygenases, which hydroxylate methylated cytosine residues (5mC) into hydroxylated forms (5hmC) that can be then converted into formyl-cytosine and carboxyl-cytosine. These marks can eventually be excised from the DNA^22^, thereby removing the DNA methylation-dependent repression of genes and favoring gene expression^21,22,24–27^. We previously reported that DNA methylation, mediated by DNMT1 is necessary for the transcriptional repression of several inhibitors during the differentiation of nOPCs in the developing brain^16^. Here, we show that higher levels of both DNA methylation and hydroxymethylation are detected in aOLs compared to aOPCs.

The overall genome-wide distribution of hydroxymethylation in aOLs identified in our study, is consistent with previous reports^63–65^, as it is primarily localized at promoters and gene body regions. The high levels of hydroxymethylation at gene body is not correlated with greater expression of larger genes in aOLs. It is interesting to note that increased hydroxymethylation in aOLs is correlated with gene up- and downregulation, suggesting a global role of DNA modifications in gene expression, which could be explained by different genomic location and/or abundance at specific loci. Increased hydroxymethylation is detected at genes regulating cell–cell communication and lipid metabolism, rather than myelin genes, a finding which is consistent with the lack of a developmental myelin phenotype in *Tet1* mutants. Together, these data support the unique functional importance of DNA hydroxymethylation in newly formed OLs, to coordinate the transcriptional activation of genes regulating lipid metabolism and genes regulating ion homeostasis at the axon–myelin interface. As such, successful myelin repair in the spinal cord of young mice is preceded by increased levels of hydroxymethylation as aOPCs transition into newly formed OLs, which express genes involved in lipid metabolism and ion exchange at the axon–myelin interface. In contrast, age-dependent decline of hydroxymethylation results in inappropriate levels of gene expression in old mice and inefficient myelin repair, characterized by the presence of aberrant swellings at the axon–myelin interface.

Our data also identify TET1 as the main enzyme catalyzing DNA hydroxymethylation in oligodendroglial lineage cells in the young adult spinal cord and whose levels decline with age. TET2 is also expressed in aOPCs, but its levels remain constant over time. TET3, although previously reported in neonatal cultures of cortical oligodendrocyte lineage cells^28^, is not detectable in OPCs or OLs in the adult spinal cord. Reduced TET1 levels in older mice are associated with reduced hydroxymethylation in oligodendroglial cells, a finding detected also in young adult mice with oligodendrocyte lineage-specific ablation of *Tet1*, but not of *Tet2*. This underscores the importance of TET1 as the main enzyme responsible for the deposition of the 5hmC epigenetic mark in aOPCs as they differentiate into aOL, and raises the question on functional differences between the TET1 and TET2 isoforms. A potential explanation for the isoform specific role of TET1 in aOPCs, could be presence of a “CXXC” domain, which enables the protein to directly bind DNA and is not present in TET2^24,66^. It is also conceivable that TET1 and TET2 may bind to distinct protein partners in the nuclei of newly formed aOLs and in turn activate TET1 and inhibit TET2 enzymatic activity^67^, a question that deserves future investigation.

The higher levels of hydroxymethylation detected in aOPCs compared to nOPCs, are consistent with the concept that distinct epigenetic marks regulate myelin formation in the developing and adult CNS. Developmental myelination is characterized by the establishment of a repressive epigenomic landscape as nOPCs differentiate into nOLs. As such, it is not surprising that neither *Tet1* nor *Tet2* mutants show defective developmental myelination. However, it is important for aOPCs to activate transcription using TET1-dependent hydroxymethylation as cells transition from a progenitor stage to newly formed aOLs. This modification does not impact the process of differentiation from aOPCs to aOLs, but rather impacts the expression of genes that regulate the stability of the myelin sheath, including genes regulating lipid metabolism and regulate ion homeostasis and cell communication. Among the most significant hydroxymethylated genes whose transcripts are also upregulated during myelin repair, we identify the family of solute carriers, which includes the *Slc12a2* gene. The protein encoded by this gene—also known as NKCC1—is a sodium/potassium/chloride transporter, previously reported to be expressed in neuronal^68,69^ and glial cells^46,68,69^. Since SLC12A2/NKCC1 regulates the overall intracellular chloride concentration in neurons and in nOPCs, it has been reported to impact the response of OPC to GABAergic inputs^46,69^. At the same time, due to its regulation of cation concentration, this molecule is of particular importance in regulating also calcium influx, especially in pathological conditions affecting the developing brain, such as hypoxia/ischemia^70,71^. Besides its role as ion co-transporter, SLC12A2/NKCC1 is also highly expressed in epithelial cells, where it is strongly polarized and confined to the basolateral membrane^70,71^. Oligodendrocytes are also highly polarized cells and recent transcriptomic and proteomic studies support the highest levels of SLC12A2 in newly formed myelinating oligodendrocytes^47–51^. Our results confirm these most recent findings, as we detect high levels of SLC12A2 at the axon–myelin interface during myelin repair in young, but not in old mice. As SLC12A2 has been shown to regulate cell volume in epithelial cells^72,73^ and promote cell shrinkage in the mammalian brain^74,75^, we hypothesize that its localization within the first myelin wraps close to the axon, is indicative of a regulatory role of the volume of the axo-myelinic space. Consistent with this hypothesis, we detect swelling of this space in the CNS of zebrafish mutants for *slc12a2b*, a finding which was also detected in peripheral axons^52^. It is worth noting that this phenotype is distinct from the one previously reported for the *slc12a2a* mutant, which was described to have small ears, due to the loss of endolymph, but no myelin phenotype either in the PNS or in the CNS^76^. Overall, these data suggest that *slc12a2b* can compensate for the *slc12a2* loss, while *slc12a2* is not sufficient to compensate the *slc12a2b* zebrafish mutation. The potential impact of the axo-myelinic swelling detected in mice and zebrafish with decreased expression of TET1 or its gene target *Slc12a2*, has been highlighted by a recent report that changes in the space surrounding the axon, may decrease the speed of axial conduction of the action potential^77^. Collectively, these findings suggest that the age-dependent decline of TET1, by altering the axo-myelinic junction, may further slowdown axonal conductance. Thus, despite the morphological evidence of remyelinated axons with the expected g-ratio, the newly generated myelin in older mice may not be functionally able to support effective conduction of action potentials, due to ionic and fluid imbalances at the axoglial junction, a concept which deserves future investigation.

Besides genes regulating ion homeostasis at the axo-glial junction, TET1-dependent hydroxymethylation regulates the expression of genes involved in metabolic processes, but not myelin genes. Accordingly, young adult *Tet1* mutants display normal myelin content and structure but myelin repair after a demyelinating injury is defective, possibly due to a combination of metabolic alterations and swellings of the axon–myelin interface. By regulating the levels of solute carriers and metabolic genes, DNA hydroxymethylation, mediated by TET1 in young adults guarantees a functional axon–myelinic interface and successful repair. As animals age, however, the declining levels of TET1 result in inefficient DNA hydroxymethylation during the phase of repair after demyelination. The decreased levels of TET1 gene targets, involved in the regulation of metabolites and ionic exchanges create a dysfunctional axon–myelin interface, and further create functional impairments of the repair process.

Our study defines the major role of TET1-mediated DNA hydroxymethylation, as a regulator of gene expression during myelin repair, which becomes defective with aging. Worth noting, in this respect is the dramatic downregulation of the TET enzymes detected in post-mortem brain tissue from multiple sclerosis patients, thereby highlighting the overall translational potential of our findings^78^.

## Methods

### Mouse models

All experiments were performed according to approved protocols by the Institutional Animal Care and Use Committee (IACUC) of the Advanced Science Research Center (ASRC), City University of New York (CUNY). Mice were maintained in a temperature (65–75 °F) and humidity (40–60%) controlled facility on a 12-h light–dark cycle with food and water ad libitum. Mice from either sex were used and mutants were checked for survival and weight every day from birth to weaning. We used distinct reporter mouse lines for flow-activated cell-sorting: *Pdgfra-H2BEGFP* to sort oligodendrocyte progenitor cells^44^ (RRID:IMSR_JAX:007669) and a previously characterized *Plp-EGFP* mouse to sort oligodendrocytes^43,45^. For conditional knock-out mouse lines, we crossed and bred the oligodendroglial-specific *Olig1-cre*^39^ (RRID:IMSR_JAX:011105) line with the *Tet1-flox* (gift from. Pr. Yong-Hui Jiang)^40^ or with the *Tet2-flox*^41^ (RRID:IMSR_JAX:017573) lines. 

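In the GENCODE M21 annotation of GRCm38, Tet1 lies on the minus strand of chromosome 10. Exon 4 of the principal protein-coding transcript spans 62838176 to 62840378, a length of 2203 bases that leaves a remainder of 1 when divided by 3. Exon 4 of another protein-coding transcript spans 62833538 to 62833628, 91 bases with the same remainder. The deposited values are one count per gene and do not separate exons.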

The *Tet1-flox* line was generated by flanking exon 4 with l*oxP* sites^40^, resulting in loss of exon 4 in OLIG1 + cells, and out-of-frame fusion of exons 3 and 5, yielding an unstable truncated product lacking the catalytic domain of TET1^79^. For conditional inducible deletion, we crossed and bred the oligodendroglial-specific *Pdgfra-creER*^*(T)*^ ^42^ (RRID:IMSR_JAX:018280) line with the *Tet1-flox* line.

### Zebrafish husbandry and transgenic lines

Adult zebrafish were housed and maintained in accordance with standard procedures in the Queen’s Medical Research Institute zebrafish facility, University of Edinburgh. All experiments were performed in compliance with the UK Home Office, according to its regulations under project licenses 60/8436, 70/8436, and PP5258250. Adult zebrafish were subject to a 14/10 hours, light/dark cycle. Embryos were produced by pairwise matings and raised at 28.5 °C in 10 mM HEPES-buffered E3 Embryo medium or conditioned aquarium water with methylene blue. Embryos were staged according to days post-fertilization (dpf). For live imaging, the Tg(mbp:EGFP-CAAX) transgenic line was used. The *ue58* allele was identified during an ENU-based forward genetic screen as discussed in Marshall-Phelps et al.^52^.

### Lysolecithin injection

Injections were carried out in the ventrolateral spinal cord white matter of 8-week-old animals of either sex, as previously described^80^. Briefly, anesthesia was induced and maintained by inhalational of a mixture of isoflurane/oxygen. The vertebral column was fixed with metal bars onto the stereotaxic apparatus. The spinal vertebrae were exposed, tissue overlying the intervertebral space was cleared, and the dura pierced. A pulled glass needle was advanced through the spine, at an angle of 70°, and 1 µL of 1% lysolecithin (Sigma L4129) was slowly injected into the ventrolateral white matter. Mice were sutured and kept in a warm chamber during recovery. Mice were perfused at 4 day-post-lesion (4dpl), 7dpl, 14dpl, or 21dpl. For RNA-sequencing, control and lesioned fresh spinal cord tissue samples were collected at 4dpl. After mechanical dissociation, they were incubated in enzymatic dissociation medium containing papain (30 μg/ml in DMEM-Glutamax) and supplemented with 0.24 μg/ml L-cystein and 40 μg/ml DNase I. Dissociated samples were layered over a pre-formed Percoll density gradient and centrifuged for 15 min, to discard blood vessels, and enrich for oligodendroglial cell populations. Cells were washed twice in PBS 1X (PBS 10X, Invitrogen), then the dry cell pellets were frozen at −80 °C, and used for RNA extraction.

### Tamoxifen injections

4-Hydroxytamoxifen (Sigma-Aldrich, T56-48) was dissolved at 40 mg/ml in 10% ethanol and 90% corn oil (Sigma-Aldrich, C8267) for 4 h at 37 °C with rotation, and 10 mg were administered by gavage to each mouse at days 1, 3, and 5 before lysolecithin injection. Mice were perfused at 14dpl (day 25 from the first tamoxifen administration).

### Cell sorting

Oligodendrocyte progenitor cells were isolated from post-natal day 5 (P5), P60 and P540 from *Pdgfra-H2BEGFP* brains^44^, oligodendrocytes were sorted from P60 *Plp-EGFP* brains^44^, using fluorescence-activated cell sorting as described previously^38^. Tissue was dissected in HBSS 1X (HBSS 10X (Invitrogen), 0.01 M HEPES buffer, 0.75% sodium bicarbonate (Invitrogen), and 1% penicillin/streptomycin) and mechanically dissociated. After an enzymatic dissociation step using papain (30 μg/ml in DMEM-Glutamax, with 0.24 μg/ml L-cysteine and 40 μg/ml DNase I), samples were layered over a pre-formed Percoll density gradient and then centrifuged for 15 min. Cells were then collected and stained with propidium iodide (PI) for 2 min at room temperature (RT). In a second step, GFP-positive and PI-negative cells were sorted by fluorescence-activated cell sorting (FACS; Aria, Becton Dickinson) and collected in pure fetal bovine serum. For RNA/DNA extraction, cells were washed twice in PBS 1X (PBS 10X, Invitrogen), then the dry cell pellets were frozen at −80 °C. For immunocytochemistry, cells were washed once in PBS 1X (PBS 10X, Invitrogen), then plated and maintained in Bottenstein and Sato medium (without growth or differentiation factors)^38^ for 12 h before fixation.

### Western blot

Mice of either sex were sacrificed at P14 or P60 and spinal cords were immediately processed for protein extraction. Protein lysates (50 μg) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) and transferred onto a PolyVinylidene DiFluoride (PVDF) (Millipore, Billerica, MA, USA) membrane using a buffer containing 25 mM Tris base, pH 8.3, 192 mM glycine, 20% (vol/vol) methanol for 1 h at 100 V at 4 °C. Membranes were blocked for 1 h in 10% Milk/0.1% Tween/TBS, then incubated overnight at 4 °C with the primary antibody diluted 1:1000 in 5% BSA/ 0.02% sodium azide/0.1% Tween/TBS. Antibodies used are: mouse anti-CNPase (Sternberger Inc., SMI-91, 1:5,000), mouse anti-MBP (Millipore, SMI-99, 1:5,000), mouse anti-GAPDH (Abcam, ab8245, 1:5,000). After rinsing with 0.1% Tween/TBS, membranes were incubated 2 h at room temperature with the secondary light-chain specific antibody (goat anti-mouse IgG, Jackson Immunoresearch, 115-035-174, 1:10,000) in 10% Milk/0.1% Tween/TBS. After rinsing, membranes were incubated with ECL (Amersham) for 3 min and then revealed. Quantification was carried out on three biological replicates per genotype, using ImageJ. Protein expressions were normalized to GAPDH expression, then compared to their respective expression levels in control samples. Uncropped gels are shown in Supplementary Fig. 9.

### Single-cell C1 capture and biomark

For each age, sorted single-cells were directly captured on a freshly primed C1 integrated fluidic circuit (IFC) plate (10–17 μm diameter cells). Each plate was examined under a fluorescent microscope to identify single-cell and GFP + slots. RNA and cDNA were prepared using the C1 PreAmp protocol. P5, P60, and P540 single-cell and bulk samples were then harvested and combined on two 96 × 96 dynamic arrays IFC for C1 Biomark. The gene expression of 93 transcripts and 3 controls were analyzed on each of the 188 single-cell samples at the ages analyzed (P5: *n* = 61, P60: *n* = 76, P540: *n* = 51), 3 bulk samples and 1 negative bulk sample. C1 R package was used to analyze the normalized data and evaluate log2 Expression, derived from each Ct, using an ANOVA statistical test.

The primers used for the Biomark study are listed in Supplementary Table 2.

### DNA and RNA extraction

DNA and RNA from FAC-sorted cells were isolated simultaneously from the same cell pellet using an AllPrep DNA/RNA Micro Kit (Qiagen) with on-column DNase treatment during the RNA isolation. Cortical and spinal cord tissues RNA were isolated from three biological replicates for each age and condition using TRIzol (Invitrogen) extraction and isopropanol precipitation. RNA samples were resuspended in water and further purified with RNeasy columns with on-column DNase treatment (Qiagen). RNA purity was assessed by measuring the A260/A280 ratio using a NanoDrop, and RNA quality checked using an Agilent 2100 Bioanalyzer (Agilent Technologies). DNA quality was checked using a NanoDrop and aQubit Fluorometric quantitation (Thermo Fisher).

### Quantitative real-time PCR

For qRT-PCR, RNA was reverse-transcribed with qScript cDNA Supermix (Quanta) and performed using PerfeCTa SYBR Green FastMix, ROX (Quanta), at the ASRC Epigenomic Core. After normalization to the geometric mean of house-keeping genes, the average values for each transcript were calculated as based on the values obtained in all the samples included for each condition. A two-tailed Student’s test was performed to assess statistical differences between the average values in each group. For overexpression assay, analysis was performed pair-wise for each cell culture replicate. The primers used are listed in Supplementary Table 3.

### RNA-sequencing

For sorted cells, approximately 85 ng of total RNA per sample was used for library construction with the Ultra-Low-RNA-seq RNA Sample Prep Kit (Illumina) and sequenced using the Illumina HiSeq 2500 instrument according to the manufacturer’s instructions for 100 bp paired end read runs. For oligodendroglial-enriched preparations from unlesioned and lesioned tissue, approximately 10 ng of total RNA per sample was used for library construction, using with the Ultra-Low-RNA-seq RNA Sample Prep Kit (Illumina) and then sequenced by the Illumina HiSeq 4000 instrument according to the manufacturer’s instructions for 100 bp paired end read runs. High-quality reads were aligned to the mouse reference genome (mm10), RefSeq exons, splicing junctions, and contamination databases (ribosome and mitochondria sequences) using the Burrows-Wheeler Aligner (BWA) algorithm. Raw counts were generated with the Ensembl GRCm38 release 100, using uniquely aligned reads to exons by the featureCounts tool (subread 2.0.0). The raw read counts were input into DESeq2 v1.28.1^81^, for normalizing the signal for each transcript and to ascertain differential gene expression with associated *p*-values. We used a cut-off of *p*-value < 0.01 and *q*-value < 0.05 to identified differentially expressed genes. For gene ontology analysis, we used GOrilla^82^, Enrichr^83^, and REVIGO^84^. We calculated the *p*-value of the overlapped datasets using Fisher test in R (universe, total number of genes read on our datasets = 15,614). For the RNA-Sequencing from normal adult brains, the overall mapped reads and sample names are listed below. Data deposited in GEO: accession number GSE122446.

**Table:** 

**Sample ID**	**Age**	**Tissue**	**Cell purification**	**Mapped read count**
pdgfra2mn1	P60	Brain	*Pdgfrα-H2BEGFP*	60,867,788
pdgfra2mn2	P60	Brain	*Pdgfrα-H2BEGFP*	57,999,332
pdgfra2mn3	P60	Brain	*Pdgfrα-H2BEGFP*	53,633,707
plp2mn1	P60	Brain	*Plp-EGFP*	51,987,110
plp2mn2	P60	Brain	*Plp-EGFP*	66,149,474
plp2mn3	P60	Brain	*Plp-EGFP*	62,479,413

For the RNA-sequencing data from the spinal cord of wild-type and *Tet1* mutants either unlesioned or after LPC injection, the mapped read counts are listed below. Data deposited in GEO: accession number GSE137611.

**Table:** 

**Sample ID**	**Age**	**Tissue**	**Cell purification**	**Mapped read count**
Tet1Control_SC_1	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	77,725,400
Tet1Control_SC_2	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	62,825,397
Tet1Control_SC_3	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	69,992,533
Tet1Control_LPC_2	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	80,712,352
Tet1Control_LPC_3	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	82,184,360
Tet1Control_LPC_4	P60	*Olig1*^*+/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	60,822,630
Tet1cKO_SC_1	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	66,951,326
Tet1cKO_SC_3	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	71,967,927
Tet1cKO_SC_4	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ control spinal cord	Percoll gradient	61,103,989
Tet1cKO_LPC_1	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	60,348,900
Tet1cKO_LPC_2	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	56,857,377
Tet1cKO_LPC_3	P60	*Olig1*^*cre/+*^*;Tet1*^*fl/fl*^ 4dpl spinal cord	Percoll gradient	78,129,031

### Reduced Representation Hydroxymethylation Profiling (RRHP)

RRHP libraries were prepared from 200 ng input DNA per biological replicate, according to the manufacturer protocol (ZymoResearch, D5440)^85,86^. The raw sequencing reads were aligned to the mouse reference genome (mm10). DNA hydroxymethylation levels were calculated as the relative ratio of cytosine reads for each individual CpG site, for each sample, compared to all the replicates. Determination of differential hydroxymethylation was performed at the single base level, using only CpG dinucleotides. Differentially hydroxymethylated CpGs were selected at a *q*-value < 0.05. Differentially hydroxymethylated regions (DMR) were defined by 2 kb genomic regions containing at least 2 concordantly hydroxymethylated CpGs (in the same direction). Genes with differentially hydroxymethylated CpGs (*q*-value < 0.05) were compared to differentially expressed genes (*p*-value < 0.01 and *q*-value < 0.05) to generate a scatterplot using smoothScatter in R. For the gene region analysis, all the sites that fell within a gene body were linked to that given gene, and a table of pairs of RRHP sites and genes was produced. The same was done for the promoter analysis, but instead of gene bodies, a flanking region of 2 kb upstream from the gene’s transcription start site to 500 bp downstream from the TSS was used as the region for pairing. All the RRHP data from the above samples have been deposited in GEO: accession number GSE122446.

**Table:** 

**Sample ID**	**Age**	**Tissue**	**Cell purification**	**RRHP read count**	**Unique CpGs**
pdgfra2mn1	P60	Brain	*Pdgfrα-EGFP*	13,886,881	980,401
pdgfra2mn2	P60	Brain	*Pdgfrα-EGFP*	16,214,208	1,005,400
pdgfra2mn3	P60	Brain	*Pdgfrα-EGFP*	24,034,708	1,111,395
plp2mn1	P60	Brain	*Plp-EGFP*	37,707,720	1,295,473
plp2mn2	P60	Brain	*Plp-EGFP*	21,883,753	1,103,851
plp2mn3	P60	Brain	*Plp-EGFP*	35,946,466	1,270,551

### Mixed neuron-glia myelinating cultures

Forebrains were removed from 15-day mouse fetuses, dissociated first mechanically and then enzymatically with 0.05% Trypsin in HBSS 1X for 15mn at 37 °C. Cells were washed and filtered gently through nylon mesh (63 µm pores). The pellet was suspended in DMEM/10% FBS. Cells were plated on poly-L-Lysine coated glass coverslip. The culture medium consisted of Bottenstein and Sato medium supplemented with 1% FBS, 1%penicillin/streptomycin solution, PDGF-AA (10 ng/ml), with addition of T3 hormone (45 nM) after the third day in culture, to induce differentiation.

### Primary oligodendrocyte progenitor cultures and overexpression studies

Mouse OPCs were isolated from the brain of P7 mice through immunopanning with a rat anti-mouse CD140a antibody (BD Biosciences, 558774), recognizing PDGFRα^87^. Cells were plated in 10-cm dishes and kept proliferating in PDGF-AA (10 ng/ml) and bFGF (20 ng/ml). The catalytic domain of human TET1 (hTET1-CD) was amplified from a template plasmid, pIRES-hrGFP II-TET1_CD (RRID:Addgene_853570)^88^, and then sub-cloned into the linearized lentiviral vector, pScalps_Puro (RRID:Addgene_99636)^89^, by using In-Fusion cloning system (Takara Bio). The empty lenviral backbone was used as negative control (CTRL). OPCs were transfected with 10 μL of CTRL or hTET1-CD lentivirus overnight. After 24 h, media was changed and cells were maintained in proliferative media for 5 days before fixation for immunocytochemistry or collection for qRT-PCR.

### Immunocytochemistry

After fixation, cells were incubated in blocking buffer (10% normal goat serum in PBS/Triton 0.3%) for 1 h at room temperature and then incubated overnight at 4 °C with the primary antibodies diluted in the same blocking buffer. Cells were incubated with the appropriate Alexa Fluor conjugated secondary antibodies for 1 h at room temperature, then mounted using Fluoromount-G with DAPI.

#### Primary antibodies used for immunocytochemistry

Primary antibodies used for immunocytochemistry were rat anti-NFM-H (Millipore, MAB5448, 1:500), rabbit anti-NG2 (Millipore, AB5320, 1:200), mouse anti-SLC12A2 (DSHB, T4, 1:100), rat anti-PDGFRα (Millipore, CBL1366, 1:800), rat anti-MBP (Abd Serotec, MCA095, 1:200), mouse anti-MOG (Millipore, MAB5680, 1:500), mouse anti-OLIG2 (Millipore, MABN50, 1:200), rabbit anti-TET1 (Novus Biologicals, NBP1-78966, 1:100).

#### Secondary antibodies used for immunocytochemistry

Secondary antibodies used for immunocytochemistry were goat anti-rat (IgG 647, Life Technologies, A21247, 1:1,000), goat anti-mouse (IgG 546, Invitrogen, A11030, 1:,1000), goat anti-rabbit (IgG 488, Invitrogen, A11034, 1:1,000), goat anti-rabbit (IgG 546, Invitrogen, A11035, 1:1,000), goat anti-mouse (IgG 488, Invitrogen, A11029, 1:1,000), goat anti-rat (IgG 555, Invitrogen, A21434, 1:1,000).

### Immunohistochemisty

For immunohistochemistry, animals were perfused with 4% paraformaldehyde and post-fixed overnight in the same solution at 4 °C. Brains and spinal cords were dissected, cryo-protected in sucrose solutions, and frozen embedded in OCT. Immunohistochemistry was performed on 12 μm cryostat sections. For 5mC and 5hmC staining, slides were first permeabilized, denaturalized, and neutralized. Slides were incubated in blocking buffer (5% normal goat serum in PBS/Triton-X100 0.3%) for 1 h at room temperature and then overnight at 4 °C with the primary antibodies diluted in a similar blocking buffer (5% normal goat serum in PBS/Triton-X100 0.3%). After rinsing with PBS 1X, sections were incubated with the Alexa Fluor secondary antibodies and then washed with PBS 1X. Stained tissue were cover-slipped in DAPI Fluoromount G mounting medium (Thermo Fisher) and examined on a Zeiss LSM800 Fluorescence Microscope. For 5mC and 5hmC quantifications, the 5mC and 5hmC immunoreactivity of each antibody per nuclear area (pixel/µm^2^) was quantified for at least 50 OLIG2 + cells in each technical replicate. We used three technical replicates per biological conditions/ages. Cells were qualified as low (<5 pixel/µm^2^), medium (5–10 pixel/µm^2^) or high (>10 pixel/µm^2^) immunoreactivity relative to OLIG2 nuclear intensity.

#### Primary antibodies used for immunohistochemistry

Primary antibodies used for immunohistochemistry were Fluoromyelin Green Fluorescent Myelin Stain (Invitrogen, F34651, 1:300), mouse anti-5mC (Abcam, ab10805, 1:200), rabbit anti-5hmC (Active Motif, 39769, 1:200), mouse anti-CC1 (Millipore, OP80, 1:200), rat anti-MBP (Abd Serotec, MCA095, 1:200), mouse anti-OLIG2 (Millipore, MABN50, 1:500), rabbit anti-OLIG2 (Santa Cruz, sc48817, 1:200), mouse anti-SLC12A2 (DSHB,T4, 1:100), rabbit anti-TET1 (Novus Biologicals, NBP1-78966, 1:100), rabbit anti-TET2 (Epigentek, A-1701, 1:100), rabbit anti-TET3 (Abcam, ab139311, 1:100), rabbit anti-KI67 (Abcam, ab21700, prediluted), mouse anti-GFAP (BioLegend, 644701, 1:200), mouse anti-ISLET1 (Abcam, ab86472, 1:200).

#### Secondary antibodies used for immunohistochemistry

Secondary antibodies used for immunohistochemistry were goat anti-mouse (IgG 488, Invitrogen, A11029, 1:1,000), goat anti-rabbit (IgG 488, Invitrogen, A11034, 1:1,000), goat anti-rabbit (IgG 546, Invitrogen, A11035, 1:1,000), goat anti-mouse (IgG 546, Invitrogen, A11030, 1:,1000), goat anti-rat (IgG 647, Life Technologies, A21247, 1:1,000).

### Electron microscopy

For electron microscopy, animals were perfused at P14 or at P60 at 14dpl or 21dpl with 4% glutaraldehyde in PBS containing 0.4 mM CaCl2 and post-fixed in the same solution at 4 °C. The spinal cord was coronally sliced at 1 mm thickness and treated with 2% osmium tetroxide overnight before being subjected to a standard protocol for epoxy resin embedding. Tissues were sectioned at 1 µm and stained with toluidine blue. Ultrathin sections of the lesion site were cut onto copper grids and stained with uranyl acetate before being examined with a Hitachi H-600 transmission electron microscope. Quantification was performed on 50 nm sections on a minimum of 80 axons per animal, three or four mice for each genotype. G-ratio curves were fit with non-linear regression between control and *Tet1* mutant replicates and slopes compared with sum-of-squares F Test.

### Immunoelectron microscopy

For immunoelectron microscopy, animals were perfused with 4% paraformaldehyde and 0.2% glutaraldehyde in 0.1 M phosphate buffer containing 0.5% NaCl, as previously described^90^. For immunolabeling, optic nerve sections were incubated with mouse anti-SLC12A2 (DSHB, T4, 1:2,000) in blocking buffer, followed by five washes with PBS and 20 min incubation with protein A-gold (10 nm) in blocking buffer.

### Zebrafish live imaging and single cell labeling

Live imaging of the Tg(mbp:EGFP-CAAX) line was carried out using a Zeiss 880 LSM with Airyscan in super-resolution mode, using a 20X objective lens (NA = 0.8). Larvae were embedded in 1.5% low melting point agarose in embryo medium with tricaine. To mosaically label individual oligodendrocytes in *slc12a2b*^*ue58*^ mutants and siblings, we injected one-cell staged embryos with 1 nl of a solution containing 10 ng/µl pTol2-mbp:memScarlet plasmid DNA and 25 ng/µl tol2 transposase mRNA.

### Quantification and statistical analysis

Image acquisition was performed on a Zeiss LSM800 Fluorescence Microscope, using ZEN software. Images were analyzed with Fiji-Image J (RRID:SCR_003070). All statistical analyses were done using GraphPad Prism (GraphPad Software, Inc, RRID:SCR_002798). Unpaired Student’s *t* test two-tailed was used for every two datasets with equal variances and for which data follow a normal distribution. One-way and two-way ANOVA was used to compare three or more sets of data. For all graphs, error bars are mean ± SEM. For all quantifications, *n* = 3–7 mice were examined (3–6 images were analyzed and averaged per mouse, for each staining). All statistical details for each graph can be found in the figure legends. qRT-PCR on tissues and single-cells have been replicated twice in independent experiments. All immunostaining on P14 Tet1 mutants and quantifications have been duplicated and evaluated by two independent investigators^45,91–93^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

All data supporting the findings of this study are provided within the paper and its supplementary information. A source data file is provided with this paper. RNA sequencing and Reduced Representation Hydroxymethylation Profiling data from wild-type adult mice have been deposited in NCBI’s Gene Expression Omnibus Series accession number GSE122446. RNA sequencing from wild-type and *Tet1* mutants during myelin repair accession number GSE137611. Previously published and deposited data used in this study: GSE48872. Lineage specific genes were exported for these microarray data and organized using hierarchical clustering on Multi-experiment Viewer. Further information and requests for resources and reagents should be directed to and will be fulfilled by Dr. Patrizia Casaccia. N.A. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TET1-mediated DNA hydroxymethylation regulates adult remyelination in mice
**Source:** Nat Commun. 2021 Jun 7;12:3359. doi: 10.1038/s41467-021-23735-3
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### TET1-mediated DNA hydroxymethylation regulates adult remyelination in mice

Sarah Moyon<sup>1,#</sup>, Rebecca Frawley<sup>1</sup>, Damien Marechal<sup>1</sup>, Dennis Huang<sup>1</sup>, Katy LH Marshall-Phelps<sup>3</sup>, Linde Kegel<sup>3</sup>, Sunniva MK Bøstrand<sup>3</sup>, Boguslaw Sadowski<sup>4,5,6</sup>, Yong-Hui Jiang<sup>7</sup>, David Lyons<sup>3</sup>, Wiebke Möbius<sup>4,5,6</sup> and Patrizia Casaccia<sup>1,2,#</sup>

**Supplementary Table 1**

|               |             |             |             |                 |             |             |             |
|---------------|-------------|-------------|-------------|-----------------|-------------|-------------|-------------|
| <i>Mtmr4</i>  | 0.812348998 | 0.001820032 | 0.014690033 | <i>Zfp91</i>    | 0.625054636 | 0.000211932 | 0.002793689 |
| <i>Mtmr6</i>  | 0.636966781 | 0.009186615 | 0.048806797 | <i>Zfp933</i>   | 1.352761898 | 8.47E-10    | 6.73E-08    |
| <i>Mtmr9</i>  | 0.62231432  | 0.006203515 | 0.036633876 | <i>Zfp943</i>   | 0.527813954 | 0.002208215 | 0.01690487  |
| <i>Mtor</i>   | 0.748592671 | 0.000655819 | 0.0067544   | <i>Zfp953</i>   | 0.867619616 | 0.001906639 | 0.015181636 |
| <i>Mtrex</i>  | 0.75981622  | 0.00139274  | 0.012010479 | <i>Zfp955b</i>  | 0.560194647 | 0.002471652 | 0.018365425 |
| <i>Mturn</i>  | 1.228648765 | 7.83E-06    | 0.000193456 | <i>Zfp960</i>   | 1.574405535 | 0.000877611 | 0.008499731 |
| <i>Mtus1</i>  | 0.832543119 | 0.002369998 | 0.017827326 | <i>Zfp979</i>   | 1.622243211 | 0.001107061 | 0.010203202 |
| <i>Mxd1</i>   | 0.486586727 | 0.000537955 | 0.005790984 | <i>Zfp992</i>   | 3.974343692 | 2.81E-12    | 3.45E-10    |
| <i>Mxi1</i>   | 0.516856898 | 0.003369209 | 0.023150913 | <i>Zfx</i>      | 0.744334256 | 0.000641617 | 0.006634899 |
| <i>Myh14</i>  | 0.778467727 | 0.00309463  | 0.021786885 | <i>Zfyve1</i>   | 0.478671111 | 0.006830571 | 0.039269548 |
| <i>Myh3</i>   | 2.269862668 | 0.000140678 | 0.002022237 | <i>Zfyve26</i>  | 0.766179081 | 2.47E-05    | 0.000499516 |
| <i>Myh9</i>   | 0.892953583 | 3.84E-05    | 0.000714159 | <i>Zfyve27</i>  | 0.469254717 | 0.001432483 | 0.012280373 |
| <i>Myo18a</i> | 0.837037062 | 0.000453644 | 0.005075953 | <i>Zhx1</i>     | 1.010792441 | 0.001353351 | 0.011802372 |
| <i>Myo1e</i>  | 0.912610495 | 0.002909548 | 0.02079569  | <i>Zik1</i>     | 0.954791517 | 0.002546946 | 0.018762638 |
| <i>Myo6</i>   | 0.645779715 | 0.000154296 | 0.002186394 | <i>Zkscan1</i>  | 1.110999075 | 2.74E-08    | 1.55E-06    |
| <i>Myorg</i>  | 0.691042804 | 0.008093329 | 0.044720316 | <i>Zkscan17</i> | 0.626678843 | 0.00226243  | 0.017182286 |
| <i>Myrf</i>   | 0.865370512 | 7.22E-06    | 0.000181667 | <i>Zkscan5</i>  | 0.579790523 | 0.001668962 | 0.013788628 |
| <i>N4bp2</i>  | 0.676485261 | 0.007532815 | 0.042215475 | <i>Zkscan8</i>  | 1.037881533 | 1.33E-07    | 6.08E-06    |
| <i>Naa15</i>  | 0.615593222 | 0.000525493 | 0.005696481 | <i>Zmiz1</i>    | 0.788524659 | 0.007860986 | 0.043666243 |
| <i>Naa30</i>  | 0.70811594  | 0.000194001 | 0.002617555 | <i>Zmym2</i>    | 0.702016667 | 0.001534122 | 0.012980981 |
| <i>Nab1</i>   | 0.924806095 | 0.000330547 | 0.003954364 | <i>Zmym4</i>    | 0.708902681 | 0.000674546 | 0.006892398 |
| <i>Nacad</i>  | 0.749871723 | 0.004398556 | 0.028309809 | <i>Znfx1</i>    | 0.907479835 | 1.84E-05    | 0.000392443 |
| <i>Nacc1</i>  | 0.855424148 | 6.52E-06    | 0.00016901  | <i>Zpld1</i>    | 7.352414438 | 5.52E-06    | 0.000146844 |
| <i>Nacc2</i>  | 0.621977738 | 0.003976657 | 0.026219307 | <i>Zranb3</i>   | 0.736608283 | 0.004093057 | 0.026799812 |
| <i>Nadk</i>   | 0.579630972 | 0.002668385 | 0.019467576 | <i>Zrsr1</i>    | 3.008359648 | 4.42E-49    | 7.60E-46    |
| <i>Nalcn</i>  | 0.734565348 | 0.004278798 | 0.027766067 | <i>Zswim4</i>   | 0.553749786 | 0.009223506 | 0.048892858 |
| <i>Nbas</i>   | 0.986273116 | 2.36E-10    | 2.14E-08    | <i>Zswim5</i>   | 0.792789322 | 0.001975936 | 0.015595458 |
| <i>Nbr1</i>   | 1.017684202 | 3.56E-07    | 1.45E-05    | <i>Zyg11b</i>   | 1.017152454 | 4.65E-07    | 1.82E-05    |
| <i>Ncam1</i>  | 0.655126993 | 0.000110482 | 0.001673425 | <i>Zzz3</i>     | 0.965643376 | 0.003248626 | 0.022535331 |

**Supplementary Table 1.** List of 1,726 gene transcripts upregulated in adult OLs compared to adult OPCs (log2Foldchange in aOLs compared to aOPCs reported the second column, cut-off pvalue < 0.01 and qvalue < 0.05) and with at least one hyper-hydroxymethylated CpG at the promoter or gene region. Solute carrier family members genes are highlighted (bold typo, grey background cell).

**Supplementary Table 2**

| Gene                 | Forward primer          | Reverse primer          |
|----------------------|-------------------------|-------------------------|
| <b><i>Abtb2</i></b>  | ACCGAGTCCATGGAAATCCC    | CAGGGCATCTAGCTGGAACA    |
| <b><i>Adam17</i></b> | CTGCTTCCAAAAGGGCTCATA   | AGGTTTCAGCTCGTCTCTTCA   |
| <b><i>App</i></b>    | GAACCTTGCCCAAAGCTGACAA  | ATTGGCTGCTTCCTGTTCCA    |
| <b><i>Celsr2</i></b> | AGCAATGACTGGGACAGCTA    | TGGGTTTCAGGTCACACACA    |
| <b><i>Chd4</i></b>   | GCAGACAGCAGTCTTCCTCTA   | GACAGAGGAGCGCTCACTAA    |
| <b><i>Clic5</i></b>  | ACGGACTCAGCGACAACCTAA   | ACAGTTGCCAATGCTTTCCC    |
| <b><i>Cpd</i></b>    | TGATAACCCAGGTGTCCATGAA  | AGCTCTCTTCCAACCACTTCA   |
| <b><i>CSPG4</i></b>  | GCAGAGGAGGTCTTGGTGAA    | GAGGACATCTCGTGCTCATACA  |
| <b><i>Dlg2</i></b>   | GGTCCCTTCGAACCAATCAGAA  | CCACTGTCCTTGCTCTTGTC    |
| <b><i>Dnmt1</i></b>  | AGCCATTGGCCTGGAGATTA    | GCAGCCTCCTCTTTTGCTTTA   |
| <b><i>Dnmt3a</i></b> | CGCCAGAAGTGCAGAAACA     | AATGAAGAGTGGGTGCTCCA    |
| <b><i>Elf1</i></b>   | CCAGAGCAGCGCAAGAGAAA    | TTGGTGTAGTCGTCGGGGAA    |
| <b><i>Enpp6</i></b>  | AGCCAGGAGGAAAGTCTACA    | GGCAGTAAGTTGGTCTGACA    |
| <b><i>Ezh1</i></b>   | TCTGGGGACAAAGACATGCA    | GCTCATCTGTTGGCAGCTTTA   |
| <b><i>Gapdh</i></b>  | CAAGGTCATCCCAGAGCTGAA   | CAGATCCACGACGGACACA     |
| <b><i>Gnptab</i></b> | AGAACACAACCGAACCGACAA   | AGCATGGGCACCTTAATGCA    |
| <b><i>Gpr17</i></b>  | CCCAGTCTCCTGTCCTTTCC    | GTAGGGCTGCCTCCAGAC      |
| <b><i>Gpr37</i></b>  | CCTGCAAGATCGTGCCCTATA   | ACAGTGCACATAAGGTGAAGGTA |
| <b><i>Hdac1</i></b>  | CCGAAGAGAGTGGGGATGAAG   | TCACAGGCAATGCGTTTGTC    |
| <b><i>Heg1</i></b>   | GCCCGGTTATATCCGAACCTACA | CAGGGCAAAGGTGGTTTTCA    |
| <b><i>Hes5</i></b>   | AAGAGCCTGCACCAGGACTA    | GTGCAGGGTCAGGAAGTGTAC   |
| <b><i>Hipk3</i></b>  | CGGTTGTGGAGATGCTTTTCA   | GTTTACCATGTGCTGCAGGAA   |
| <b><i>Id2</i></b>    | ACCCTGAACACGGACATCA     | TCGACATAAGCTCAGAAGGGAA  |
| <b><i>Id4</i></b>    | CACTCACC GCGCTCAAC      | CGGCAGAGAATGCTGTCAC     |
| <b><i>Igf2r</i></b>  | TCAACGATTCTGCTCAAGGAC   | CAGGCATTGCACCACAGATA    |
| <b><i>Il17rb</i></b> | TGGCAGCTGGGATCTACCTAA   | GGCAGGAGCATGGTGGAATA    |
| <b><i>Kcna6</i></b>  | CTAGCATCCCAGAGGAGCAA    | TCGGGTACTCTTTGGATGCA    |
| <b><i>Lpin1</i></b>  | CTCTCTTGTCACACGTCAGCTA  | ATCATTGGGGCCGTTCTTCA    |
| <b><i>Mag</i></b>    | CAGAGAGCCACTGCCTTCAA    | CTGCACAGTGTGACTCCAGAA   |
| <b><i>Mbp</i></b>    | CCCTCACAGCGATCCAAGTA    | CTCTGTGCCTTGGGAGGAA     |
| <b><i>Mfsd6</i></b>  | TTCTCCTCTTTGCCCTGATCC   | TGGGATCCTTTCTGCCAACA    |
| <b><i>Mobp</i></b>   | CAGGCTCTCCAAGAACCAGAA   | TCACGCTTGAGATTGAGGAA    |
| <b><i>Mog</i></b>    | ACACCTGCTTCTTCAGAGACC   | CCGGGGTTGACCCAATAGAA    |
| <b><i>Mtmr10</i></b> | AAGTACCCGGTGGTTAGAGTAC  | GAGACGCTGGCTTTCAAGAA    |
| <b><i>Myrf</i></b>   | GCTGGAGAATTCCATGCCTA    | ACAGGGATGTGGTAGGTGAA    |
| <b><i>Ncoa2</i></b>  | GTGTCATCGACAAGGATGCA    | CCTTCCAGGTTACAACGAA     |
| <b><i>Ndr1</i></b>   | ACATGAACCCGAGCAACCTA    | CATTGGCCGCTCAATCTCC     |
| <b><i>Ndr2</i></b>   | CAAGCTGACAGAGGCTTTCAA   | ATAGGCGAGTCATGCAGGAA    |
| <b><i>NKX2-2</i></b> | CCAGCCTCATCCGTCTCA      | CGGGCACGTTTCATCTTGTA    |
| <b><i>Olig1</i></b>  | CTGTATGAGCTGGTGGGTTACA  | GAGAAGGGATGCGGTGGAA     |
| <b><i>Olig2</i></b>  | CTGGCGCGAAACTACATCC     | CCCCGTAGATCTCGCTCAC     |

|                 |                           |                          |
|-----------------|---------------------------|--------------------------|
| <b>Opalin</b>   | GATCCAGCGAAGAAGAACCA      | TGGGATTGTCATAGAGTTCTGAAA |
| <b>Pcdh1</b>    | GAAGCCGAGCTGTCTGAGAA      | GCACCTTGGTCTGAGTCGTTA    |
| <b>Pcdh9</b>    | TTAAGTTGGTGCCCCCTCTCA     | CTGCATTCAATTCCGGTGTCA    |
| <b>Pcdhb11</b>  | TGGCCACCTGATGGATGTTA      | CTCACCAGTCCTAGAGTCTCC    |
| <b>Pcdhb15</b>  | TGCTGCTGTTCTGTTGGAGTA     | GTGTTCTTCAGGCACAAAGCA    |
| <b>Pcdhb2</b>   | CAATGCCCCGGTGTTTTCAA      | AGTAGCAACCTGGGATCCAAC    |
| <b>Pcdhb20</b>  | GGTGTGTTTCACAGGAGGTAC     | ATCAGGGTCATGGAGCTGAA     |
| <b>Pcdhb22</b>  | TCGCTCACCAATCCAATCCC      | TCCAGAGTCTCGGTCTCGAA     |
| <b>Pcdhga12</b> | GAATGACAACGTCCCCGAAA      | GTGCTAGCTCCACTCCAGTA     |
| <b>Pcdhga4</b>  | ATCCTGGCTGATCTGGTCAA      | ACAGCTACCACCAGGTACAA     |
| <b>Pcdhga5</b>  | AGCCACTGTCACTACTACTA      | CAGTGTGTTGTGGTTGCCTA     |
| <b>Pcdhga8</b>  | TGCAGACATGCTCATTAACCA     | CTTGAGAGAAACGCCAGTCA     |
| <b>Pcdhgb1</b>  | GTGTTTCAGCCAGGACACTTAC    | GCTGTCACTTGCAGCACTAA     |
| <b>Pcdhgb4</b>  | TGAGCAGAACCCGGAATACA      | AGGTGACACTTGAGCTGGAA     |
| <b>Pcdhgb8</b>  | GTGAGTGTCTGCTGAGGAGAA     | GGTCTCTGGGCTTGAGAGAAA    |
| <b>Pdgfra</b>   | CAAAGGGAGGACGTTCAAGAC     | TGCGTCCATCTCCAGATTCA     |
| <b>Pja2</b>     | TGGCACTAGAAGAGCGCTTA      | ATTGGCCACCTCAACGTCTA     |
| <b>Plp1</b>     | TGTGGACATGAAGCTCTCAC      | AGAGGCAGTTCCATAGATGACA   |
| <b>Ptpre</b>    | CGATCCGAAAGTTCTGCATCC     | GTGAAGTGCAGCTGTGAGAC     |
| <b>Scd1</b>     | AGGCCTGTACGGGATCATAC      | AGCGCTGGTCATGTAGTAGAA    |
| <b>Sft2d2</b>   | GAAGCGCATGTTTGAGCCTA      | CAGAACACAGGGTAAGTGCAAA   |
| <b>Shroom2</b>  | AAGTCCCCTTACCCAGAGTCA     | AATTGGTGGCCAAGGACACA     |
| <b>Slc12a2</b>  | AGGAGCATTCAAGCACAGCTA     | CCATATACAGAGCACTGGACACA  |
| <b>Slc12a6</b>  | GCATATGCGGCTGTCCAAAA      | ATGCTGGTCAAGCGTAGCA      |
| <b>Slc22a23</b> | CGCACTGGTCTCATCCAAAA      | AGCGATATGGACTTTCCAGGTA   |
| <b>Slc27a1</b>  | GACCACCGGGCTTCCTA         | CTGTAGGAATGGTGGCCAAA     |
| <b>Slc30a2</b>  | ACTGGTGGCAGCCTATATCA      | CCCAAGACCAGGATGGAGAA     |
| <b>Slc30a7</b>  | CGGATTGGCAGCTTCTGTTA      | AGCCAGGACTTCTGCTCTAA     |
| <b>Slc35e1</b>  | CCATTCTGGGTGTCTTCCTGTA    | GTCTGACGTGGAGATGGGAA     |
| <b>Slc38a2</b>  | TTGCAGGCCACGCTATTTCA      | CGGGATGGCAGACAAAGGAA     |
| <b>Slc39a9</b>  | GCCCAGCAGTTCCAAAATCA      | TGCTGCTCCCAAAGCTACA      |
| <b>Slc5a3</b>   | CGCTACGAGTTGGCTTTGATT     | GTTGCAGCTAAGTCTAGTGAAGC  |
| <b>Slc6a1</b>   | CTACCTGATTGGCCTGTCTAACA   | TGCCGCTGGCAGAGTAATAA     |
| <b>Slc9a6</b>   | ACGCTGTTACCTTCCAGAA       | TGGCAGCTCTTCCCAAGAAA     |
| <b>Sox10</b>    | ACCAGTACCCTCACCTCCA       | GCGCTTGTCACCTTTCGTTCA    |
| <b>Sox5</b>     | CTCTGTCCCGGCAGCATTAA      | TCTTGGATTGCCTTGGTGACA    |
| <b>Sox6</b>     | TCTGGACTCAGCCCTTTACA      | CATCTTTGCTCCAGGTGACA     |
| <b>Tcf7l2</b>   | GCACCGTAGGACAAATCCC       | TCCTGTCTGATTGGGTACA      |
| <b>Tet1</b>     | AGATGGCTCCAGTTGCTTATCA    | ACGCCCTCTTCATTTCCAA      |
| <b>Tet2</b>     | CTACATGGAGCTGAGCCAAA      | TTGGAGCAATGACAGTAGCC     |
| <b>Tet3</b>     | ACGCCAGAGAAGATCAAGCA      | GACAATCCACCCTTCAGAGACA   |
| <b>Thrap3</b>   | GAGGAAATGAACAAGAAGCAGCTAA | AGGTTCCCGTGGACTTTTCA     |
| <b>Tmed8</b>    | TGGCTTCTGCTTCTGATCCA      | CCTTACTCGCTGGAGATACCA    |
| <b>Uhrf1bp1</b> | TGGGACTCTGGCAGTTTCTAC     | CCTGATGGGGTTGGTCTTCA     |

|                      |                        |                           |
|----------------------|------------------------|---------------------------|
| <b><i>Usp6nl</i></b> | TGGGCTCTTCTTCTTGAGATCC | ACCCCGTGCTCTGTGTTTTA      |
| <b><i>Wdr33</i></b>  | CAGGCACATAAGGAGGCGATTA | CCGTCATCAGAGCATGTAGCA     |
| <b><i>Wdr81</i></b>  | CGCCTGCTGACATCTTGTTA   | CATTCACTGGAGGGGTGTCA      |
| <b><i>Yipf6</i></b>  | CCTGTGGGGGCCATTGATAC   | CCGCCATCATTCTTCCCATCA     |
| <b><i>Yy1</i></b>    | CAAGAACAATAGCTTGCCCTCA | GGTGTGCAGATGCTTTCTCA      |
| <b><i>Zbtb41</i></b> | ATCCCGGTTTGCACGGTTA    | TGAACTGACGACCACATATACACA  |
| <b><i>Zdhhc2</i></b> | CTGCCTTTTCATTGCTGCTACC | TTGGCTTGAGTATCAGGCAGAC    |
| <b><i>Zfp319</i></b> | GGAATAAAGAGGCGGCAGAGAA | CAGGGTCCTGGCAATGCTAA      |
| <b><i>Zfp507</i></b> | GGAACCACAGACGAGTCCATAA | GCTGCACACATACCCACAC       |
| <b><i>Zfp84</i></b>  | CCTGGATAGTGGAGCAAGCA   | AGGCAAGAACTACCAACTCTTTCTA |
| <b><i>Znfx1</i></b>  | CGGCTGGTAAAAGTGAACATCC | CAAAAGGCGGGCGATTTC        |

**Supplementary Table 2.** List of primers used for the Biomark study.

**Supplementary Table 3**

| Gene                  | Forward primer          | Reverse primer         |
|-----------------------|-------------------------|------------------------|
| <b><i>Gapdh</i></b>   | ACCCAGAAGACTGTGGATGG    | CACATTGGGGGTAGGAACAC   |
| <b><i>Pja2</i></b>    | GCCTTGCCATCACTTCTTTC    | GCAGATGCGTCAATAACTGC   |
| <b><i>Slc12a2</i></b> | TTCCGCGTGAACTTCGTGG     | TTGGTGTGGGTGTCATAGTAGT |
| <b><i>Tet1</i></b>    | GAAGATAGTGTTTCAGGGGGAAG | TACACGCTCACGAACCAAAC   |
| <b><i>Wdr33</i></b>   | TGATCTGGTCCCACCAATAG    | TGACCAATCGTCTTCCTTCC   |

**Supplementary Table 3.** List of primers used for qRT-PCR.

## Supplementary Figures:

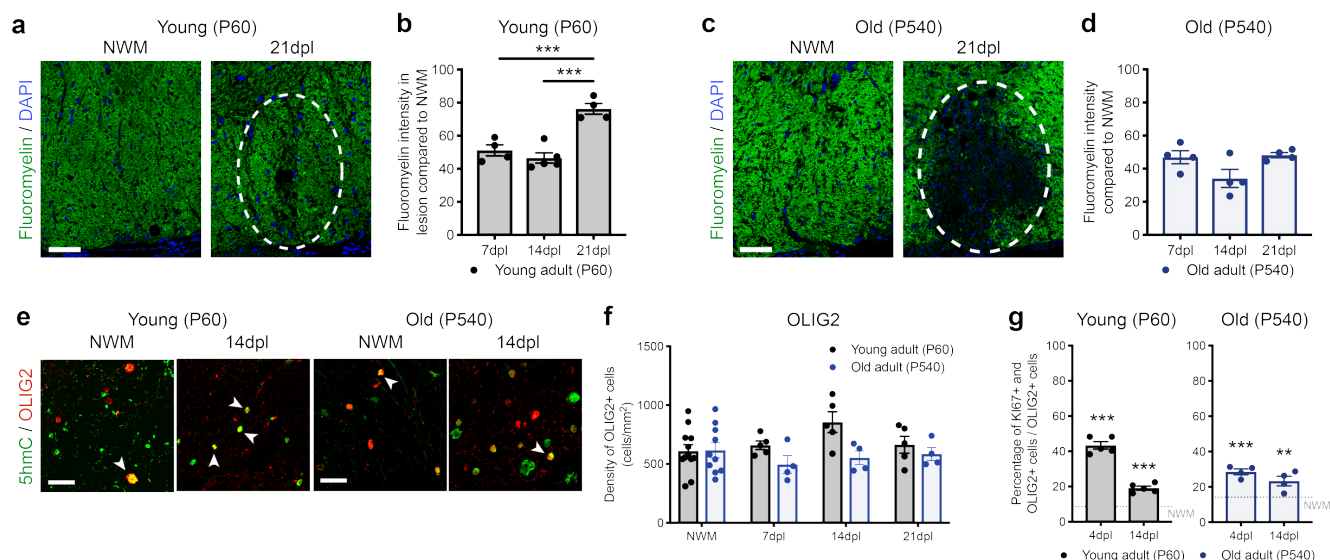

### Supplementary Figure 1. Age-dependent decline of myelin repair after lesion.

(a) Representative confocal image of coronal spinal cord sections from young adult (P60) mice stained for Fluoromyelin (green) and DAPI (blue) as nuclear counterstain. Unlesioned normal white matter (NWM) is shown as comparison for the 21 days post lesion (21dpl) recovery after lysolecithin injection. The white dotted line indicates the average lesion size after lysolecithin injection. Scale bar = 100µm. (b) Quantification of Fluoromyelin intensity measured at the lesion side at several time points after injection (7dpl, 14dpl and 21dpl). Measurements are expressed as percentage, relative to the levels of intensity detected in the unlesioned white matter (NWM). Data represent average Fluoromyelin intensity measures in at least 4 sections/mouse in n=4 mice. Error bars represent SEM (\*\*\*p < 0.001, One-way ANOVA for time). (c) Representative confocal image of coronal spinal cord sections from older mice (P540) mice stained for Fluoromyelin (green) and DAPI (blue) as nuclear counterstain. White dotted line identifies lesion site. Scale bar = 100µm. (d) Quantification of Fluoromyelin intensity measured at the lesion side in at least 4 sections/mouse in n=5 mice, at the indicated time points after injection. Values expressed as percentage, relative to the levels of intensity detected in the unlesioned white matter (NWM). Error bars represent SEM (ns, One-way ANOVA for time). (e) Confocal images of coronal spinal cord sections from young and old mice stained for 5hmC (green) in OLIG2+ (red). Representative stainings in unlesioned (NWM) and lesioned areas after 14 days from injection (14dpl) are shown. White arrowheads indicate OLIG2+ cells with high 5hmC immunoreactivity. Scale bar = 50µm. (f) Quantification of the density of OLIG2+ cells per mm<sup>2</sup> in unlesioned and lesioned areas of the spinal cord of young and old mice. Data represent average number of OLIG2+ cells per mm<sup>2</sup> ± SEM for n=4 young and n=5 old mice (ns, Two-way ANOVA, for age and time after lesion). (g) Quantification of the number of proliferating OLIG2+ cells identified by KI67 immunoreactivity at the indicated time points after lesion. Data are expressed as percentages in lesioned areas, compared to levels in NWM in young and old mice. The dotted line refers to the percentage of proliferating cells in unlesioned white matter at each age and serves as reference. Error bars represent SEM and values represent the average of 3 sections/mouse for n=4 young and n=5 old mice (\*\*p < 0.01 and \*\*\*p < 0.001, One-way ANOVA, factor time).

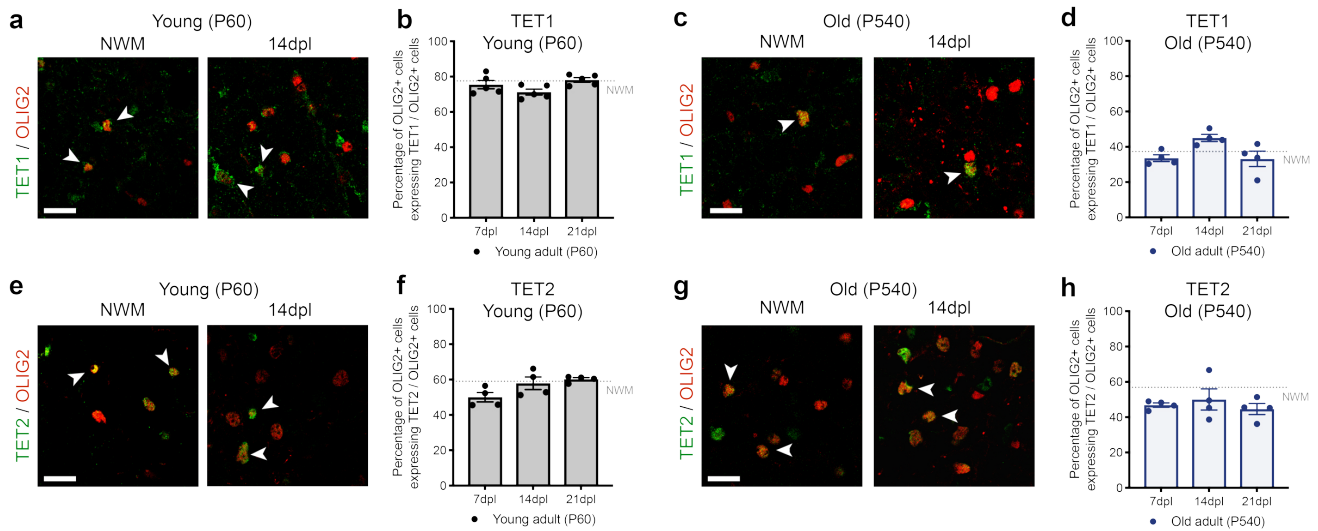

**Supplementary Figure 2. Age-dependent decline of TET1 expression in OLIG2+ cells in the adult spinal cord during myelin repair after lysolecithin-induced demyelination.**

(a) Representative confocal image of coronal spinal cord sections from young adult (P60) mice stained for TET1 (green) and OLIG2 (red). White arrowheads indicate co-labeled cells. Scale bar = 50μm. (b) Data represent the average percentage of TET1 expressing OLIG2+ cells relative to the total population of OLIG2+ cells, in lesioned areas of the spinal cord at 7dpl, 14dpl and 21dpl in young mice. Dotted line refers to the percentage of OLIG2+ cells expressing TET1 in unlesioned tracts. Error bars represent SEM, 3 sections/mouse, n=4 mice (ns, One-way ANOVA, factor time after lesion). (c) Representative confocal image of coronal spinal cord sections from old adult (P540) mice stained for TET1 (green) and OLIG2 (red). White arrowheads indicate co-labeled cells in unlesioned (NWM) and lesioned (14dpl) spinal cord. Scale bar = 50μm. (d) Data represent the average percentage of TET1 expressing OLIG2+ cells relative to the total population of OLIG2+ cells at the indicated time points in old mice. Dotted line refers to the percentage of OLIG2+ cells expressing TET1 in unlesioned tracts. The average was calculated by counting 3 sections/mouse in n=5 mice. Error bar represent SEM (ns, One-way ANOVA, factor time after lesion). (e) Representative confocal image of coronal spinal cord sections from young adult (P60) mice stained for TET2 (green) and OLIG2 (red). White arrowheads indicate co-labeled cells. Scale bar = 50μm. (f) Data represent the average percentage of TET2 expressing OLIG2+ cells relative to the total population of OLIG2+ cells, in lesioned areas of the spinal cord at 7dpl, 14dpl and 21dpl in young mice. Dotted line refers to the percentage of OLIG2+ cells expressing TET2 in unlesioned tracts. Error bars represent SEM, 3 sections/mouse, n=4 mice (ns, One-way ANOVA, factor time after lesion). (g) Representative confocal image of coronal spinal cord sections from old mice (P540) stained for TET2 (green) and OLIG2 (red). Scale bar = 50μm. (h) Data represent the average percentage of TET2 expressing OLIG2+ cells relative to the total population of OLIG2+ cells, in lesioned areas of the spinal cord at 7dpl, 14dpl and 21dpl in old mice. Dotted line refers to the percentage of OLIG2+ cells expressing TET2 in unlesioned tracts. The average was calculated by counting 3 sections/mouse in n=5 mice. Error bar represent SEM (ns, One-way ANOVA, factor time after lesion).

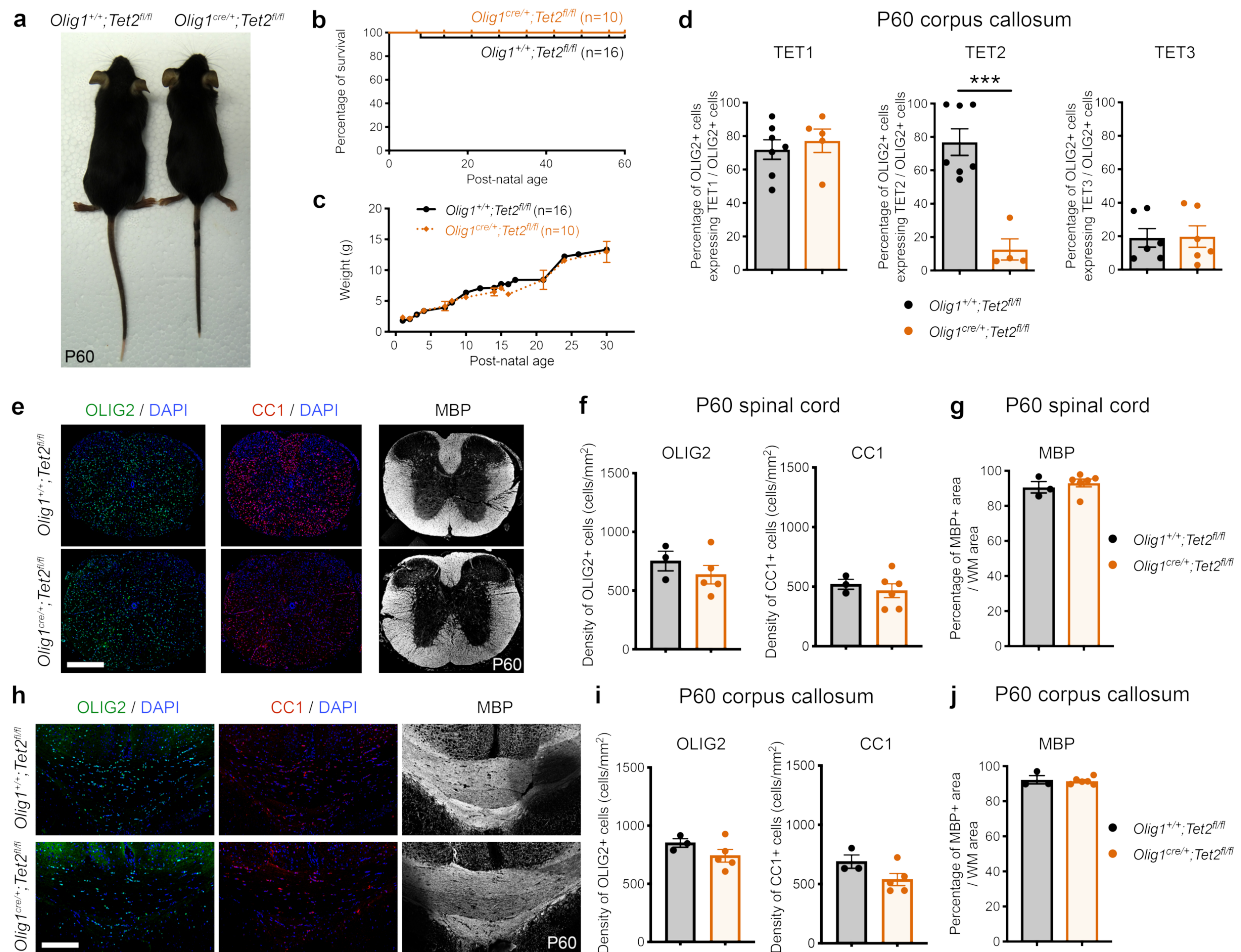

### Supplementary Figure 3. Ablation of *Tet2* during development is compatible with normal myelination in the adult central nervous system.

(a) Photograph of young adult wild type (*Olig1<sup>+/+</sup>;Tet2<sup>fl/fl</sup>*) and *Tet2* mutant (*Olig1<sup>cre/+</sup>;Tet2<sup>fl/fl</sup>*) mice at P60 reveals no difference in body size. (b) Kaplan–Meier survival curve and (c) body weight for *Olig1<sup>+/+</sup>;Tet2<sup>fl/fl</sup>* (n=16) and *Olig1<sup>cre/+</sup>;Tet2<sup>fl/fl</sup>* (n=10) mice. Error bars represent SEM. (d) Quantification of the percentage of OLIG2+ cells expressing TET1, TET2 or TET3 in the corpus callosum of P60 controls (*Olig1<sup>+/+</sup>;Tet2<sup>fl/fl</sup>*) and mutant (*Olig1<sup>cre/+</sup>;Tet2<sup>fl/fl</sup>*) mice. TET2 in oligodendroglial cells, without increased expression of TET1 or TET3. Data represent the percentage of TET-expressing OLIG2+ cells quantified in 3 sections/mouse in n=7 control mice and n=5 *Tet2* mutants. Error bars represent SEM (p=0.5762 for TET1, \*\*\*p=0.0004 for TET2, p=0.9300 for TET3, Student's t-test two-tailed). (e) Representative confocal images of P60 coronal spinal cord sections from controls and mutant mice stained for OLIG2 (green), CC1 (red), MBP (white), DAPI (blue) as nuclear counterstain. Scale bar = 500µm. (f) Quantification of OLIG2+ and CC1+ cell density in the white matter spinal cord of controls and mutant mice at P60. Data represent average numbers of OLIG2+ and CC1+ cells per mm<sup>2</sup> quantified in n=3 control mice and n=5 *Tet2* mutants. Error bars represent SEM. (p=0.3788 for OLIG2 and p=0.5677 for CC1, Student's test two-tailed). (g) Quantification of the average MBP+ area, relative to the total white matter area of coronal spinal cord sections. Error bars represent SEM for n=3 control mice and n=5 *Tet2* mutants (p=0.5512, Student's t-test two-tailed). (h) Representative confocal images of P60 corpus callosum in coronal brain sections from mice of the two genotypes, stained for OLIG2 (green), CC1 (red) and MBP (white). DAPI (blue) as nuclear counterstain. Scale bar = 500µm. (i) Quantification of OLIG2+ and CC1+ cell density in the corpus callosum of controls and mutant mice at P60. Data represent average numbers of OLIG2+ and CC1+ cells per mm<sup>2</sup> quantified in n=3 control mice and n=5 *Tet2* mutants. Error bars represent SEM (p=0.2043 for OLIG2, p=0.1082 for CC1, Student's t-test two-tailed). (j) Quantification of the average MBP+ stained area in the corpus callosum relative to the entire extent of the corpus callosum in each section. Error bars represent SEM for n=3 control mice and n=5 *Tet2* mutants (p=0.7161, Student's t-test two-tailed).

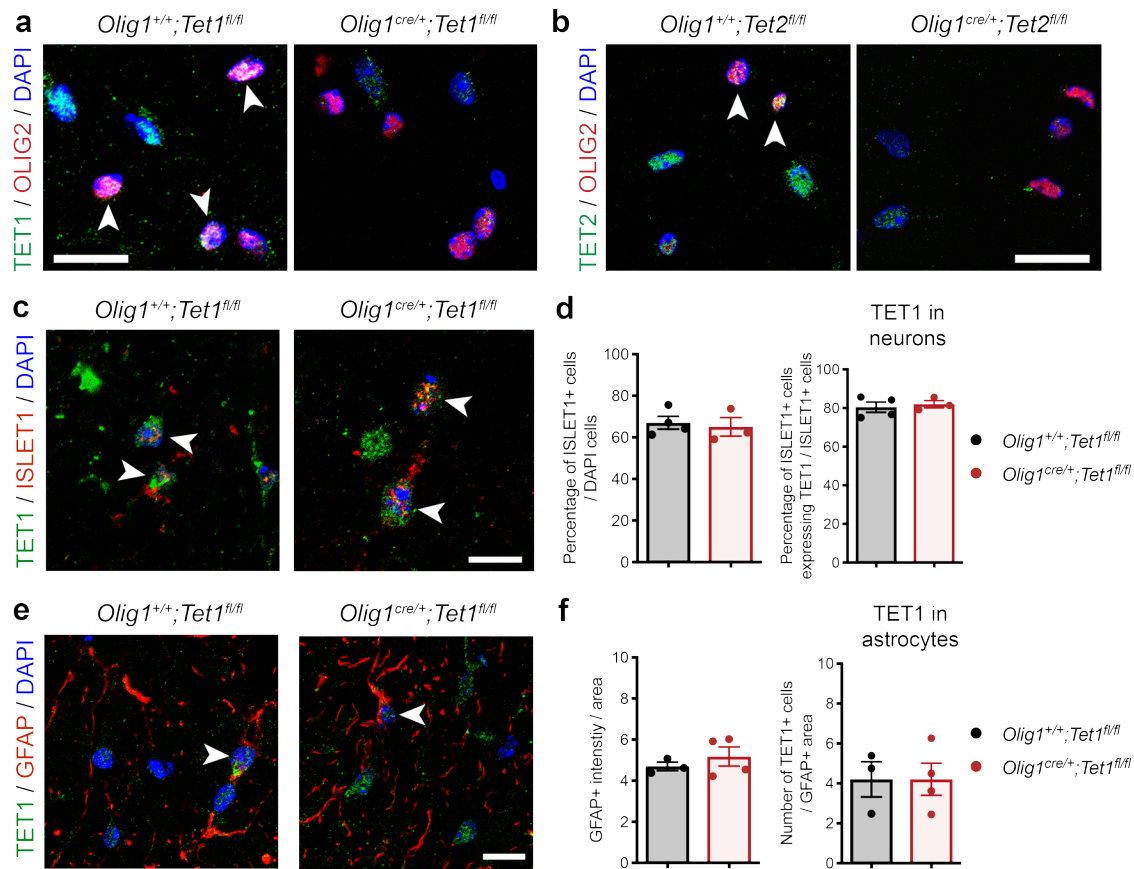

#### Supplementary Figure 4. Cell-specificity of *Tet1* ablation in *Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>* adult mice.

(a) Representative confocal images of P60 coronal spinal cord sections from control (*Olig1<sup>+/+</sup>;Tet1<sup>fl/fl</sup>*) or *Tet1* mutant (*Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>*) mice, stained for TET1 (green) and OLIG2 (red). DAPI (blue) as nuclear counterstain. White arrowheads indicate co-labeled cells. Scale bar = 50µm. (b) Representative confocal images of P60 coronal spinal cord sections from control (*Olig1<sup>+/+</sup>;Tet2<sup>fl/fl</sup>*) or *Tet2* mutant (*Olig1<sup>cre/+</sup>;Tet2<sup>fl/fl</sup>*) mice, stained for TET2 (green), OLIG2 (red) and DAPI (blue). White arrowheads indicate co-labeled cells. Scale bar = 50µm. (c) Representative confocal images of P60 coronal spinal cord sections from control (*Olig1<sup>+/+</sup>;Tet1<sup>fl/fl</sup>*) or *Tet1* mutant (*Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>*) mice, stained for TET1 (green) and the neuronal marker ISLET1 (red). White arrowheads indicate co-labeled cells. Scale bar = 50µm. (d) Bar graphs representing the percentage of ISLET1+ cells relative to total number of DAPI+ nuclei (left) and the percentage of TET1 expressing ISLET1+ cells in mice of the two genotypes (right). Error bar represent SEM for n=4 control mice and n=3 *Tet1* mutants (p=0.7223, p=0.6685, Student's t-test two-tailed). (e) Representative confocal images of P60 coronal sections from control (*Olig1<sup>+/+</sup>;Tet1<sup>fl/fl</sup>*) or *Tet1* mutant (*Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>*) mice, stained for TET1 (green), GFAP (red) and DAPI (blue). White arrowheads indicate co-labeled cells. Scale bar = 50µm. (f) Bar graphs represent the average intensity of GFAP+ per area in mice of the two genotypes (left) and the number of TET1 expressing cells per given GFAP+ area in controls and mutants (right). Error bar represent SEM for n=3 control mice and n=4 *Tet1* mutants (p=0.4448, p>0.9999, Student's t-test two-tailed).

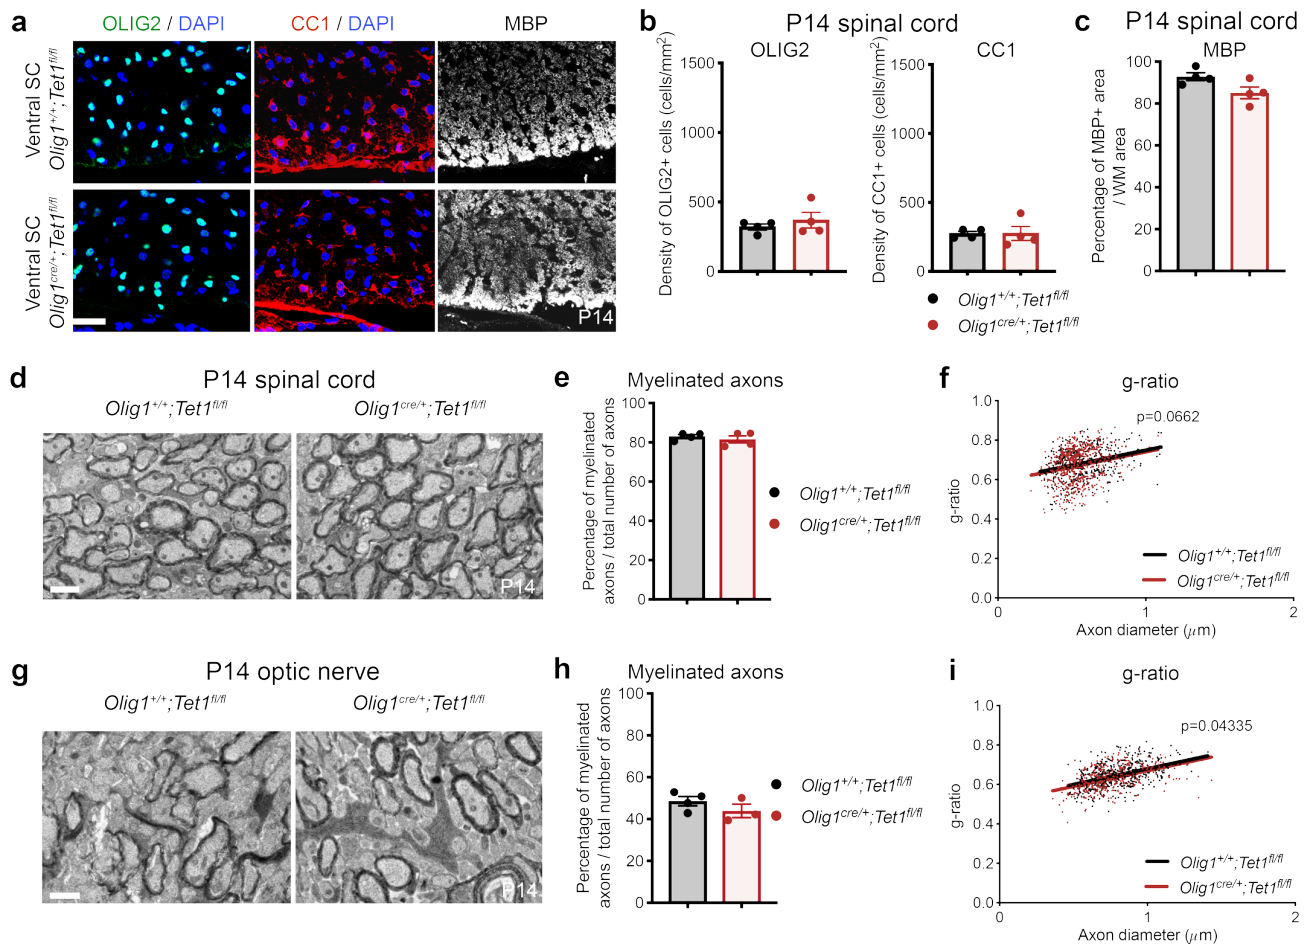

### Supplementary Figure 5. Ablation of *Tet1* during development is compatible with normal myelination in the adult central nervous system.

(a) Representative high-magnification confocal micrograph of the ventral portion of the spinal cord in coronal sections from postnatal day 14 (P14) controls (*Olig1<sup>+/+</sup>;Tet1<sup>fl/fl</sup>*) and *Tet1* mutant (*Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>*) mice stained for OLIG2 (green), CC1 (red), MBP (white), DAPI (blue). Scale bar = 100μm. (b) Quantification of OLIG2+ and CC1+ cell density in mice of the indicated genotypes at the P14 developmental time point. Data represent average numbers of OLIG2+ or CC1+ cells per mm<sup>2</sup>. Error bars represent SEM for n=4 mice (p=0.4507 for OLIG2, p=0.9815 for CC1, Student's t-test two-tailed). (c) Quantification of MBP+ area in the same section, referred as percentage of the total white matter (WM) region in the spinal cord. Error bar represent SEM for n=4 mice (p=0.0596, Student's t-test two-tailed). (d) Representative electron micrographs of myelinated axons in the P14 ventral white matter spinal cord from *Olig1<sup>+/+</sup>;Tet1<sup>fl/fl</sup>* and *Olig1<sup>cre/+</sup>;Tet1<sup>fl/fl</sup>*. Scale bar = 5μm. (e) Percentage of myelinated axons referred to the total number of axons per measured area. Error bars represent SEM for n=4 mice (p=0.2680, Student's t-test two-tailed). (f) Scatter plot of the g-ratio calculated in the spinal cord of P14 control (black circles) and *Tet1* mutants (red circles) and referred by axonal diameter. Quantification in 80-195 axons per mouse, for n=4 mice (non-linear regression, p=0.0662, comparison of slopes with sum-of-squares F Test). (g) Representative electron micrographs of myelinated axons in the P14 optic nerve from mice of the indicated genotype. Scale bar = 5μm. (h) Percentage of myelinated axons referred to the total number of axons per measured area. Error bars represent SEM for n=4 control mice and n=3 *Tet1* mutants (p=0.4832, Student's t-test two-tailed). (i) Scatter plot of the g-ratio calculated in the optic nerve of control (black circles) and *Tet1* mutant (red circles) mice and referred by axonal diameter. Quantification in 93-170 axons for mouse and n=4 control mice and n=3 *Tet1* mutants (non-linear regression, p=0.4335, comparison of slopes with sum-of-squares F Test).

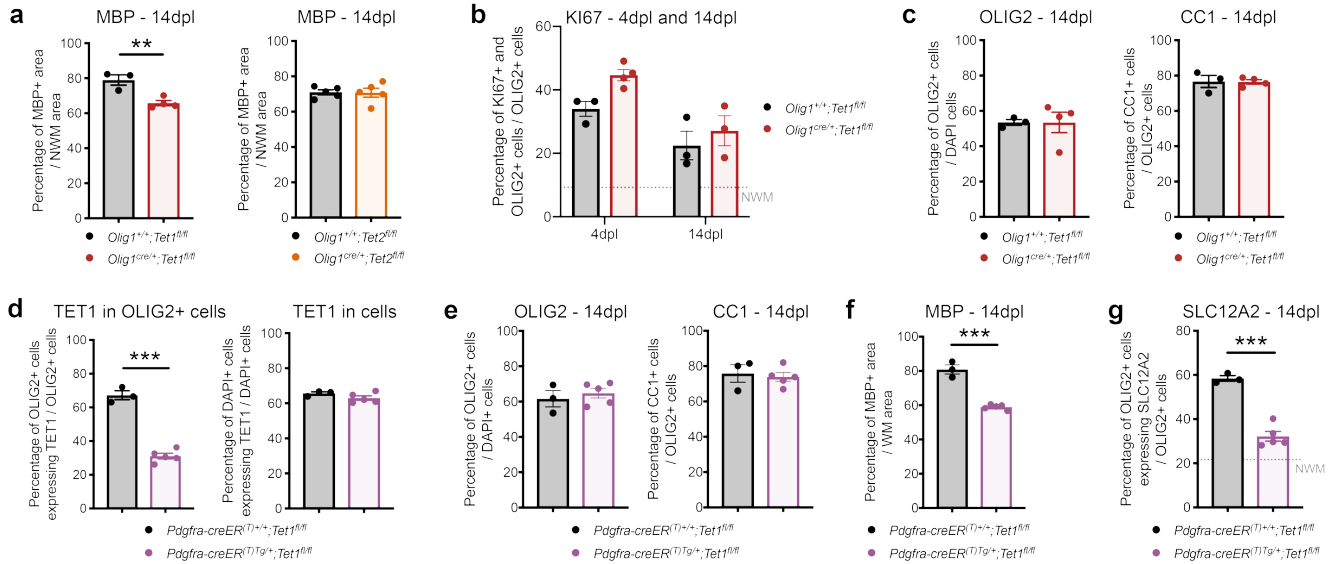

### Supplementary Figure 6. Defective myelin repair in the spinal cord of adult mice with either constitutive or inducible ablation of *Tet1* in the oligodendrocyte lineage.

(a) Quantification of MBP<sup>+</sup> areas in the spinal cord of control ( $Olig1^{+/+};Tet1^{fl/fl}$  and  $Olig1^{+/+};Tet2^{fl/fl}$ ), *Tet1* ( $Olig1^{cre/+};Tet1^{fl/fl}$ ) and *Tet2* mutant ( $Olig1^{cre/+};Tet2^{fl/fl}$ ) mice at 14 days post lesion. Data expressed as percentage of MBP<sup>+</sup> area relative to the unlesioned white matter (NWM) area. Error bars represent SEM for n=3 control mice, n=4 *Tet1* mutants and n=5 control and *Tet2* mutants (\*\*p=0.0075 for *Tet1* mutants, p=0.9388 for *Tet2* mutants, Student's t-test two-tailed). (b) Quantification of the percentage of proliferating OLIG2<sup>+</sup> cells identified by Ki67 immunoreactivity in an average of 3 spinal cord sections/mouse from 3 mice for each of the indicated genotypes at 4dpl and 14dpl. Dotted line refers to the percentage of proliferating OLIG2<sup>+</sup> cells in unlesioned tracts (normal white matter, NWM). Error bars represent SEM for n=3 control mice and n=4 *Tet1* mutants (ns, Two-way ANOVA, for age and time after lesion). (c) Quantification of the percentage of OLIG2<sup>+</sup> cells relative to total DAPI<sup>+</sup> nuclei (left) and of the percentage of CC1<sup>+</sup> cells relative to total OLIG2<sup>+</sup> cells (right) in sections of the spinal cord from mice of the indicated genotypes, stained 14 days after lesion. Error bars represent SEM for n=3 control mice and n=4 *Tet1* mutants (p=0.9931 for OLIG2, p=0.9405 for CC1, Student's t-test two-tailed). (d) Quantification of TET1 expressing OLIG2<sup>+</sup> cells in unlesioned controls ( $Pdgfra-creER^{Tg/+};Tet1^{fl/fl}$ ) and inducible ( $Pdgfra-creER^{Tg/+};Tet1^{fl/fl}$ ) mutant spinal cords, after tamoxifen induction. Data represent the average percentage of TET1 expressing cells relative to total OLIG2<sup>+</sup> cells (left) and to DAPI<sup>+</sup> nuclei (right). Error bars represent SEM for n=3 control mice and n=5 inducible *Tet1* mutants (\*\*\*p < 0.0001 for OLIG2<sup>+</sup> cells, p=0.1845 for DAPI<sup>+</sup> cells, Student's t-test two-tailed). (e) Quantification of TET1 expressing OLIG2<sup>+</sup> cells in lesioned controls ( $Pdgfra-creER^{Tg/+};Tet1^{fl/fl}$ ) and inducible mutant ( $Pdgfra-creER^{Tg/+};Tet1^{fl/fl}$ ) spinal cords, stained 14 days post lesion. Data represent average percentage of OLIG2<sup>+</sup> cells relative to total DAPI<sup>+</sup> nuclei (left) and of CC1<sup>+</sup> cells relative to total OLIG2<sup>+</sup> cells. Error bars represent SEM for n=3 control mice and n=5 inducible *Tet1* mutants (p=0.5478 for OLIG2, p=0.7003 for CC1, Student's t-test two-tailed). (f) Percentage of MBP<sup>+</sup> area relative to total white matter (WM) in lesioned spinal cord assessed at 14dpl in mice of the indicated genotype, after tamoxifen induction. Error bars represent SEM for n=3 control mice and n=5 inducible *Tet1* mutants (\*\*\*p < 0.0001, Student's t-test two-tailed). (g) Quantification of OLIG2<sup>+</sup> cells also expressing SLC12A2 in lesioned spinal cord at the 14dpl time point in controls and inducible knockout mice, after tamoxifen gavage. Dotted line refers to the percentage of SLC12A2 expressing OLIG2<sup>+</sup> cells in unlesioned tracts (NWM). Error bars: SEM for n=3 control mice and n=5 inducible *Tet1* mutants (\*\*\*p=0.0001, Student's t-test two-tailed).

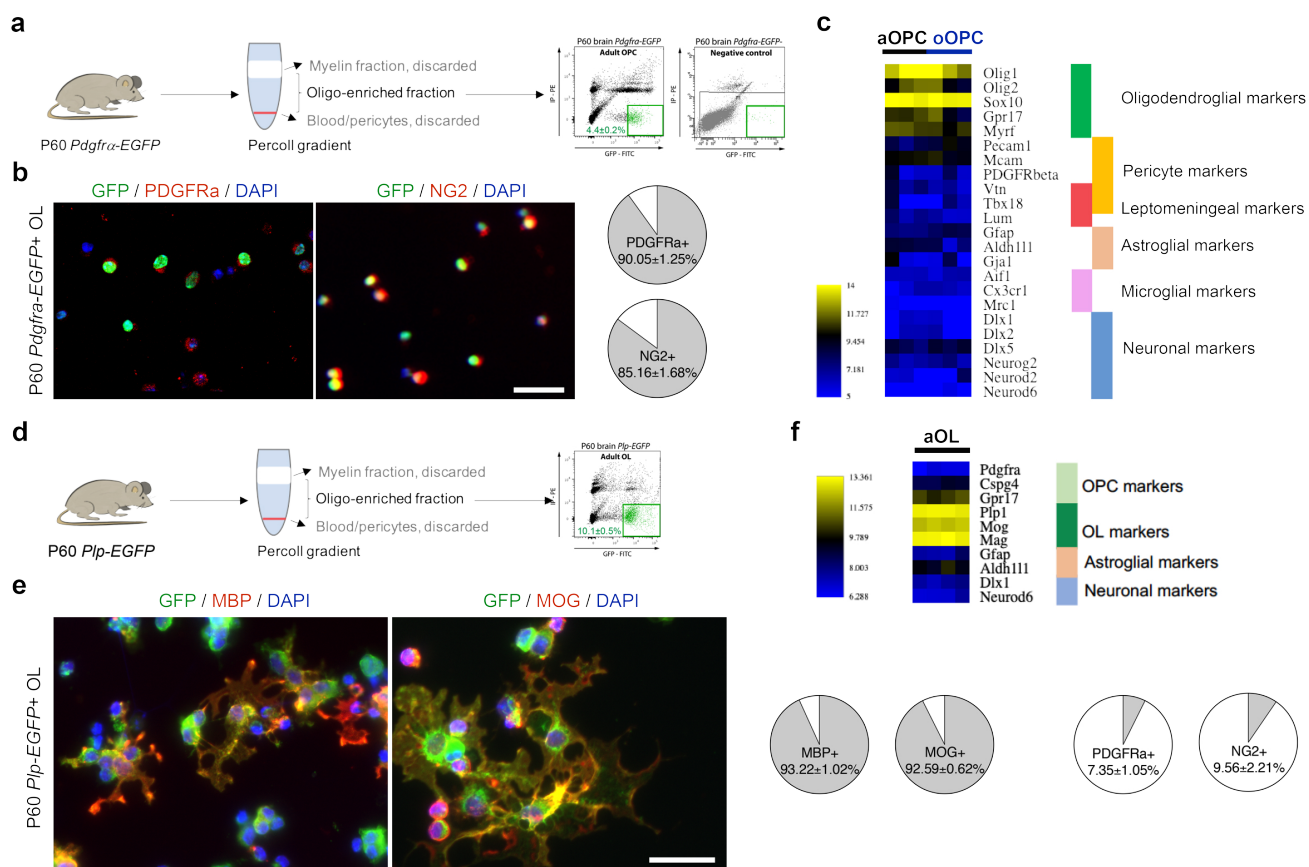

### Supplementary Figure 7. Characterization of cells sorted from adult reporter mice.

(a) Adult (P60) *Pdgfra-H2BEGFP* reporter mice were used to perform a Percoll gradient isolation, in order to discard blood vessels and meninges and enrich for oligodendroglial lineage cells prior to fluorescence activated cell-sorting. (b) Immunofluorescence of sorted P60 *Pdgfra-H2BEGFP* cells (green), stained for the progenitor markers PDGFR $\alpha$  (red) or NG2 (red) 12 hours after plating. DAPI (blue) as nuclear counterstain. Scale bar = 100 $\mu$ m. Quantification from three independent experiments confirms that the majority of the sorted cells express the PDGFR $\alpha$  and NG2 markers. (c) Heatmap of the relative expression levels of the indicated cell-specific transcripts in three independent preparation of cells sorted from young adults (aOPC) or from P540 old mice (oOPC). Note the high expression of oligodendroglial lineage markers. (d) Adult (P60) *Plp-EGFP* reporter mice were used to perform a Percoll gradient isolation, in order to discard blood vessels and meninges and enrich for oligodendroglial lineage cells prior to fluorescence activated cell-sorting. (e) Immunocytochemistry of sorted P60 *Plp-EGFP* cells (green), stained for the mature markers MBP (red) and MOG (red). DAPI (blue) as nuclear counterstain. Scale bar = 100 $\mu$ m. Quantification from three independent experiments confirms that the majority of the *Plp-EGFP* sorted cells are mature OL, with high levels of MBP and MOG, and lacking the progenitor markers PDGFR $\alpha$  and NG2. (f) Heatmap of the relative expression levels of the indicated cell-specific transcripts in three independent preparation of P60 OL sorted from adult *Plp-EGFP* mice (aOL), identifying the enriched expression of myelin markers.

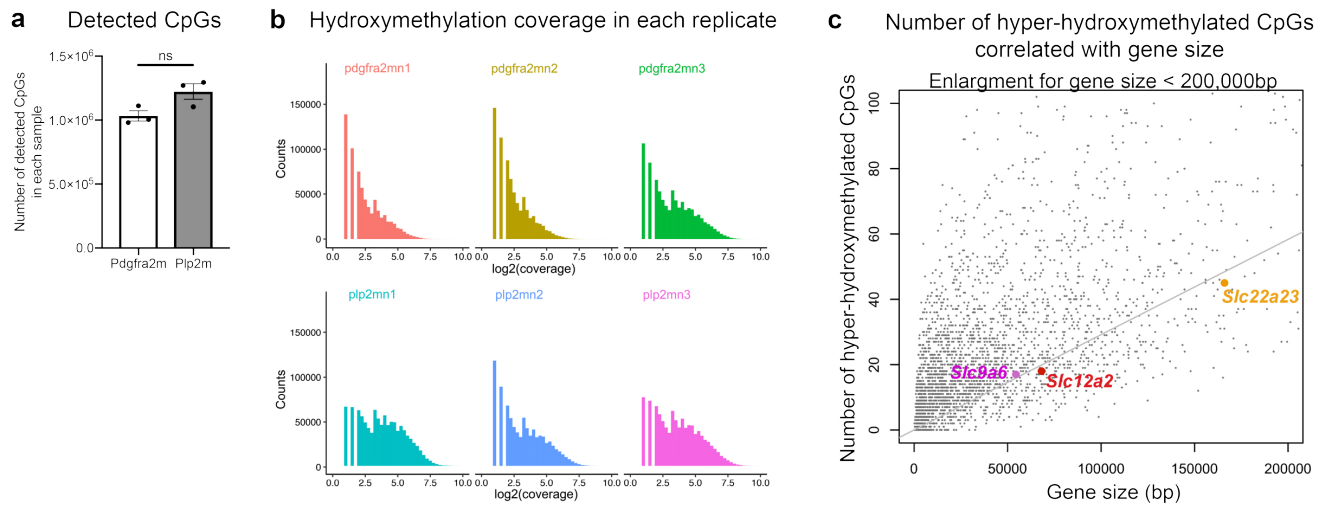

**Supplementary Figure 8. Quality control of Reduced Representation Hydroxymethylation Profiling of adult progenitors and oligodendrocytes sorted from reporter mice.**

(a) Average number of CpGs detected in each of the 6 independent biological samples identified by the by RRHP analysis. White bar graph refers to the number of CpGs in the aOPC samples prepared from sorted *Pdgfra-H2BEGFP* cells. Gray bar graph refers to number of CpGs in aOL sorted from *Plp-EGFP* mice. Error bars represent SEM for  $n=3$  *Pdgfra-H2BEGFP* and  $n=3$  *Plp-EGFP* replicates ( $p=0.0576$ , Student's t-test two-tailed). (b) Histograms showing the overall CpG hydroxymethylation coverage in each sample of aOPCs (pdgfra2mn1, mn2, mn3) and aOLs (plp2mn1, mn2, mn3). As expected, the shape of the curve reflecting the overall distribution differs between aOPCs and aOLs, with the latter showing higher levels of DNA hydroxymethylation. (c) Correlation plot between gene size and number of hyper-hydroxymethylated CpGs at gene body regions. All the differentially expressed genes (up- and down-regulated) are shown (gray). Three examples of TET1-target genes are shown: *Slc12a2* (red), *Slc9a6* (pink) and *Slc22a23* (orange) in the enlargement of hyper-hydroxymethylated CpGs for genes under 200,000bp. Linear regression curve is in grey.

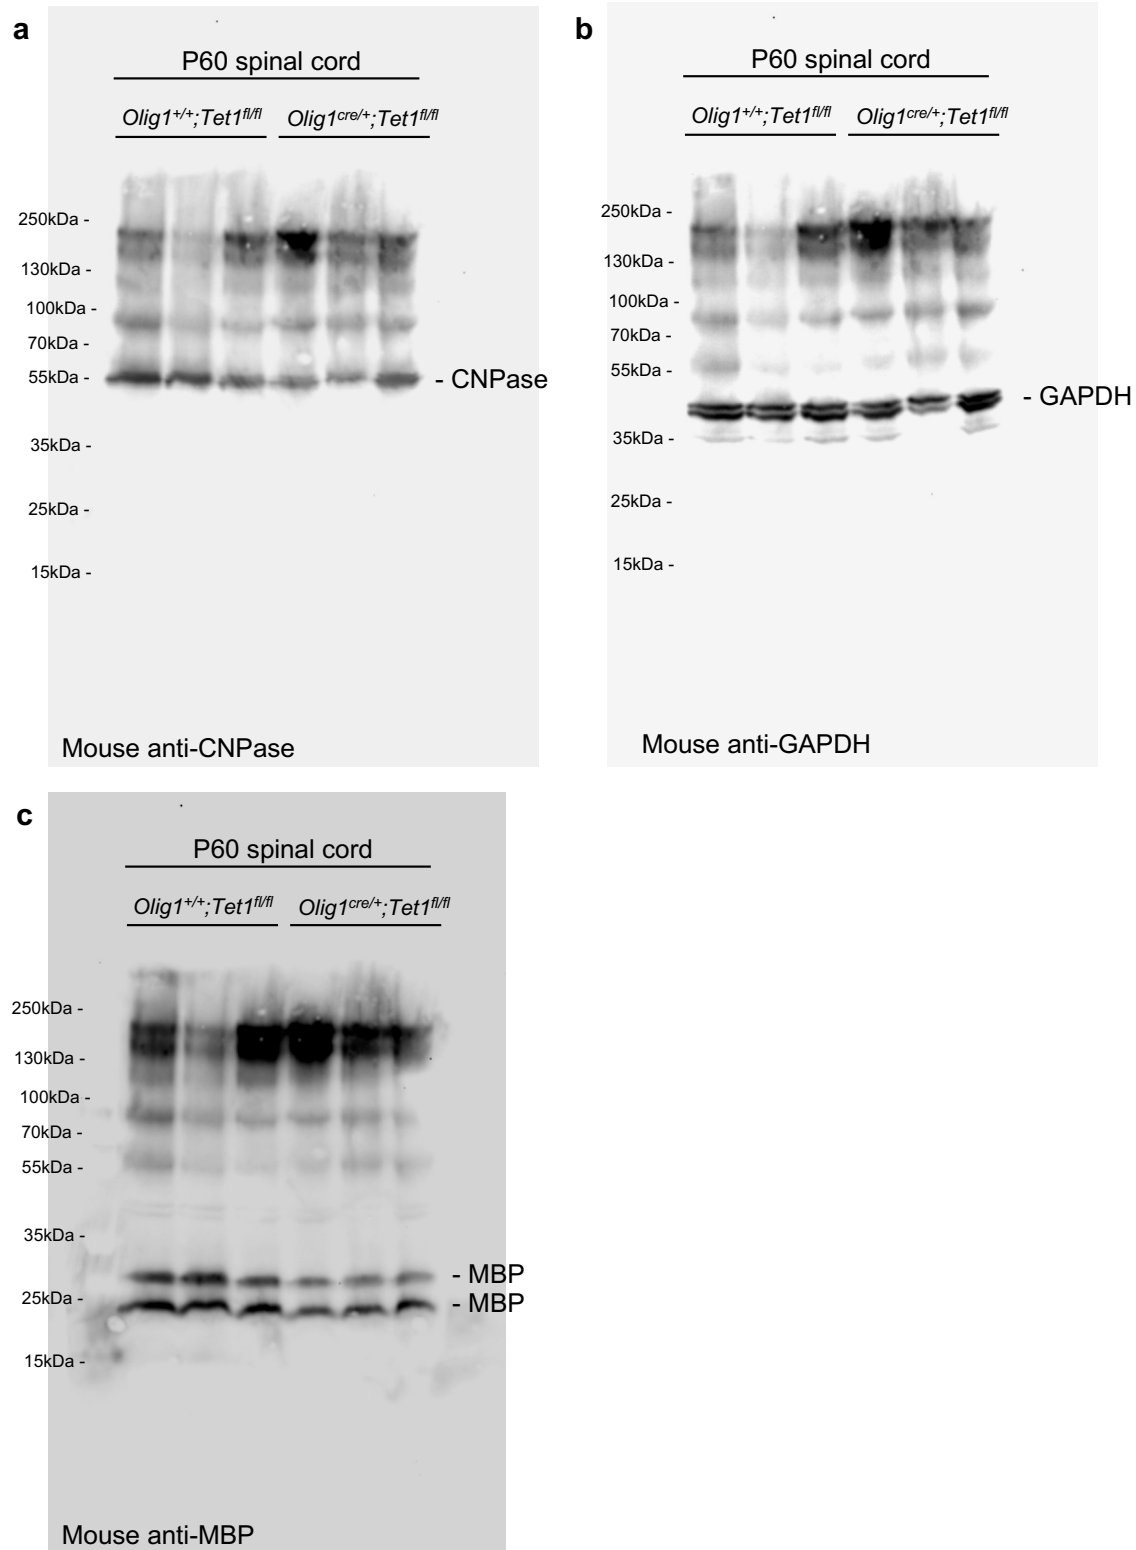

**Supplementary Figure 9. Uncropped western blot gels.**

(a-c) Full western blot of protein extract from P60 spinal cord of control (n=3) and *Tet1* mutants (n=3) stained for CNPase (a), GAPDH (b) and MBP (c). Molecular weight indicated on the left.

# Supplementary material for: TET1-mediated DNA hydroxymethylation regulates adult remyelination in mice
**Source:** Nat Commun. 2021 Jun 7;12:3359. doi: 10.1038/s41467-021-23735-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Zen 2.3

Data analysis R (4.0.3), Fiji Image J (2.1.0/1.53c), GraphPad Prism (9.0.1/128), Multi-experiment viewer (4.8.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing and Reduced Representation Hydroxymethylation Profiling data from wild type adult mice have been deposited in NCBI's Gene Expression Omnibus Series accession number GSE122446. RNA sequencing from wild type and Tet1 mutants during myelin repair accession number GSE137611. Previously published and deposited data used in this study: GSE48872.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is indicated in the figure legend for each experiment. The sample size was chosen based on previous experience for each experiment to yield high power to detect specific effects. Previous publications on lysolecithin-lesions used a similar n=4-5 biological replicates for IHC and EM reproducibility (Fancy et al., 2011, Piaton et al., 2011). Previous publications on RNA-Sequencing for sorted pure populations used a similar n=3 biological replicates (Moyon et al., 2016, Segel et al., 2019). |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Attempts for replication were successful. For instance for P14 immunohistochemistry experiments, technical replicates were duplicated, evaluated by two independent investigators blind to genotype and replicated in independent biological samples. All rtqPCR and single-cell rtqPCR on Fluidigm/Biomark were all duplicated once on independent biological samples.                                                                                                                                                  |
| Randomization   | Animals were chosen based on correct genotypes. Each experiment contained animals from at least two different litters to ensure that the differences can be observed in different litters. Within each group, all mice and cells were randomly selected and blindly evaluated                                                                                                                                                                                                                                            |
| Blinding        | All samples were attributed a single number/name during collection (perfusion, extraction). Investigators were blinded for IHC, EM and immunoEM acquisition. Even if blinded, investigators could notice IHC differences between neonatal (P7) and adult (P60) tissues, due to sample size. Investigators were blinded for quantification. Investigators were not blinded for cell-sorting (GFP marker needed to be known) and for RNA-Sequencing analysis (to be able to group replicates together).                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>IHC: Fluoromyelin Green Fluorescent Myelin Stain (Invitrogen, F34651, 1:300), mouse anti-5mC (Abcam, ab10805, 1:200), rabbit anti-5hmC (Active Motif, 39769, 1:200), mouse anti-CC1 (Millipore, OP80, 1:200), rat anti-MBP (Abd Serotec, MCA095, 1:200), mouse anti-OLIG2 (Millipore, MABN50, 1:500), rabbit anti-OLIG2 (Santa Cruz, sc48817, 1:200), mouse anti-SLC12A2 (DSHB, T4, 1:100), rabbit anti-TET1 (Novus Biologicals, NBP1-78966, 1:100), rabbit anti-TET2 (Epigentek, A-1701, 1:100), rabbit anti-TET3 (Abcam, ab139311, 1:100), rabbit anti-KI67 (Abcam, ab21700, prediluted), mouse anti-GFAP (BioLegend, 644701, 1:200), mouse anti-ISLET1 (Abcam, ab86472, 1:200), secondary goat anti-mouse (IgG 488, Invitrogen, A11029, 1:1,000), secondary goat anti-rabbit (IgG 488, Invitrogen, A11034, 1:1,000), secondary goat anti-rabbit (IgG 546, Invitrogen, A11035, 1:1,000), secondary goat anti-mouse (IgG 546, Invitrogen, A11030, 1:1,000), secondary goat anti-rat (IgG 647, Life Technologies, A21247, 1:1,000).</p> <p>ICC: rat anti-NFM-H (Millipore, MAB5448, 1:500), rabbit anti-NG2 (Millipore, AB5320, 1:200), mouse anti-SLC12A2 (DSHB, T4, 1:100), rat anti-PDGFRa (Millipore, CBL1366, 1:800), rat anti-MBP (Abd Serotec, MCA095, 1:200), mouse anti-MOG (Millipore, MAB5680, 1:500), mouse anti-OLIG2 (Millipore, MABN50, 1:200), rabbit anti-TET1 (Novus Biologicals, NBP1-78966, 1:100), secondary goat anti-rat (IgG 647, Life Technologies, A21247, 1:1,000), secondary goat anti-mouse (IgG 546, Invitrogen, A11030, 1:1,000), secondary goat anti-rabbit (IgG 488, Invitrogen, A11034, 1:1,000), secondary goat anti-rabbit (IgG 546, Invitrogen, A11035, 1:1,000), secondary goat anti-mouse (IgG 488, Invitrogen, A11029, 1:1,000), secondary goat anti-rat (IgG 555, Invitrogen, A21434, 1:1,000).</p> <p>WB: mouse anti-CNPase (Sternberger Inc., SMI-91, 1:5,000), mouse anti-MBP (Millipore, SMI-99, 1:5,000), mouse anti-GAPDH (Abcam, ab8245, 1:5,000), secondary light-chain specific antibody goat-anti mouse IgG (Jackson ImmunoResearch, 115-035-174, 1:10,000).</p> <p>Immunopanning: rat anti-mouse CD140a antibody (BD Biosciences, 558774).</p> |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

Antibodies have been validated by previous publications or by the company (<https://www.abcam.com/5-methylcytosine-5-mc-antibody-33d3-ab10805.html>, <https://www.activemotif.com/catalog/details/39769>, <https://dshb.biology.uiowa.edu/T4>, [https://www.novusbio.com/products/tet1-antibody\\_nbp1-78966](https://www.novusbio.com/products/tet1-antibody_nbp1-78966), <https://www.epigentek.com/catalog/tet2-polyclonal-antibody-p-5015.html>, <https://www.abcam.com/tet3-antibody-ab139311.html>, Moyon et al., 2015, 2016, 2017). Negative controls (without primary antibody) were used to assess the absence of non specific staining in immunohistochemistry, immunocytochemistry and immuno-EM experiments.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Mice were maintained in a temperature- (65-75F) and humidity- (40-60%) controlled facility on a 12-h light-dark cycle with food and water ad libitum. Mice from either sex were used and mutants were checked for survival and weight every day from birth to weaning.  
Reporter lines: Pdgfra-H2BEGFP (RRID:IMSR-JAX:007669), Plp-EGFP (Spassky et al, 1998).  
Conditional knock-out mouselines: Olig1-cre (RRID:IMSR\_JAX:011105), Tet1-flox (gift from. Pr. Yong-Hui Jiang) (Towers et al., 2018), Tet2-flox (RRID:IMSR\_JAX:017573), Pdgfra-creERT (RRID:IMSR\_JAX:018280).  
Wildtype mice: C57bl6.  
Adult zebrafish were housed and maintained in accordance with standard procedures in the Queen's Medical Research Institute zebrafish facility, University of Edinburgh. All experiments were performed in compliance with the UK Home Office, according to its regulations under project licenses 60/8436, 70/8436 and PP5258250. Adult zebrafish were subject to a 14/10 hours, light/dark cycle.  
Zebrafish: Tg(mbp:EGFP-CAAX) transgenic line (Almeida et al, 2011).

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All mouse experiments were performed according to IACUC-approved protocols. IACUC chaired by Dr. Dr. Steven Nicoll, members: Dr. Sulli Popilskis, Dr. Patrizia Casaccia, Dr. Jia Liu, Mr. Benjamin Inbar, Ms. Isela Lopez and Ms. Lesley Piccoli.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Oligodendrocyte progenitor cells were isolated from post-natal day 5 (P5), P60 and P540 Pdgfra-H2BEGFP brains, oligodendrocytes from P16 and P60 Plp-EGFP brains, using fluorescence-activated cell sorting as described previously (Piaton et al, 2011 and Moyon et al, 2015). Tissue was dissected in HBSS 1X (HBSS 10X (Invitrogen), 0.01 M HEPES buffer, 0.75% sodium bicarbonate (Invitrogen), and 1% penicillin/streptomycin) and mechanically dissociated. After an enzymatic dissociation step using papain (30 ug/ml in DMEM-Glutamax, with 0.24 ug/ml L-cystein and 40 ug/ml DNase I), cells were put on a pre-formed Percoll density gradient before centrifugation for 15 min. Cells were then collected and stained with propidium iodide (PI) for 2 min at room temperature (RT). In a second step, GFP-positive and PI-negative cells were sorted by fluorescence-activated cell sorting (FACS; Aria, Beckton Dickinson) and collected in pure fetal bovine serum. Cells were washed twice in PBS 1X (PBS 10X, Invitrogen), then the dry cell pellets were frozen at -80°C.

## Instrument

FACS; Aria, Becton Dickinson

## Software

Cells were sorted using BD FACSDiva Software v8.0

## Cell population abundance

Cell population abundance: P5 Pdgfra-H2BEGFP = 8.3±0.4%, P60 Pdgfra-H2BEGFP = 4.4±0.2%, P540 PPdgfra-H2BEGFP = 1.4±0.1%, P60 Plp-EGFP = 10.1±0.5%,  
Purity of each population has been previously characterized (Moyon et al., 2016) and detailed in Supplementary Fig.7 in this manuscript, using transcriptomic analysis and ICC data.

## Gating strategy

Gating to isolate GFP+ cells has been set on GFP- lines, as negative control (example added in Supplementary Fig.7).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

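RNA from Percoll-enriched spinal cord preparations was sequenced in 12 libraries, 3 in each of 4 groups, from control mice and mice labelled Tet1 mutant, unlesioned or at 4 days after LPC. The authors aligned the reads with BWA to the mouse genome and to databases of ribosomal and mitochondrial sequence, counted uniquely aligned reads on exons with featureCounts and the Ensembl annotation of GRCm38, and deposited these raw counts, which are not normalized. The tables list 54838 genes, of which 54723 were given a symbol by their Ensembl identifier. Mitochondrial genes, 37 in all, have a count of 0 in every library. Total counts per library were between 34805086 and 67251544. Counting error is small at this depth for well-expressed genes, and the number of libraries limits the precision.

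Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 4 groups, which left 31109, library sizes were normalized by TMM, and one model with a mean for each of the 4 groups was fitted to all 12 libraries with glmQLFit at its default settings and tested with glmQLFTest. Genes were called at a p-value of 0.01 and a Benjamini-Hochberg adjusted p-value of 0.05. Contrasts compared 4dpl with unlesioned in each genotype, the genotypes unlesioned and at 4dpl, and the changes after lesion between genotypes as an interaction. Standard errors were obtained from the log2 fold change and the F statistic. Lists were compared by Fisher's exact test, and random lists matched on mean expression were drawn 10000 times.

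Conditions came from the sample labels and the paper. The labels number each group 1 to 3 while the paper's sample numbers differ between groups, and the paper's text does not name which libraries come from one mouse, so replicate numbers were used as a block only as an alternative. The genes named are those of the knockout design or of the paper, the 5 largest rises and falls among called genes with a mean of at least 1 on the log2 CPM scale and separated libraries, the 5 smallest p-values for the interaction and for the genotypes at 4dpl, 5 solute carriers of Supplementary Table 1, and the 3 smallest p-values in each category. Gfap and Lipa come from that last rule. Not every gene that the rule names is reported here.

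The alternatives were DESeq2 1.42.0, fits to the groups compared only, RLE size factors, other filters on low counts, other thresholds, replicate blocks, limma 3.58.1 with voom and sample weights, and leaving out each library in turn. A sex covariate was not fitted, since Y-linked genes were counted in all 12 libraries and Xist did not exceed 43 counts in any. Settings added after the data were seen were edgeR with its newer quasi-likelihood option (legacy set to false), voom without weights and an adjusted p-value of 0.10. Random lists matched on mean expression were planned for Supplementary Table 1 and the genes up in control only. They were added after the data were seen for the solute carriers, the categories and the genes down in control only.

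Each fit, apart from those with one library left out, was tested on simulated counts. These were drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 3. In a run on 29195 genes edgeR as described recovered 96.5% of them with 8 false calls, and the interaction found 157 of the 200. DESeq2 was run on 31109 simulated genes and recovered 99% with 57 false calls when fitted to all 12 libraries and 78 when fitted to the groups compared. In the mutant contrast, where no gene was changed, it made 6 and 12 calls where edgeR as described made 0. The other fits, on 18065 to 31109 genes depending on the fit, made from 2 to 14 false calls. The filter as described gave 29195 genes, and without a filter edgeR made 9 false calls on the same 31109 genes as DESeq2. Sorted-cell RNA-seq and hydroxymethylation data were not analysed here.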

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

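Apart from those named as added later, alternatives were set before the data were examined. The ratio of control to mutant calls (other than for leave-outs) and the number of categories passing were recomputed under the alternatives only after the data were seen. The main counts are 1592 genes up and 1558 down in the control, 7 up and 35 down in the libraries labelled Tet1 mutant, 0 between genotypes and 0 for the interaction. The interaction called 0 genes in every setting that fits it, leave-outs included, with 1184 at an unadjusted p-value under 0.05 in the main setting. A sex covariate was not run, since all 12 libraries carried Y-linked counts, and fits to the groups compared only give no interaction. The cause of the changes below was not tested.

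With DESeq2 on all 12 libraries, 2498 genes rose and 4740 fell in the control, 1124 rose and 3994 fell in the mutant, 33 differed between genotypes unlesioned and 218 at 4dpl, and the ratio of control to mutant calls went from 75.0 to 1.41. With DESeq2 on the groups compared only, 3282 fell in the control, 928 rose and 3827 fell in the mutant, 12 differed unlesioned and 566 at 4dpl, with a ratio of 1.18. Both gave 6 of the 7 categories past the adjusted threshold where edgeR gave 4. With edgeR on the groups compared only, 613 rose and 549 fell in the control, 40 rose and 732 fell in the mutant, 591 were control-only, 23 of them solute carriers, 2 categories passed and the ratio was 1.51. With voom and sample weights, 4836 rose and 4827 fell in the control, 3495 rose and 3305 fell in the mutant, 34 differed at 4dpl, 3 categories passed and the ratio was 1.42.

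Without a filter, 317 rose and 630 fell in the mutant, 9 differed unlesioned and 4 at 4dpl, and the ratio was 3.78. With at least 10 counts in every library, 679 rose and 616 fell in the control, 4 rose in the mutant, 675 were control-only, 27 of them solute carriers, 2 categories passed and the ratio was 39.2. Requiring an absolute log2 fold change of 1 gave 1010 up in the control and 1004 control-only. With RLE size factors every one of these counts stayed within 1.5 times of its value, the largest change being from 35 to 50 genes down in the mutant. An adjusted p-value of 0.05 alone cannot change the calls here.

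With the label number as a replicate block, 2337 genes rose in the control, 4 rose and 0 fell in the mutant, 7 categories passed and the ratio was 961. By the paper's number as a replicate block, 761 rose and 241 fell in the control, 0 rose and 0 fell in the mutant, 761 were control-only, 23 of them solute carriers, 6 categories passed and no ratio can be formed. By that number some libraries of each genotype have no partner and add nothing to the comparison after lesion. On simulated counts that block recovered 79% of the changed genes, against 94% for the block by label number. Fewer calls can therefore follow from fewer pairs. Same-numbered libraries had mean correlations of 0.14 in the control and -0.01 in the mutant.

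Settings added after seeing the data gave the following. With legacy set to false, edgeR called 2229 up and 3719 down in the control, 1374 up and 3056 down in the mutant and 1 gene between genotypes unlesioned, a ratio of 1.34. Voom without weights called 386 up and 501 down in the mutant, 7 categories passed and the ratio was 4.47. At an adjusted p-value of 0.10, 3292 rose and 4273 fell in the control, 2971 rose and 3431 fell in the mutant, and the ratio was 1.18.

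Leaving out one library at a time, the 12 fits gave from 1 to 4124 genes up and 0 to 3277 down in the control, from 0 to 2615 up and 0 to 1883 down in the mutant, 0 to 1 between genotypes unlesioned, 0 to 48 at 4dpl, 0 to 2392 control-only genes, 0 to 56 solute carriers and 0 to 5 categories. The ratio ran from 0.024 to 22.2 over the 7 fits with calls in both genotypes, and the odds ratio with Supplementary Table 1 from 0 to 5.73 over the 11 fits with control-only genes. With no library left out, that odds ratio was 7.65 with DESeq2 on all 12 libraries and 8.39 on the groups compared. It was 8.58 without a filter and 2.00 with at least 10 counts in every library, against 3.73 in the main setting. Each of these odds ratios took the genes tested in its own setting as the universe. Since the filters change that universe, the values do not compare the strength of the overlap between settings.

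Of the 1585 control-only genes, 0 also had an interaction call and 6 had a mutant log2 fold change of 0 or below. The odds ratio with Supplementary Table 1 was 0.10 for genes down in control only. For the 7 genes up in both genotypes it was 3.01, no longer past the threshold (Fisher's exact test, p = 0.314). That list shared 1 gene with the table, where 0.4 would be by chance, and the confidence interval ran from 0.065 to 24.8. So few genes cannot show whether the overlap is specific to the control-only list, whose odds ratio of 3.73 lies within that interval. Against random lists matched on mean expression, added after seeing the data, 1 of the 7 categories passed, that of lipid metabolism. By Fisher's exact test that category held 7 genes in place of 18 with DESeq2 on all 12 libraries and still passed. It did not pass with weighted voom (5 genes, adjusted p = 0.0734) or without control unlesioned replicate 1 (5 genes, adjusted p = 0.057), nor without control unlesioned replicate 2 or control 4dpl replicate 1 or 2, with 0 genes each. Solute carriers went from 2.48 to 1.76 times the number in the comparison and falling control-only genes in Supplementary Table 1 from 0.112 to 0.494 times, both still past the threshold.

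Named genes near 0 changed sign. Slc22a23 in the control was 0.11 without a filter, 0.042 and 0.205 with replicate blocks by label and by the paper's number, 0.25 and 0.031 with voom with and without weights, and from -0.16 to 0.37 over the leave-outs. Tet3 at 4dpl was -0.0048 without a filter and from -0.038 to 0.15 over the leave-outs. Tet2 at 4dpl was 0.0075 with weighted voom and from -0.077 to 0.040 over the leave-outs, and unlesioned from -0.26 to 0.33. Over the settings other than leave-outs, 69 gene results were weaker, 48 stronger and 986 unchanged in direction and call, and over the leave-outs 240 were weaker, 15 stronger and 700 unchanged.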

Differences from the paper's values

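For genes up after lesion in the control, the paper's value is 2469 and the value here 1592. Among the alternatives set before the data were examined, DESeq2 on all 12 libraries (2498), DESeq2 on the groups compared (2335), no filter (1989) and the replicate block by label number (2337) came within 1.5 times of the paper's value, as did 1 of the 12 fits with one library left out, that without mutant unlesioned replicate 1 (1727), and the others did not. Of the settings chosen after seeing the values, edgeR with legacy set to false (2229), voom without weights (2117) and an adjusted p-value of 0.10 (3292) also came within 1.5 times.

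For genes up after lesion in the mutant, the paper's value is 121 and the value here 7, and none of the alternatives, leave-outs included, came within 1.5 times, with 1124 under DESeq2 on all 12 libraries and 40 with edgeR on the groups compared. For genes down in the mutant, the paper's value is 498 and the value here 35. With edgeR on the groups compared the number was 732 and without a filter 630, both within 1.5 times and the others not, and voom without weights, chosen after seeing the values, gave 501.

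For genes differing between the unlesioned genotypes, the paper's value is 7 and the value here 0. Without a filter the number was 9, within 1.5 times of the paper's, and the others were not, with 12 under DESeq2 on the groups compared. For genes shared between the control-only list and Supplementary Table 1, the paper's value is 442 and the value here 246. The number was 312 with DESeq2 on all 12 libraries, 322 with DESeq2 on the groups compared, 329 without a filter, 427 with the replicate block by label number, 316 with weighted voom and 440 without control unlesioned replicate 1, all within 1.5 times, and the other alternatives set before the data were examined were not. Of the settings chosen after seeing the values, voom without weights gave 321 and an adjusted p-value of 0.10 gave 307.

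The paper describes the genotypes at 4dpl as very different, and here 0 genes were called between them (2153 at an unadjusted p-value under 0.05), with 218 and 566 under DESeq2 on all 12 libraries and on the groups compared, 34 with weighted voom, 4 without a filter and up to 48 over the leave-outs. It lists inflammation, autophagy and response to stress among the categories of its control-only genes, and the lists used here for these had adjusted p-values of 0.195, 0.195 and 0.0901 by Fisher's exact test. The categories were recomputed under the alternatives after the data were seen, each against the genes tested in that setting. Inflammation and response to stress then passed under DESeq2 on all 12 libraries and on the groups compared, without a filter, with either replicate block, with weighted voom and without control unlesioned replicate 1. Response to stress also passed without mutant 4dpl replicate 3. Autophagy passed with the replicate block by label number and without control unlesioned replicate 1. Of the settings chosen after seeing the values, edgeR with legacy set to false, voom without weights and an adjusted p-value of 0.10 passed inflammation and response to stress, and voom without weights also autophagy. Against random lists matched on mean expression, also chosen after seeing the values, none of the 3 passed.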

Other observations

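Among the tests in this part, those on the steepness of the threshold, on oligodendrocyte markers in mutant 4dpl replicate 3 and on microglia and macrophage markers were chosen after their results were seen.

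The control had 3150 genes called after lesion and the libraries labelled Tet1 mutant 42, yet the numbers at an unadjusted p-value under 0.01 were 4733 and 3990, a ratio of 1.19. A candidate explanation is that the adjusted threshold falls where the number of calls changes steeply. When genotype labels were exchanged within same-numbered pairs, separately for unlesioned and 4dpl libraries, 19 of the 32 exchanges, the real labels included, gave a ratio of calls at least as far from 1. Exchanges with 0 calls in a group were counted as farther from 1, even where the other group had few, as with 181 calls against 0. Of the 31 other exchanges, 13 gave more calls in the group called control and 18 in the group called mutant. The interaction itself called 0 genes, so that all 32 exchanges necessarily gave at least as many. At an unadjusted p-value under 0.05 the interaction had 1184 genes where chance gives 1555, and 23 of the 32 exchanges, the real labels included, gave at least that number. On simulated counts the interaction test found 157 of 200 genes changed by a log2 fold change of 3, with no other gene changed. Smaller differences, such as that between the control-only medians of 1.11 and 0.79, were not simulated. The simulation therefore does not show whether the interaction test could find differences of that size. The median SD between libraries was 0.566 in control unlesioned, 0.393 in control 4dpl and 0.495 in each mutant group, 1.03 times as much in the mutant as in the control on average. The fit shares one dispersion per gene between the genotypes, so this ratio does not decide whether spread accounts for the difference. A weaker response in the mutant cannot be told apart from these explanations in 3 libraries per group.

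Genes chosen for rising in the control tend to rise less elsewhere, so the choice and the measurement were separated. The 500 genes with the smallest p-values among those rising in 2 control libraries against 2 were read in the control pair left out. That pair rose more than the mutant pairs did on average in 6 of 9 combinations, with means of 1.11 and 0.90 on the log2 scale. The 3 exceptions all left out control unlesioned replicate 1. When genes were chosen in the mutant, the left-out mutant pair rose more than the control pairs in 3 of 9 combinations, with means of 0.66 and 0.84. The combinations share libraries and are not independent, and the result leaves open whether the mutant response is smaller.

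Other splits of the libraries were counted for each comparison. Among the 4 splits of the 6 control libraries that part all same-numbered pairs, 1, the real one, gave as many calls after lesion, and the same held for the mutant, with 1 of 4. The other 6 of the 10 splits of each set, which part fewer pairs, gave 0 calls, as did the remaining splits that part all pairs. Between genotypes, 4 of 4 such splits gave as many calls as the real one unlesioned and 4 of 4 at 4dpl, the real counts being 0, with 1624 and 2153 genes at an unadjusted p-value under 0.05. With 4 or 10 splits the share cannot fall under 0.05.

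Counts fell on more genes in every unlesioned library, from 40023 to 44516, than in every 4dpl library, from 33964 to 37516. At an equal total of 34805086 counts the lowest unlesioned library still exceeded the highest 4dpl library by 1864 genes, so library size does not account for the gap. Olfactory and vomeronasal receptor genes, for which no expression in the cord is assumed, took from 315 to 1612 CPM in the unlesioned libraries and from 85.4 to 248 at 4dpl, the lowest of the former being 1.27 times the highest of the latter. This is consistent with a low-level background over many genes that is larger in unlesioned tissue. It may contribute to genes called down after lesion, and no test here separates it from biological change.

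The markers of microglia and macrophages were higher at 4dpl in the control, the lowest 4dpl library exceeding the highest unlesioned one by 0.62 on the log2 scale, and in the mutant by 0.24. Part of the change after lesion may therefore reflect a different mix of cells in the preparation. The marker means at 4dpl were 10.06, 10.49 and 10.63 log2 CPM in the control and 10.38, 10.05 and 9.94 in the mutant. In unlesioned tissue they were 9.2, 8.7 and 9.44 in the control and 9.7, 8.54 and 9.23 in the mutant. Whether the mix of cells contributes to the gap between the genotypes was not tested. Mutant 4dpl replicate 3 had the highest mean of oligodendrocyte markers of the 12 libraries, 10.9 log2 CPM, where the other 11 were between 8.31 and 9.72. The same library had the highest Tet1 and Olig1 at 4dpl, which may reflect more oligodendrocyte RNA in it, and its Slc12a2 and Slc22a23 were likewise the highest of the 12. The markers do not show whether the preparation or the mouse is the source, and apart from this mix of cells no explanation, biological or technical, was tested for that library.

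In all 12 libraries Y-linked genes were counted, with Ddx3y between 1596 and 6607, and Xist did not exceed 43 counts.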
